# Age-related gene expression signatures from limb skeletal muscles and the diaphragm in mice and rats reveal common and species-specific changes

**DOI:** 10.1186/s13395-023-00321-3

**Published:** 2023-07-12

**Authors:** Tea Shavlakadze, Kun Xiong, Shawn Mishra, Corissa McEwen, Abhilash Gadi, Matthew Wakai, Hunter Salmon, Michael J. Stec, Nicole Negron, Min Ni, Yi Wei, Gurinder S. Atwal, Yu Bai, David J. Glass

**Keywords:** Sarcopenia, Skeletal muscle atrophy, Frailty, RNA-seq, Aging, Aging gene signature, Mitochondria, Inflammation

## Abstract

**Background:**

As a result of aging, skeletal muscle undergoes atrophy and a decrease in function. This age-related skeletal muscle weakness is known as “sarcopenia”. Sarcopenia is part of the frailty observed in humans. In order to discover treatments for sarcopenia, it is necessary to determine appropriate preclinical models and the genes and signaling pathways that change with age in these models.

**Methods and results:**

To understand the changes in gene expression that occur as a result of aging in skeletal muscles, we generated a multi-time-point gene expression signature throughout the lifespan of mice and rats, as these are the most commonly used species in preclinical research and intervention testing. Gastrocnemius, tibialis anterior, soleus, and diaphragm muscles from male and female C57Bl/6J mice and male Sprague Dawley rats were analyzed at ages 6, 12, 18, 21, 24, and 27 months, plus an additional 9-month group was used for rats. More age-related genes were identified in rat skeletal muscles compared with mice; this was consistent with the finding that rat muscles undergo more robust age-related decline in mass. In both species, pathways associated with innate immunity and inflammation linearly increased with age. Pathways linked with extracellular matrix remodeling were also universally downregulated. Interestingly, late downregulated pathways were exclusively found in the rat limb muscles and these were linked to metabolism and mitochondrial respiration; this was not seen in the mouse.

**Conclusions:**

This extensive, side-by-side transcriptomic profiling shows that the skeletal muscle in rats is impacted more by aging compared with mice, and the pattern of decline in the rat may be more representative of the human. The observed changes point to potential therapeutic interventions to avoid age-related decline in skeletal muscle function.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13395-023-00321-3.

## Background

Sarcopenia, the age-related loss of skeletal muscle mass and function, is a major clinical challenge for older people, associated with major co-morbidities such as osteoporosis, obesity, and type 2 diabetes [1, 2]. Sarcopenia results in a decrease in mobility, leading to frailty, falls and bone fractures, and an inability to perform daily tasks or enjoy physical activities. Not surprisingly, sarcopenia is strongly associated with mortality [3]—the decrease in walking speed which can result from sarcopenia and frailty is one of the strongest predictors of mortality in humans [4]. More recently, it became evident that muscle mass and strength were predictors of length of hospital stay in patients with moderate to severe COVID-19 [5].

Research in the mechanisms of aging and sarcopenia largely relies on the use of preclinical rodent models. These provide opportunities for intensive experimentation to define molecular mechanisms of sarcopenia, and to test potential interventions to slow down or reverse this debilitating condition. To identify molecular pathways of muscle aging and sarcopenia, we have previously used Sprague Dawley rats and conducted molecular profiling of aging by examining gene expression changes in multiple tissues, including the gastrocnemius muscle, throughout multiple time points in the lifespan of the animal [6, 7]. These studies revealed gene pathways that are globally regulated by aging, as well as gene pathways associated with sarcopenia in the rat gastrocnemius muscle [6, 7].

The aim of the present study was to examine multiple skeletal muscles at multiple times in two commonly used preclinical species, mice and rats. Thus, we studied gene expression changes with age throughout the animals' lifespan (at 6, 9, 12, 18, 21, 24, and 27 months) in the diaphragm, gastrocnemius, soleus, and tibialis anterior muscles. We analyzed tissues from inbred male and female C57Bl/6J mice and outbred male Sprague Dawley rats.

Here, we applied a previously established method that allows for identification of multi-tissue and multi-time point aging signatures [7]. We discovered similarities and differences between mouse and rat muscle aging. We identified genes and gene pathways that are regulated in the same direction in multiple muscles, giving some indication of common mechanisms of aging. We also observed more dramatic age-related gene expression changes in rats compared with mice, and this finding was consistent with a more pronounced loss of muscle mass in aged rats compared with mice. It is our hope that this dataset will serve as a valuable resource for further molecular insights into mechanisms of skeletal muscle aging and sarcopenia.

## Methods

### Animal maintenance and tissue collection

All procedures involving animals were approved by the Institutional Animal Care and Use Committee of Regeneron and New York Medical College (NY, USA). Male and female C57BL/6 J mice were purchased from Jackson Laboratory (USA) at various ages and maintained at Regeneron animal holding facilities for ~12 weeks prior to tissue collection under specific pathogen free (SPF) conditions. Mice were housed in groups of 5 per cage with controlled temperature and light (22℃, 12-h light/12-h dark cycle: lights on at 0600 h/lights off at 1800 h) and with ad libitum access to food (PicoLab Rodent Diet 20, Lab Supply) and water. Male Sprague Dawley (SD) rats were purchased at 3–4 weeks of age from Envigo (Indianapolis, USA) and aged at Envigo under specific pathogen free (SPF) conditions. Rats were imported to New York Medical College animal holding facilities 8–12 weeks prior to tissue collection. Once imported, rats were housed two per cage at the SPF facility with controlled temperature and light (22℃, 12-h light/12-h dark cycle: lights on at 0600 h/lights off at 1800 h) and with ad libitum access to food (2014 Teklad Global 14% Protein diet, Envigo) and water. Tissue collection occurred over several months and tissues from the same age group (*n* = 8–12 per group for most groups, but with one group containing 13 animals) were collected on the same day between 9am and 1 pm. Prior to tissue collection, mice were killed by CO_2_ asphyxiation. Rats were anesthetized with 3.5% isoflurane and killed by exsanguination and thoracotomy. Diaphragm, gastrocnemius, soleus, and tibialis anterior muscles were preserved in RNA later and stored at −80℃.

### RNA sequencing

RNA was extracted from tissues preserved in RNA later using MagMax-96 total RNA isolation kit (Thermo Fisher). The RNA concentration was quantified using NanoDrop Spectrophotometer (NanoDrop Technologies), and the integrity was assessed using Fragment Analyzer (Agilent). Strand-specific total RNA-seq libraries were prepared using Kapa RNA HyperPrep kit (Roche) with Fastselect rRNA HMR ribosome RNA removal kit (Qiagen). RNA-seq libraries were sequenced at 100 million reads using Illumina NovoSeq 6000 platforms in paired-end mode to a length of 2 × 76 bp base-pairs. Sequencing reads were processed with ArrayStudio RNA-seq pipeline to quantify gene expression levels. For mouse, we used 10 mm genome reference and Refseq based in house gene model. For rat, we used B6.0 genome reference and Refseq based in house gene model.

### Identification of age-related genes

We identified age-related genes from RNA-seq data by using the earlier described method [7], with minor modifications (Fig. 1A). We processed the data from each species, sex, and tissue separately. We used the limma package [8] to normalize the raw gene expression counts and identify differentially expressed (DE) genes between 6 month and any other age. Genes were considered DE if their expression was upregulated or downregulated by >1.5 fold at any age compared to 6 months, and the Bonferroni adjusted *p* value < 0.05.

**Fig. 1:**
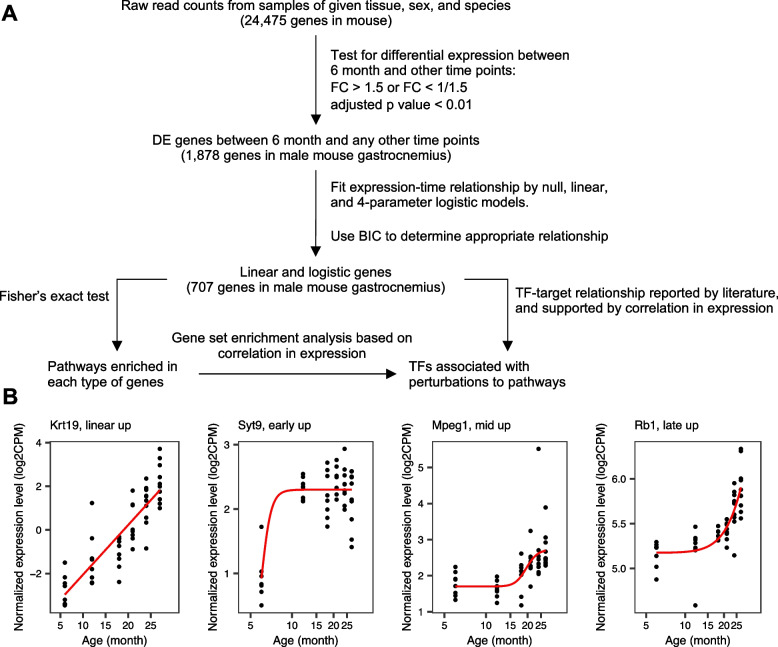
Summary of the analysis. **A** Flowchart for identifying age-related genes, pathway enrichment analysis, and transcription factor (TF) association analysis. RNA-seq data were processed from each species, sex, and tissue separately. The raw gene expression counts were normalized using the limma package, and the normalized data were used to first identify differentially expressed (DE) genes. Genes were considered differentially expressed if their expression was upregulated or downregulated by ≥ 1.5 fold at any age compared to 6 months, with the adjusted *p* value of > 0.05. To define age-related genes, we fitted the trend of a DE gene by null, linear, and a 4-parameter logistic model. Bayesian information content (BIC) was used to identify the best model among the three, and DE genes with a linear or a logistic trend were considered age-related. Next, age-related genes, with linear and logistic behaviors were used to perform pathway enrichment analyses and transcription factor (TF) motif enrichment. **B** Examples of age-related genes that follow a linear pattern, or early, mid-, or late-logistic patterns (shown for the mouse gastrocnemius)

Next, for each differentially-expressed gene, we fitted a null model, a linear model, and a 4-parameter logistic model to the log2(CPM) over time. We used the Bayesian Information Content (BIC) of each model to identify the best model, which should have the smallest BIC. We focused on genes for which the linear_BIC or the logistic_BIC was smaller than the null_BIC by more than 6, which is a relatively stringent cutoff [9], in order to capture a strong monotonic increase or decrease in gene expression with age. These genes were further classified as linear, unless the logistic_BIC was smaller than the linear_BIC by more than 2. This gives the simpler linear relationship higher priority than the more complicated logistic relationship. This less stringent cutoff was sufficient to separate apparent logistic genes from the linear ones (Fig. 1B), while we note that a clear distinction between the two classes was not always present due to the sample size. We also note that, in rare cases, a difference of about 4 in BIC score is sufficient to classify a gene as linear over the null model (e.g., null_BIC = 100, linear_BIC = 95.9, logistic_BIC = 93.9). Nevertheless, because both the linear_BIC and logistic_BIC are smaller than the null_BIC by 4 or more, there is enough evidence to reject the null hypothesis that the given gene’s expression is independent of age. Using a more stringent BIC cutoff does not greatly reduce the numbers of age-related genes (Fig. S1). 

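With the preferred model required to lie 10 BIC units below the null model and the logistic model 4 units below the linear model, instead of 6 and 2, the mouse diaphragm, gastrocnemius, soleus and tibialis anterior kept 301, 564, 150 and 379 age-related genes in males and 256, 604, 549 and 501 in females. The mean per male muscle was 348.5 genes at these margins. How genes were called differentially expressed was the same at either margin, with a Benjamini-Hochberg adjustment where the paper's methods give a Bonferroni adjustment.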

Genes that were classified as logistic were further classified as early-logistic if the inflection point is smaller than 12 months, mid-logistic if between 12 and 21 months, and late-logistic after 21 months. Linear genes with positive slope and logistics genes with positive Hill coefficient are classified as increasing with age and decreasing with age otherwise.

### Pathway enrichment analysis

We downloaded species-specific Hallmark pathways [10] and REACTOME pathways [11] and their associated genes from MSigDB [12]. Genes that are not present in our gene annotations were removed. We discarded pathways that overlap with less than 5 genes without performing Fisher’s exact test. The *p* values were adjusted with a Bonferroni correction for multiple hypothesis testing, and an adjusted *p* value smaller than 0.01 was considered significant overlap between pathway and age-related genes. To further remove potential false hits, the downstream analysis used only pathways that were enriched in two tissues of the same or different species.

### Comparing mouse and rat orthologs

We used gprofiler2 [13] to identify orthologous genes between rat and mouse. We kept the first rat (mouse) ortholog candidate of each mouse (rat) gene returned by the program. Still, because one rat gene can be orthologous to multiple mouse genes (and vice versa), the number (15,108) of rat genes that have a mouse ortholog does not equal to the number (14,838) of mouse genes that have a rat ortholog.

We performed Fisher’s exact test to determine whether the perturbation of orthologous age-related genes statistically significantly share the same direction across the two species. For example, in mouse diaphragm, there are 82 upregulated genes that have a rat ortholog, and for 20 of them, the corresponding rat orthologs are also upregulated in rat diaphragm. The number of mouse genes that have a rat ortholog is 14,838, among which the rat orthologs of 369 are age-related genes that increase expression with age in diaphragm. Given these numbers, the probability of observing the 20 cases or more is $$7.5{E}^{-15}=\sum_{i=20}^{82}\frac{\left(\genfrac{}{}{0pt}{}{369}{i}\right)\left(\genfrac{}{}{0pt}{}{14469}{82-i}\right)}{\left(\genfrac{}{}{0pt}{}{14838}{82}\right)}$$.

### Identifying transcription factors (TFs) associated with age-related pathways

We compiled TF-gene interactions in human and mouse from ChEA3 [14], TRRUST version 2 [15], and hTFtarget [16]. The interactions were filtered separately for rat and mouse, by requiring that the TFs were from the GO ontology terms GO0003700, GO0003712, and GO0140297 [17, 18] of the given species and that both genes of an interaction are age-related genes in at least one tissue of the given species. The final lists contain 235 TFs and 92.1 k interactions in rat and 79 TFs and 11.9 k interactions in mouse.

To associate TFs with a pathway, we searched for TFs whose target genes are enriched within the pathway. Because many of the pathways are biologically related, we instead checked the level-2 REACTOME systems, which is a superset of related pathways. For example, “Signaling by Interleukins” is enriched in the linear-up genes in multiple rat tissues. This pathway belongs to the level-2 REACTOME term “Cytokine Signaling in Immune System”, which is a subset of the top-level system “Immune System”. We identified linear-up genes that are shared by two or more rat tissues and belong to “Cytokine Signaling in Immune System”.

For each enriched level-2 system, we calculated the Spearman correlation in expression levels between the relevant age-related genes and the interacting TFs across all samples of the given species. We built on the idea of Gene Set Enrichment Analysis [12] that ranks genes by fold-change in expression and identifies pathways whose genes have significantly extreme rankings. In our case, we ranked all interactions between TFs and age-related genes (observed in at least one tissue) by the Spearman correlation. A “pathway” is the interactions between a TF and the age-related genes in a level-2 system described above. “Pathways” with extreme rankings were identified by using the R package fgsea (fast pre-ranked gene set enrichment analysis http://biorxiv.org/content/early/2016/06/20/060012), requiring the adjusted *p* value < 0.05 and ignoring TFs with less than 5 target genes.

### Reverse transcription quantitative PCR (RT-qPCR)

RNA samples from mouse and rat muscles were reverse transcribed to cDNA using SuperScript IV VILO kit (Thermofisher Scientific). The cDNA was then used for RT-qPCR to confirm findings from RNA-seq analyses, as well as to determine the expression profile of selected genes. For each muscle, the transcript levels were normalized to the geometric mean of 2–4 reference genes. Reference genes were determined based on RNA-seq results and further validated by RT-qPCR. Tables S3 and S4 list specific probes and primers used for mouse and rat muscles.

## Results

### Phenotypes of skeletal muscles in mice and rats across multiple ages

To determine if mice and rats undergo sarcopenia—the age-related decline in skeletal muscle mass, resulting in weakness and frailty—we first compared hindlimb muscle (gastrocnemius, tibialis anterior and soleus) weights across a range of ages in male and female C57Bl6J mice, and, separately, in male SD rats (Fig. S2). In male and female mice, weights for gastrocnemius, tibialis anterior, and soleus remained largely unchanged from 6 to 21 months (Fig. S2A and B). There was an age-related decrease in the weights of these muscles at 24 months and no further change by 27 months (Fig. S2A and B). Weights of the gastrocnemius, the tibialis anterior, and the soleus muscles in 24-month male mice were ~17%,  ~15%, and ~26% lower compared with 6 months (Fig. S2A). In female mice, weights of the gastrocnemius and the tibialis anterior muscles were ~13% and ~15% lower at 24 months compared with 6 months (Fig. S2B). In female mice, the soleus muscle weights were comparable across all analyzed ages (Fig. S2B). Age-related loss of hindlimb muscle mass was more severe in rats compared with mice (Fig. S2C). In rats, the gastrocnemius and the tibialis anterior muscles gradually and continuously lost weight from 18 to 27 months. At 27 months, the gastrocnemius and the tibialis anterior muscles weighed 45% and 40% less compared to 9 months (Fig. S2C). The weight of the rat soleus muscle decreased by 26% between 9 and 24 months, with no further change by 27 months (Fig. S2C).

### Identification of age-related genes in the limb and the diaphragm muscles in mice and rats

To identify age-regulated genes in rodent skeletal muscles, we performed gene expression profiling by RNA sequencing (RNA-seq) of diaphragm, gastrocnemius, soleus, and tibialis anterior from male and female C57BL/6 J mice and male SD rats. We used rodents aged 6, 12, 18, 21, 24, and 27 months, and in the case of rats, an additional 9-month group was also included. For mice, we analyzed 6–10 animals for each age group, for each sex. 

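The mouse data are raw read counts per gene, in 1 table for each of 407 libraries, as the authors made them with the ArrayStudio software, the mm10 genome and an in-house gene model based on RefSeq. The libraries are strand-specific total RNA, sequenced in pairs of 76 bases. Mice were of 6 ages (6, 12, 18, 21 and 24 months, and 27 months for the oldest), and at these ages the male libraries number 8, 7, 6, 7, 10 and 10 for the diaphragm, 8, 8, 8, 8, 10 and 10 for the gastrocnemius and for the soleus, and 8, 8, 7, 8, 10 and 10 for the tibialis anterior. The female libraries number 8, 7, 7, 8, 10 and 10 for the diaphragm, 8, 8, 8, 8, 10 and 10 for the gastrocnemius, 8, 8, 8, 8, 9 and 10 for the soleus, and 8, 8, 7, 8, 10 and 10 for the tibialis anterior. Counts on genes ranged from 38600228 to 300391760 per library (median 72791276), and the total next below the highest was 104896311. In males the median total was 57703552 for the diaphragm, 81776814 for the gastrocnemius, 72638250 for the soleus and 74050479 for the tibialis anterior; in females it was 57469418, 82979089, 70544951 and 72800290. The tables list 24458 gene symbols on 25091 rows, and of a symbol on more than 1 row only the row with the largest total was used. Genes that passed the filterByExpr function of edgeR in a muscle and sex were tested, 14487 to 16193 of them. Library sizes were scaled by the trimmed mean of M values, and every older age was compared with 6 months by edgeR's quasi-likelihood test, with p values adjusted by the Benjamini-Hochberg method over the genes tested. A gene was called differentially expressed with a fold change above 1.5 and an adjusted p below 0.05 at any older age, and age-related if its log2 CPM then followed a linear or a 4-parameter logistic curve on the logarithm of age by the BIC rule of the paper's methods. The paper states that tissues of the same age group were collected on the same day, so an effect of age and an effect of the collection day cannot be separated in these data.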

For rats, 9–13 animals for each age group were analyzed. A detailed sample list is provided in Table S1. The gene expression data are available at the NIH GEO under GSE226117 and GSE226118. In the main text, we included data from male mice and male rats. Comparisons between male and female mice are included in the supplemental files. To confirm RNA-seq analyses, we performed RT-qPCR amplification of top five up- and downregulated genes in all muscle groups (Figs. S10 and S11).

We followed the analysis strategy used in our earlier study [7]. 

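Compared with 6 months, the male diaphragm had 10, 27, 1186, 129 and 900 differentially expressed genes at 12, 18, 21, 24 and 27 months, the gastrocnemius 48, 188, 546, 596 and 824, the soleus 7, 50, 118, 307 and 182, and the tibialis anterior 22, 114, 333, 774 and 594. In females the diaphragm had 0, 35, 206, 368 and 200, the gastrocnemius 30, 616, 630, 691 and 765, the soleus 18, 255, 864, 821 and 634, and the tibialis anterior 21, 191, 450, 664 and 1023. The count of 0 in the female diaphragm at 12 months is from edgeR, where 259 genes had an unadjusted p below 0.05, and limma-voom and DESeq2 called 0 as well. At any older age, 1769, 1227, 437 and 1236 genes changed in the male diaphragm, gastrocnemius, soleus and tibialis anterior and 478, 1452, 1309 and 1351 in the female muscles. By ratio, the setting that moved the counts at any older age most was the Bonferroni adjustment over the genes tested, which gave 316 genes in the male gastrocnemius. With a fold change limit of 1.25 that muscle had 2364. In the male diaphragm 1 library at 21 months with liver transcripts carried most of the count at that age, which was 297 without it, and at 27 months the count was 512 without replicate 8 and 1321 without replicate 6; at 24 months the counts in male tibialis anterior and soleus were 377 and 165 without replicate 8.

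**Figure D1:**
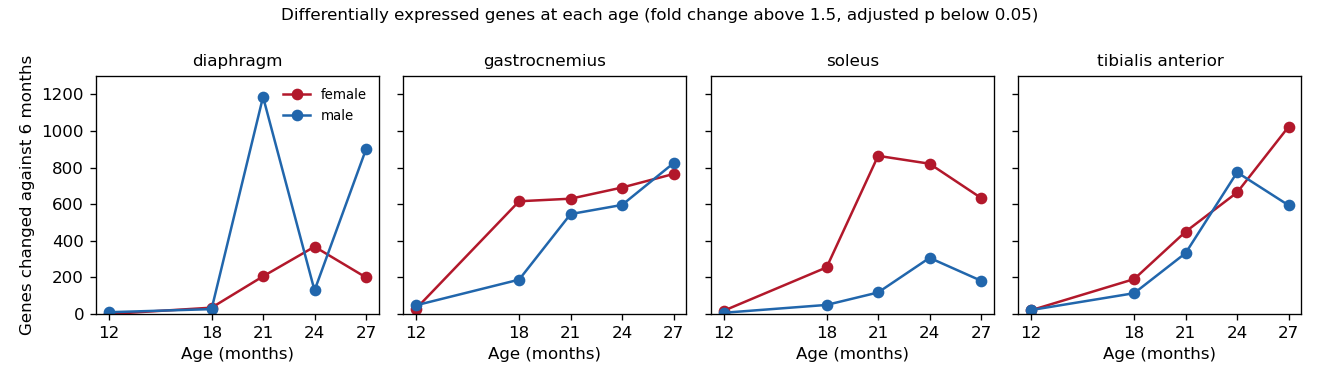
Number of genes differentially expressed relative to 6 months at each older age in 4 muscles of male (blue) and female (red) mice.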

First, we identified age-regulated genes that met the following criteria: differentially expressed between 6 month and any other age, with a fold change of >1.5 (in either direction) and the adjusted *p* value < 0.01 (Fig. 1A). Next, we filtered the differentially expressed genes (DEGs) to retain genes whose expression monotonically increased or decreased with age, and divided these genes into two broad classes: linear and logistic (Fig. 1A). 

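In male mice 609 age-related genes remained in the diaphragm, 773 in the gastrocnemius, 214 in the soleus and 561 in the tibialis anterior after the linear and logistic fits. Leaving out any 1 library changed these counts by less than a factor of 1.5, with the widest range, 505 to 772, in the diaphragm. With 6 mice drawn per age at random, 10 times, the median counts were 462, 638, 112 and 470.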

“Linear” genes were age-related genes whose expression increased or decreased at a constant pace across the analyzed ages (Fig. 1B). Expression of the “logistic" genes changed at a set age (the inflection point), thereon remaining at a new set level. 

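Of the genes drawn as examples of the classes in male gastrocnemius, Syt9 (chr7:107370349-107548656 in mm10) rose early, with a log2 fold change of 1.36 at 12 months and 1.24 (standard error 0.15) at 27 months and an adjusted p of 3.09e-08 at 27 months (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its log2 CPM was 0.93 ± 0.35 (mean and standard deviation) in the 8 mice at 6 months and 2.16 ± 0.44 in the 10 mice at 27 months. Standard errors of fold changes, here and below, were worked back from the F statistic of the test. Rb1 (chr14:73192858-73325951) was late-logistic, from 5.17 ± 0.15 to 5.90 ± 0.26, with a log2 fold change of 0.74 (standard error 0.09) and an adjusted p of 3.17e-08 from the same edgeR test with Benjamini-Hochberg adjustment. Mpeg1 was placed in the linear class, with a log2 fold change of 1.36 at 24 months and 0.97 at 27 months (adjusted p = 0.00336 and 0.0265, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The latter was 0.0814 without replicate 1 of 27 months and 0.0501 and 0.0520 without replicates 3 and 7 of 6 months. Krt19 was not called differentially expressed, with a log2 fold change of 0.28 at 27 months (adjusted p = 0.489, same test).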

Depending on when the inflection point took place, the logistic genes were further classified into early-logistic, mid-logistic, and late-logistic (Fig. 1B). Table S2 contains all age-related genes in searchable Excel format with log2-fold changes relative to 6 months and respective adjusted *p* values.

### More age-related genes in rat skeletal muscles compared with mice

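The mean was 539.25 age-related genes per male mouse muscle and ran over the settings from 152 under the Bonferroni adjustment to 943.25 with a fold change limit of 1.25. Among the age-related genes, the largest rises at 27 months were those of Gzmk in the diaphragm (log2 fold change 6.88, adjusted p = 0.00357) and of Krt18 in the gastrocnemius (5.07, 5.33e-10), soleus (4.62) and tibialis anterior (4.15), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Gdf5 rose by 4.77, 4.33 and 3.53 log2 units in the gastrocnemius, soleus and tibialis anterior. The largest falls were those of Fam155a in the diaphragm (log2 fold change -3.06), Scg2 in the soleus (-4.82) and Calcr in the tibialis anterior (-2.06). In the gastrocnemius the 3 largest falls were of Mup15, Mup14 and Cyp2a12 (log2 fold changes of -3.34, -3.33 and -3.23), which are liver transcripts present in varying amounts between libraries. Numbers and fold changes in rats were not analysed here.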

Rat skeletal muscles experienced more age-related genes (on average ~ 2000 genes per muscle) compared to mice (on average ~ 300 genes per muscle) (Fig. 2A, B), and the magnitude of the fold change in age-related gene expression in rats was larger compared with that in mice (Fig. 2A). As a precaution, to test whether the larger number of age-related genes found in rat skeletal muscles was due to the larger sample size (*N* = 9–13 for rats versus *N* = 6–10 for mice. Also, see Table S1), we randomly down-sized sample numbers in each age group in rats to match sample numbers in mice. Still, the number of age-related genes found in rat muscles remained largely unchanged (Fig. S3). In the muscles of both species, the majority of age-related genes were up-regulated genes (Fig. 2B). 

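In male mice 1427 of 2157 age-related genes rose with age, a share of 66.2% (Wilson 95% interval 64.1 to 68.1). By muscle the share was 59.3% (55.3 to 63.1) in the diaphragm, 71.9% (68.7 to 75.0) in the gastrocnemius, 68.2% (61.7 to 74.1) in the soleus and 64.9% (60.8 to 68.7) in the tibialis anterior. These intervals cover counting error only. In the diaphragm the majority was reversed with the replicate number as a block (48.9%) and with 6 mice per age (44.7%), and in the other 3 muscles it was above 50% under every setting.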

Mouse skeletal muscles mostly demonstrated linear age-related genes (Fig. 2B). 

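The linear class held 86.0% (Wilson 95% interval 84.4 to 87.4) of the male age-related genes: 97.5% in the diaphragm, 78.4% in the gastrocnemius, 93.9% in the soleus and 80.7% in the tibialis anterior. Linear genes rose and fell in numbers of 355 and 239 in the diaphragm, 430 and 176 in the gastrocnemius, 137 and 64 in the soleus, and 276 and 177 in the tibialis anterior.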

In rat skeletal muscles, we predominantly found linear and late-logistic genes (Fig. 2B). 

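Early- and mid-logistic genes together made up 0.985% of the age-related genes in male diaphragm, 6.34% in gastrocnemius, 2.34% in soleus and 3.92% in tibialis anterior. Early-logistic genes numbered 1, 9, 4 and 6 in these muscles and mid-logistic genes 5, 40, 1 and 16. With the curves fitted on age in months instead of its logarithm, the early class grew to 18, 28, 17 and 28 genes. Late-logistic genes made up 1.48%, 15.3%, 3.74% and 15.3%.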

Early- and mid-logistic genes were rare in all rodent muscles (Fig. 2B). These results suggest that the lower limb and the diaphragm muscles in rats show more robust consequences of aging, compared with mice, and these differences are particularly pronounced at later ages (≥ 21 months) (Fig. 2B).

**Fig. 2:**
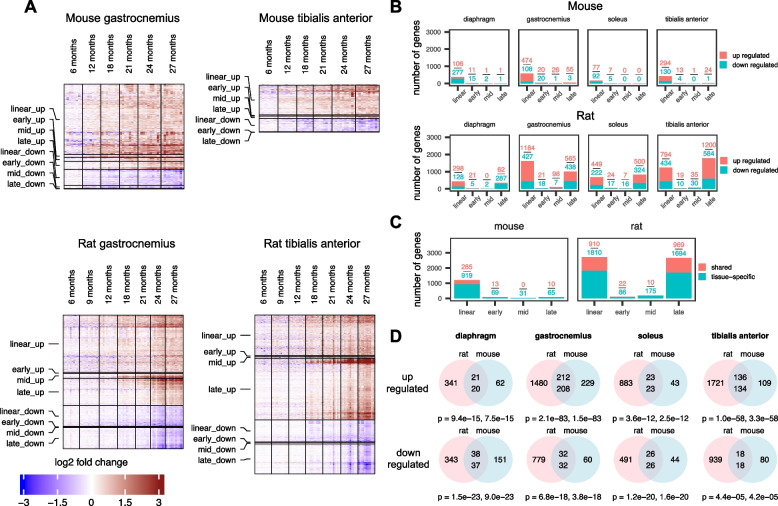
More age-related genes were demonstrated in the skeletal muscle of rats compared with mice. **A** Heatmaps showing expression of age-related genes in the gastrocnemius and the tibialis anterior muscle in male mice and male rats across multiple ages (6–27 months). Gene expression fold change was calculated using the average normalized log2 CPM (counts per million) of samples at 6 months as reference. Red color represents increase in gene expression relative to 6 months, with the deepest red being an increase of ≥ eight fold. Blue color represents decrease in gene expression relative to 6 months, with the deepest blue being a decrease of ≥ eight fold. In heatmaps, each row represents a single gene, and each column represents a single animal. *N* = 6–8 mice and *N* = 9–13 rats per group respectively. **B** Numbers of linear and logistic age-related genes in diaphragm, gastrocnemius, soleus, and tibialis anterior muscles from male mice and rats. Red boxes represent number of upregulated genes, and green boxes represent number of downregulated genes. **C** Numbers of age-related genes whose expression changed in the same direction (up or down) and had the same classification (linear or logistic) in at least two muscles from the same species (mouse or rat). Red boxes represent upregulated genes and green boxes represent downregulated genes. **D** Venn diagrams showing age-related genes that were orthologous in the muscles of rats and mice. Pink circles are rat age-related genes that have a mouse ortholog, and blue circles are mouse age-related genes that have a rat ortholog. Top numbers in the intersections show the number of rat genes whose expression changes in the same direction as their respective mouse ortholog (significance shown by the first *P* value). Bottom numbers in the intersections show the number of mouse genes whose expression changes in the same direction as their respective rat ortholog (significance shown by the second *P* value). *P* values are derived by Fisher’s exact test (see the “Methods” section for details)

We also performed comparisons among muscle types within each species. In both species, the gastrocnemius and the tibialis anterior muscles had higher numbers of age-related genes compared with the diaphragm and the soleus muscles (Fig. 2B). These results may reflect differences in the myofiber type composition (e.g., fast versus slow), the functional load for each muscle type and the origin of innervation for each muscle (e.g., innervation by the lumbar versus cervical motoneurons). 

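In male mice the order of the gastrocnemius above the tibialis anterior and of both above the soleus held in these data, while the diaphragm had more age-related genes than the tibialis anterior. That order of diaphragm and tibialis anterior was reversed in 8 of 15 settings. These were stricter BIC margins, an adjusted p limit of 0.01 (279 and 475 genes), the Bonferroni adjustment and a fold change limit of 1.25 (866 and 1037). The others were limma-voom (526 and 550), the replicate number as a block (423 and 640), the run of sample numbers in the model, and 6 mice per age. A run here is a block of sample numbers in the labels of a muscle. The numbers in a block are not all consecutive, and numbers of another muscle can lie between them. No test of the differences between muscles in these counts was made.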

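Each age-related gene of the male muscles was counted once for every direction and class it had. Of these combinations 401 were found in at least 2 muscles and 1237 in 1 muscle, so that 24.5% were shared. With muscles as independent samples, 2.05% would be shared. That is no test, since libraries of 1 number deviated together across limb muscles. With the same direction asked for and any class, the share was 29.6%. By direction alone, the largest overlap was that of gastrocnemius and tibialis anterior, with 309 genes, and the smallest that of diaphragm and soleus, with 52. All 4 muscles shared 24 genes by direction, among them Col1a2, which fell, and 18 by direction and class. The labels do not say which muscles came from 1 mouse.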

The proportion of age-related genes shared by two or more muscle types is ~ 34% in rats and ~ 22% in mice (Fig. 2C).

To further investigate the similarities and differences in skeletal muscle aging gene signatures from mice and rats, we identified orthologous age-related genes for each muscle for each species (Fig. 2D). Interestingly, expression of orthologous age-related genes from mice and rats generally changed in the same direction (Fig. 2D). In other words, orthologous age-related genes that were upregulated in mouse muscles also tended to be upregulated in rats and vice versa, and orthologous age-related genes that were downregulated in one species showed similar behaviors in the other species (Fig. 2D).

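Female muscles had 355 age-related genes in the diaphragm, 788 in the gastrocnemius, 729 in the soleus and 726 in the tibialis anterior, 2598 in total against 2157 in males. The difference of 441 between the sexes was positive under all settings and ran from 203 with a stricter expression filter to 1317 with a fold change limit of 1.25. The female diaphragm had fewer age-related genes than the male diaphragm except under the Bonferroni adjustment (62 against 51) and with the run of sample numbers in the model (393 against 264). Whether the change from 6 to 27 months differs between the sexes was tested by the interaction of sex and age in edgeR's quasi-likelihood test, which called 251 of 15732 genes in the gastrocnemius, 136 of 15903 in the soleus, 259 of 14943 in the tibialis anterior and 0 of 16613 in the diaphragm. In the diaphragm 993 genes had an unadjusted interaction p below 0.05, and limma-voom called 0 genes and DESeq2 called 11.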

The skeletal muscles from female mice showed 231 more age-related genes in total compared with males (Fig. S4A). Similar to males, the majority of age-related genes in female muscles were linearly upregulated (Fig. S4A). 

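In females 58.7% (Wilson 95% interval 56.8 to 60.6) of the age-related genes rose, 1526 of 2598. The rising share was 77.3% (74.2 to 80.1) in the gastrocnemius and 74.1% (70.8 to 77.2) in the tibialis anterior, and 29.9% (25.3 to 34.8) in the diaphragm and 37.4% (34.0 to 41.0) in the soleus. The soleus share was 57.2% under the Bonferroni adjustment, and in the diaphragm it ran from 26.1% to 35.9% over the settings. Genes that rose linearly were 1248, or 48.0%, and 51.0% with age in months. Linear genes made up 86.5% (85.2 to 87.8) in all, with 99 rising and 232 falling in the diaphragm, 452 and 151 in the gastrocnemius, 252 and 443 in the soleus, and 445 and 174 in the tibialis anterior.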

Figure S4B shows the total numbers of upregulated and downregulated age-related genes for male and female muscles and the overlap between the species.

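Male and female mice shared 45 rising and 84 falling age-related genes in the diaphragm, 287 and 65 in the gastrocnemius, 65 and 34 in the soleus, and 173 and 55 in the tibialis anterior. If the sexes were independent, 2.29 and 3.84, 20.9 and 2.43, 2.63 and 2.02, and 12.5 and 2.53 would be shared. The odds ratio ran from 35.2 (soleus, falling) to 60.5 (gastrocnemius, falling), and Fisher's exact p was 1.20e-283 for the rising genes of the gastrocnemius. Genes called in 1 sex only numbered 704, 847, 741 and 823 in the diaphragm, gastrocnemius, soleus and tibialis anterior, and of these 0, 70, 26 and 79 also had an interaction of sex and age at 27 months with an adjusted p below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.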

### Elevated inflammatory and immune responses are common in aging rodent skeletal muscles

To understand biological functions of age-relate genes with linear, early-, mid-, and late-logistic behavior, we performed gene pathway enrichment using REACTOME and Hallmark databases. We focused on pathways enriched in two or more muscles in each species. This approach removed a few pathways enriched with early- and mid-logistic genes that appear in only one tissue (Fig. 2B).

Pathways upregulated with aging were mainly enriched by linear and late logistic age-related genes, and there were more such pathways in rat muscles compared with mice (Fig. 3). 

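Reactome pathways were tested for the linear rising genes of each mouse muscle by a one-sided Fisher's exact test against the genes tested, with at least 5 shared genes, a Bonferroni adjustment over the pathways that met this, and a limit of 0.01. In males this called 19 pathways of 88 in the diaphragm, 4 of 44 in the gastrocnemius, 2 of 10 in the soleus and 0 of 26 in the tibialis anterior. Fisher's test takes the genes of a pathway as independent, which they are not. Counting every pathway with 5 members as a test, a setting chosen after the data were seen, left 12 pathways in the diaphragm and 0 in each limb muscle.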

Linear upregulated pathways were found in all four muscles in both species; however, the rat muscles were more affected compared with the mouse muscles (Fig. 3). To be cautious, we decided to test if these differences could have been a result of fewer age-related gene perturbations between young and old mice, and/or merely a difference between the gene and pathway annotations for mouse and rat. However, when we repeated the analysis by using a lenient set of age-related genes and a common annotation for genes and pathways, rat muscles still showed larger perturbations (Fig. S5), suggesting a genuine difference in the age-related gene perturbations between species.

**Fig. 3:**
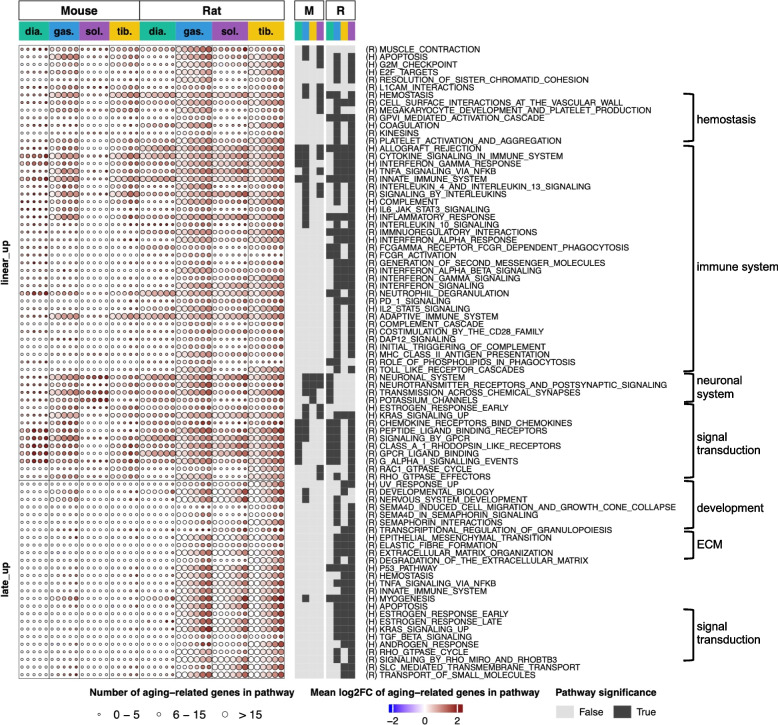
Graphic representation of pathways enriched by upregulated age-related genes in diaphragm, gastrocnemius, soleus, and tibialis anterior muscles from male mice and rats across multiple ages (from 6 to 27 months). Pathways enriched by linear-up and late-up genes in each muscle (from mice and rats, respectively) are depicted graphically as circles. Each column of circles, for each muscle, corresponds to the comparison between 6 month and the older age (12, 18, 21, 24, and 27 months for mice and 9, 12, 18, 21, 24, and 27 months for rats). The circle size represents the number of age-related genes enriched to each pathway: small circles denote enrichment of the pathway by 0–5 genes; medium circles, enrichment by 6–15 genes and large circles, enrichment by > 15 genes. The circle color indicates the average fold-change in the expression levels of these genes versus 6 months, with the deepest red being an increase of ≥ four fold. Dark squares on the right-hand side of the graphical heatmap indicate that enrichment for a specific pathway was statistically significant

In addition, there were muscle type specific differences within species: In mice, the gastrocnemius and the tibialis anterior muscles were more affected compared with the diaphragm and the soleus. 

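Striated muscle contraction (7 of 29 genes, adjusted p = 0.000547), peptide ligand-binding receptors (11 of 84, 0.00103), chemokine receptors (7 of 37, 0.00297) and class A1 rhodopsin-like receptors (14 of 148, 0.00343) were the pathways called for the linear rising genes of male gastrocnemius (Fisher's exact test with Bonferroni adjustment). In soleus these were potassium channels (5 of 71, adjusted p = 0.00427) and neuronal system (8 of 201, 0.00444), by the same test. Whether the numbers of pathways differ between muscles was not tested.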

In rats, the diaphragm muscle had the least number of age-related gene pathways (Fig. 3).

In both species, pathways related to inflammation, cytokine signaling, and immune response were prevalent and were linearly upregulated in at least three muscle types (Fig. 3). 

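In male mice the Reactome pathways immune system (61 of 788 genes, adjusted p = 4.74e-16), innate immune system (38 of 480, 7.77e-10), cytokine signaling (23 of 212, 2.87e-08), interferon signaling (15 of 109, 1.47e-06) and adaptive immune system (24 of 380, 0.000365) were enriched among linear rising genes in the diaphragm, by Fisher's exact test with Bonferroni adjustment. In the gastrocnemius and tibialis anterior, 19 of 463 and 9 of 452 genes of the innate immune system and 10 of 196 and 5 of 193 genes of cytokine signaling were linear rising genes, with an adjusted p of 1 for each in the same test. In the soleus neither pathway shared 5 genes. With the run of sample numbers in the model, male diaphragm had 264 age-related genes instead of 609. Genes changed at 27 months there were 60 instead of 900. Pathways were not tested under that setting, so the enrichment in diaphragm cannot be told apart from an effect of the run. Hallmark gene sets were not used here.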

Figure S6A exemplifies individual age-related genes enriched to the immune theme, while Table S2 includes expression values of all age-related genes. Again, the soleus was the least affected muscle in mice and the diaphragm was the least affected muscle in rats. Taken together, these results suggest that there is a gradual increase in immune and inflammatory responses in rodent skeletal muscles (both mice and rats) during aging. 

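The paper proposes a gradual increase of immune and inflammatory responses, because immune pathways were enriched among genes that rose linearly in most muscles. At 27 months the median log2 fold change of 27 macrophage genes was 0.88 in male diaphragm, 0.45 in gastrocnemius, 0.22 in soleus and 0.13 in tibialis anterior, with camera p values, adjusted by Benjamini-Hochberg over the lists of each muscle and sex, of 3.78e-13, 0.000184, 0.0411 and 0.478. A permutation test of the per-mouse list means (exact, adjusted by Benjamini-Hochberg over all list tests) gave 0.00227 in the diaphragm and 0.00634 in the gastrocnemius, where the list mean of 10 of 10 mice at 27 months was above the 6-month mean. It gave 0.246 in the soleus and 0.503 in the tibialis anterior. In females the medians were 0.45, 0.32, -0.32 and 0.64, below 0 in the soleus, with camera adjusted p values of 2.53e-05, 0.00461, 0.0137 and 4.70e-07. The exact permutation gave adjusted p values of 0.0727, 0.0679, 0.298 and 0.0233. Only the rise in the tibialis anterior passed 0.05 in both tests. In the soleus 3 of 10 mice were above the 6-month mean. T cell genes rose most in male diaphragm, by a median of 2.40 (camera adjusted p = 5.23e-10, exact permutation adjusted p = 0.00370), and B and plasma cell genes by 1.98 (0.00225 and 0.0577). Of the 70 list calls that camera made among 149 tests with its preset correlation between genes, 47 held with fry, 38 with the exact permutation and 5 with the correlation estimated from the data; those 5 are of the denervation genes, in the gastrocnemius and tibialis anterior of both sexes and the male soleus.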

Among other linear-up pathways, shared by both species and conspicuous in at least two muscles, were apoptosis, hemostasis, chemokine signaling, KRAS (Kirsten rat sarcoma virus), and GPCR (G protein-coupled receptor) signaling.

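Reactome's hemostasis pathway shared 22 of 416 genes with the linear rising genes of male diaphragm (Fisher's exact test with Bonferroni adjustment, adjusted p = 0.0132, above the limit of 0.01), and its adjusted p was 1 in the other 3 muscles. Signaling by GPCR shared 22 of 388 genes in male diaphragm (adjusted p = 0.00479, same test). Linear rising pathways called in at least 2 muscles numbered 2 in males and 7 in females.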

In addition, we searched for transcription factors (TF) that may have been potential regulators of linearly upregulated pathways shared between mice and rats. Briefly, we pooled data on potential interactions between TFs and age-related genes from public databases and identified TFs whose target genes are enriched in a pathway (see the “Methods” section for details). A few TFs associated with the linear-up pathways were shared by both species: e.g., Runx1, Runx3, Ikzf1, and Bcl3 (Fig. S9A and B).

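Runx1 (chr16:92601466-92826074) rose at 27 months in male gastrocnemius (log2 fold change 2.16, adjusted p = 4.04e-12), tibialis anterior (1.92, 6.82e-06) and soleus (1.71, 0.00168), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in the late class in gastrocnemius and tibialis anterior and the linear class in soleus. In male diaphragm Runx1 was not age-related, with an adjusted p of 0.0302 at 27 months (same test). That value was above 0.05, up to 0.150, without any 1 of 5 libraries (replicate 8 of 27 months and 0, 1, 5 and 7 of 6 months). Runx3 was linear in male diaphragm (1.91, adjusted p = 0.0133) and gastrocnemius (1.36, 0.00590), and Bcl3 in gastrocnemius (1.39, 0.00141), soleus (1.24, 0.0581) and tibialis anterior (0.85, 0.0792), where in the last pair the fold change passed the limits at another age (same edgeR test with Benjamini-Hochberg adjustment). Ikzf1 was not age-related in any male muscle; its largest male log2 fold change was 1.46 in the diaphragm (adjusted p = 0.0378, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was linear in female gastrocnemius (0.49, 0.0700) and tibialis anterior (1.09, 0.00749). In female gastrocnemius it passed the limits at 24 months only (0.65, adjusted p = 0.0193, same edgeR test with Benjamini-Hochberg adjustment). The male diaphragm value was above 0.05, up to 0.0743, without any 1 of 8 libraries (replicates 5, 7 and 8 of 27 months and 1, 3, 4, 5 and 7 of 6 months). The linear call of the females was lost without any 1 of 10 libraries in gastrocnemius (replicates 0, 1, 3, 4, 5 and 8 of 27 months and 1, 3, 5 and 7 of 6 months). In tibialis anterior it was lost without any 1 of 9 (replicates 0, 3, 4, 5 and 9 of 27 months and 1, 3, 5 and 6 of 6 months). That of Runx3 in male diaphragm was lost without replicate 2 of 6 months, and the value of Bcl3 in soleus was 0.0471 and 0.0408 without replicates 5 and 9 of 27 months. In the diaphragm the adjusted p of Runx3 was 0.443 with the run of sample numbers in the model and ran from 0.00115 to 1 over the settings.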

Pathways enriched by late-upregulated genes (late-up pathways) were mostly observed in rat skeletal muscles (Fig. 3), which is in agreement with the finding that there were many more late-logistic genes in rats compared with mice (Fig. 2B). Within the rat species, the diaphragm had the least number of late-up pathways (Fig. 3). 

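Late rising genes were enough in number for a Reactome test of 4 pathways in male gastrocnemius, where 0 were called. In male tibialis anterior 1 late rising pathway was called, neuronal system, with 6 of 180 genes (Chrna1, Chrnd and Chrng among them; Fisher's exact test with Bonferroni adjustment, adjusted p = 0.000541). With all genes of the tables as background, 1 pathway was called in the gastrocnemius and 1 in the tibialis anterior. No late rising pathway was left in either muscle when every pathway with 5 members was counted as a test.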

In mice, the gastrocnemius was the only muscle where we saw the late-up pathways (Fig. 3). 

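In male gastrocnemius, developmental biology shared 5 of 346 genes with the late rising genes (adjusted p = 0.162) and neuronal system 5 of 189 (adjusted p = 0.0149), by Fisher's exact test with Bonferroni adjustment and a limit of 0.01. Myogenesis of the Hallmark sets was not tested here.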

Interestingly, late-up pathways termed “myogenesis”, “developmental biology”, and “nervous system development” were observed in all rat muscles and in the mouse gastrocnemius muscle (Fig. 3). Closer examination of individual genes enriched to these pathways point to age-related deterioration of the neuromuscular junctions (NMJs) and functional denervation of myofibers in old muscles. A group of these genes is shown in Fig. 5A and discussed below.

In all lower limb muscles in rats, we observed pathways enriched by late-up genes that were related to extracellular matrix organization, TNF alpha and TGF beta signaling, estrogen response (Fig. 3). In the skeletal muscles from female mice, upregulated age-related genes enrich to similar pathways as in males (Fig. S7). 

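In female mice, Fisher's exact test with Bonferroni adjustment called 3, 5, 7 and 11 Reactome pathways for the linear rising genes of diaphragm, gastrocnemius, soleus and tibialis anterior, and 2, 0, 2 and 7 when every pathway with 5 members was counted as a test.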

Similar to males, the linear-up pathways are prevalent in female gastrocnemius and tibialis anterior muscles and are related to immune response, cytokine signaling and inflammation, neuronal system regulation, and signal transduction (Fig. S7). In addition, similar to males, late-up pathways were seen predominantly in the gastrocnemius muscle in females and were related to myogenesis and development (Fig. S7).

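The pathways called for linear rising genes in female tibialis anterior include GPCR ligand binding (20 of 162 genes, adjusted p = 5.20e-06), chemokine receptors (8 of 35, 0.000383) and immunoregulatory interactions between a lymphoid and a non-lymphoid cell (8 of 43, 0.00190), and in gastrocnemius chemokine receptors (8 of 42, 0.00116), by Fisher's exact test with Bonferroni adjustment. Innate immune system and cytokine signaling had an adjusted p of 1 in both muscles (same test). Neuronal system was called in soleus (15 of 200, adjusted p = 2.73e-05) and diaphragm (9 of 213, 4.95e-05) but not in gastrocnemius (15 of 187, 0.0191), by the same test.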

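For late rising genes in females, 3 pathways were called in the gastrocnemius and 1 in the tibialis anterior. A fold change limit of 1.25 also gave 3 and 1. In the gastrocnemius 0 were called with limma-voom, with an adjusted p limit of 0.01 and on age in months. When every pathway with 5 members was counted as a test, 0 were called in either muscle. Neuronal system shared 6 of 187 genes in the gastrocnemius (Chrna1, Chrna9 and Chrnb2 among them; Fisher's exact test with Bonferroni adjustment, adjusted p = 0.00292), and immune system shared 9 of 730 in the tibialis anterior (adjusted p = 0.00522). Developmental biology was not called in the gastrocnemius (adjusted p = 0.222, same test).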

### Metabolism and mitochondrial functions are reduced in rat skeletal muscles

In the skeletal muscles from both species, gene pathways related to the extracellular matrix (ECM) organization were downregulated linearly throughout life and, to a lesser extent, early in life (Fig. 4). 

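Extracellular matrix organization was enriched among linear falling genes in male diaphragm (16 of 219 genes, adjusted p = 3.99e-06), gastrocnemius (20 of 219, 2.45e-11), soleus (11 of 219, 1.93e-08) and tibialis anterior (15 of 217, 1.63e-06), by Fisher's exact test with Bonferroni adjustment. All linear falling pathways called numbered 11, 12, 8 and 13 in these muscles. Early falling genes numbered 1 in the male diaphragm and 0 in the other male muscles, too few for a pathway test. On age in months, early falling pathways were called in females only, 7 in the gastrocnemius and 1 in the diaphragm. Among late falling genes of male tibialis anterior the same pathway was called, with 5 of the 19 late falling genes (Col15a1, Col6a1 and Col6a2 among them; adjusted p = 7.06e-06, Fisher's exact test with Bonferroni adjustment).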

In mice, age-related downregulation of the ECM pathways was seen in all four muscles, while in rats, predominately in the diaphragm (Fig. 4).

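At 27 months the median log2 fold change of 61 collagen and matrix genes was -0.23 in male diaphragm, -0.37 in gastrocnemius, -0.31 in soleus and -0.52 in tibialis anterior. Of the 10 mice at 27 months, 3, 1, 0 and 0 had a list mean above the 6-month mean. An exact permutation of the per-mouse means, adjusted by Benjamini-Hochberg, gave 0.384, 0.00580, 0.00114 and 0.00136, and camera gave 3.22e-08, 1.22e-15, 1.04e-18 and 5.99e-23. Col1a1 (chr11:94936224-94953042) had a log2 fold change of -1.63 (standard error 0.21) in male gastrocnemius, from 7.90 ± 0.23 log2 CPM at 6 months to 6.14 ± 0.73 at 27 months (mean and standard deviation; adjusted p = 7.61e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It fell by 1.57 log2 units in soleus and 1.39 in tibialis anterior, and was not called in diaphragm (log2 fold change -0.61, adjusted p = 0.198, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Col1a2 had log2 fold changes of -0.54, -1.44, -1.32 and -1.31 in diaphragm, gastrocnemius, soleus and tibialis anterior.

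**Figure D2:**
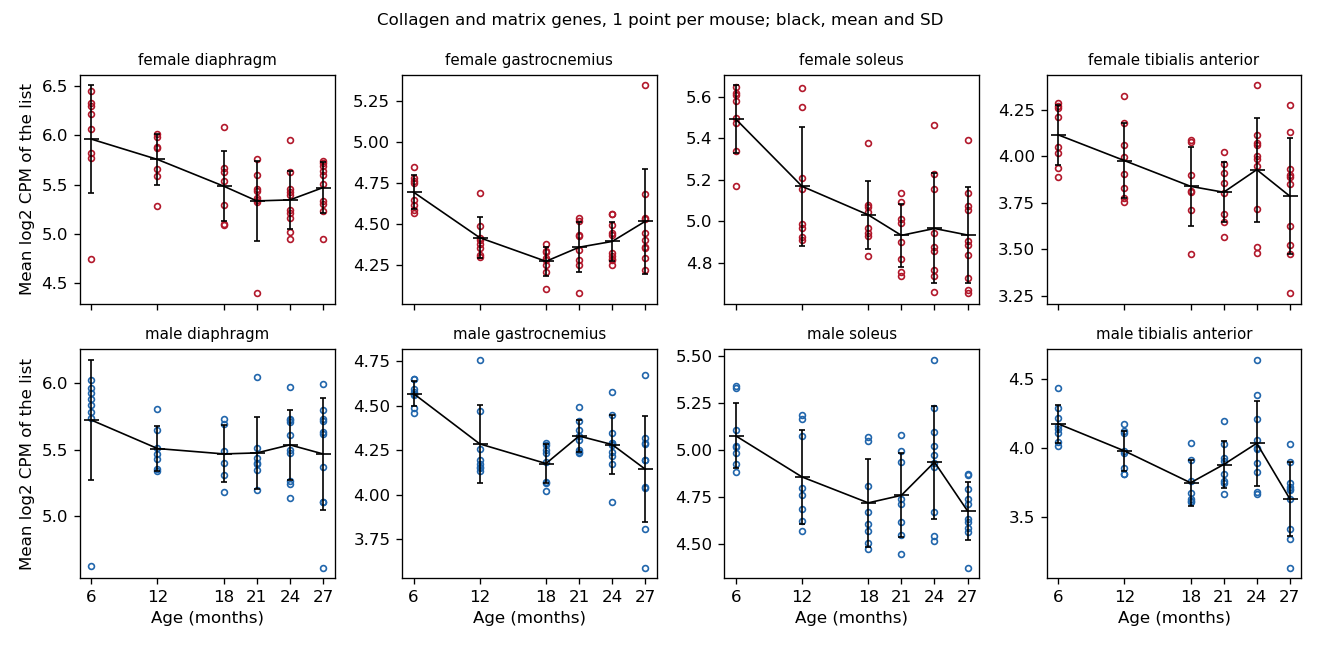
Mean log2 CPM of collagen and matrix genes in each mouse by age in 4 muscles of both sexes, with the mean and standard deviation of each age in black.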

**Fig. 4:**
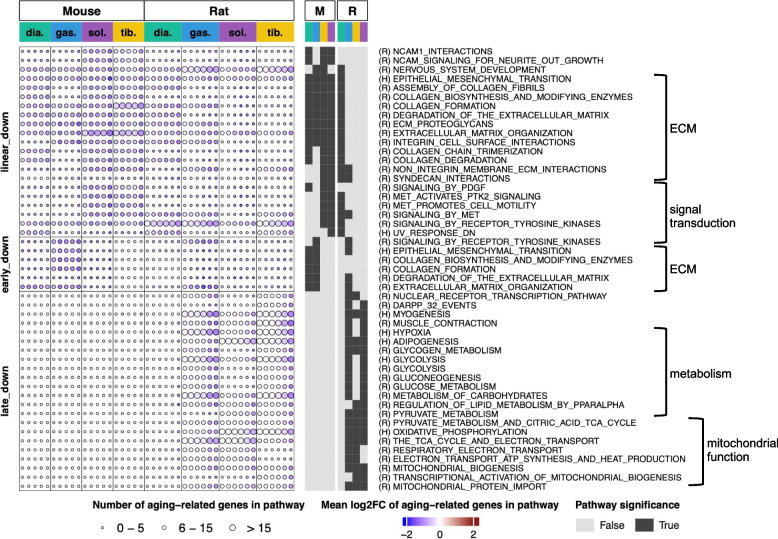
Metabolism and mitochondrial functions are reduced in rat skeletal muscles, but not in mouse skeletal muscles. Graphic representation of pathways enriched by downregulated age-related genes in diaphragm, gastrocnemius, soleus, and tibialis anterior muscles from male mice and rats across multiple ages (from 6 to 27 months). Pathways enriched by linear-down, early-down and late-down genes in each muscle (from mice and rats respectively) are depicted graphically as circles. Each column of circles, for each muscle, corresponds to the comparison between 6 month and the older age (12, 18, 21, 24, and 27 months for mice and 9, 12, 18, 21, 24, and 27 months for rats). The circle size represents the number of age-related genes enriched to each pathway: small circles denote enrichment of the pathway by 0–5 genes; medium circles, enrichment by 6–15 genes and large circles, enrichment by > 15 genes. The circle color key indicates the average fold-change in the expression levels of these genes versus 6 months, with the deepest blue being a decrease of ≥ four fold. Dark squares on the right-hand side of the graphical heatmap indicate that enrichment for a specific pathway was statistically significant

A striking difference between mouse and rat muscles emerged from comparing pathways downregulated late in life (Fig. 4). These pathways were exclusively found in the lower limb muscles of rats and enriched by metabolic and mitochondrial genes (Fig. 4 and Fig. S6B). Interestingly, downregulation of metabolic and mitochondrial pathways, at least at the gene expression level, was not seen in the rat diaphragm muscle (Fig. 4). These differences between mouse and rat muscles remained true even after we repeated the analysis using a lenient set of age-related genes and a common gene and pathway annotations (Fig. S8). Thus, unlike rats, mouse skeletal muscles show no apparent age-related reduction in gene pathways linked with “metabolism” or “mitochondrial functions”.

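No Reactome pathway of the respiratory chain or the citric acid cycle shared 5 genes with a falling class in any mouse muscle. As a list, 75 genes of oxidative phosphorylation had a median log2 fold change at 27 months of -0.08 in male diaphragm, -0.06 in gastrocnemius, -0.11 in soleus and -0.12 in tibialis anterior, with camera adjusted p values of 0.00655, 0.0149, 2.46e-08 and 6.71e-07. The exact permutation of per-mouse means gave adjusted p values of 0.911, 0.387, 0.112 and 0.191. In male diaphragm the median was 0.11 at 24 months, the reverse direction. The list of 19 citric acid cycle genes had medians of -0.21, -0.02, -0.09 and -0.09 in these muscles.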

Since gene pathways linked with the “mitochondrial function” are downregulated in the skeletal muscles of old rats, we investigated the transcription factors associated with these pathways (Fig. S9A). Expression of two transcription factors, Esrra and Nfyb, shows a positive correlation with genes enriched to mitochondrial pathways (Fig. S9A): these genes have been shown to be vital to mitochondrial health [19, 20]. We found that Esrra is a late-down gene in rat gastrocnemius, soleus, and tibialis anterior muscles and Nfyb is a late-down gene in the rat tibialis anterior (Fig. S13). This finding suggests that Esrra and Nfyb may promote downregulation of mitochondrial pathways in the skeletal muscles from old rats.

In female mice, downregulated age-related genes enrich to similar pathways as seen in males (Fig. S7). 

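In females Fisher's exact test with Bonferroni adjustment called 14, 11, 22 and 4 linear falling pathways in diaphragm, gastrocnemius, soleus and tibialis anterior. Extracellular matrix organization was among them in each, with 32 of 220, 12 of 219, 48 of 215 and 11 of 216 genes and adjusted p values of 9.32e-22, 8.66e-05, 1.76e-27 and 6.75e-04. In tibialis anterior its adjusted p was 0.0652 when every pathway with 5 members was counted as a test, and it was below 0.01 under each of the other settings. The medians of the collagen and matrix list were -0.45, -0.16, -0.53 and -0.24.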

Similar to males, we did not observe late-life downregulation of the metabolic and mitochondrial pathways in the skeletal muscle of female mice (Fig. S7).

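In female mice the median log2 fold change of the oxidative phosphorylation list at 27 months was -0.02 in diaphragm, -0.12 in gastrocnemius, -0.05 in soleus and -0.16 in tibialis anterior. In tibialis anterior 0 of 75 genes rose and 0 of 10 mice lay above the 6-month mean, with a camera adjusted p of 3.84e-14 and an exact permutation adjusted p of 0.0159. Citric acid cycle genes had a median of -0.14 there (camera adjusted p = 9.74e-08, exact permutation adjusted p = 0.00114). None of these genes' pathways reached 5 shared genes among late falling genes.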

### Age-related expression of genes related to skeletal muscle denervation and atrophy

In addition to conducting unbiased gene pathway analyses, we surveyed specific genes that have been previously shown to be upregulated in settings of skeletal muscle denervation atrophy [21–24]. 

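In male mice Musk (chr4:58285729-58377848) had a log2 fold change at 27 months of 0.77 (standard error 0.15) in tibialis anterior, 0.49 in soleus, 0.37 in gastrocnemius and 0.39 in diaphragm, with adjusted p values of 0.000206, 0.00109, 0.0113 and 0.212 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In tibialis anterior it was late-logistic, from 4.31 ± 0.22 to 5.03 ± 0.44 log2 CPM (mean and standard deviation). Adjusted over the genes of Fig. 5 alone, the gastrocnemius value was 0.00815. Ncam1 (chr9:49502129-49799393) changed by 0.33 in gastrocnemius and tibialis anterior (adjusted p = 0.00241 and 0.0215) and by 0.20 and -0.06 in soleus and diaphragm (0.514 and 0.793; same edgeR test with Benjamini-Hochberg adjustment), below a fold change of 1.5 throughout. In tibialis anterior its adjusted p was 0.0539 and 0.0520 without replicates 5 and 7 of 27 months and 0.0562 without replicate 1 of 6 months. A list of 22 denervation genes had medians of 1.12, 0.83, 1.13 and 0.18 log2 units in male gastrocnemius, soleus, tibialis anterior and diaphragm, with 10, 9, 10 and 9 of 10 mice above the 6-month mean. The list mean rose by 0.57 in diaphragm. Their exact permutation adjusted p values were 0.000851, 0.00341, 0.00114 and 0.0727. Under the Bonferroni adjustment the adjusted p of Musk in tibialis anterior was 0.0699, and over the settings it ran from 8.00e-06 to that value.

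**Figure D3:**
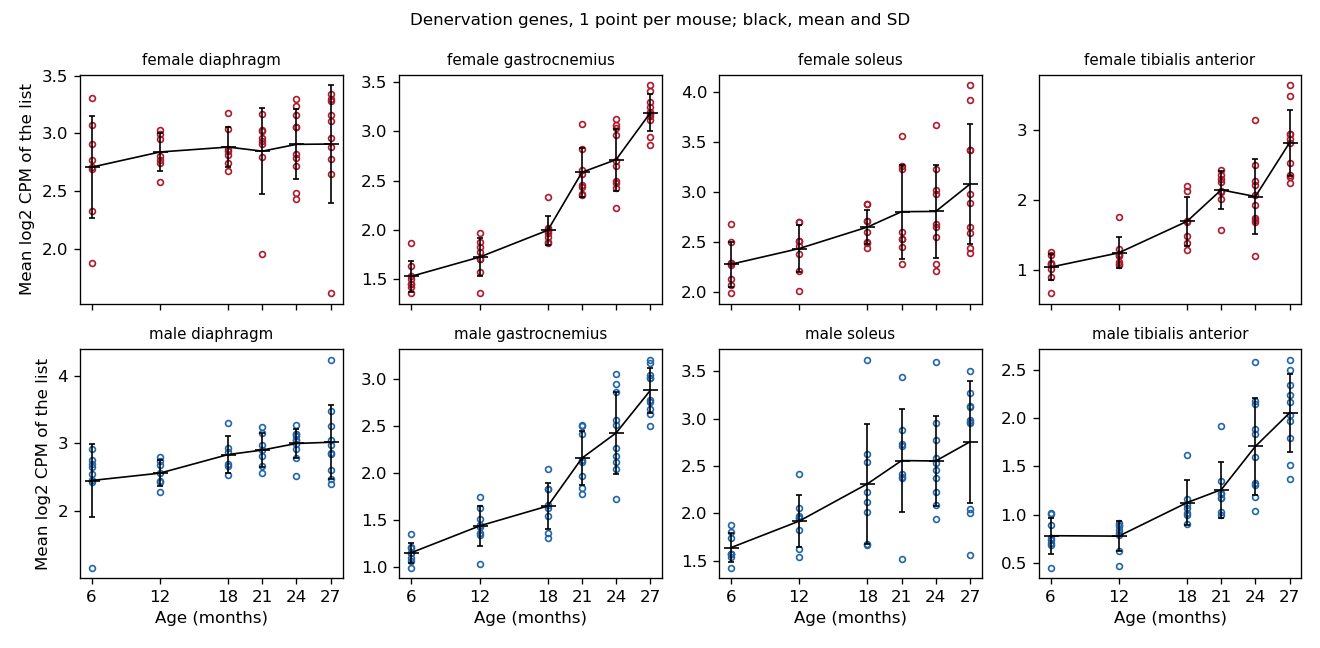
Mean log2 CPM of denervation genes in each mouse by age in 4 muscles of both sexes, with the mean and standard deviation of each age in black.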

Gene markers of myofiber denervation, such as Chrnd (acetylcholine receptor delta subunit), MuSK (muscle specific kinase), and Ncam1 (neuronal cell adhesion molecule 1) were significantly increased in old rat muscles, but not mouse muscles (Fig. 5A). One exception was the gastrocnemius muscle in mice that showed increase in Chrnd late in life (Fig. 5A). In addition to markers of myofiber denervation, we examined five genes that are associated with skeletal muscle atrophy (Fig. 5B). 

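Chrnd (chr1:87190597-87200070) was late-logistic in male gastrocnemius, from 0.47 ± 0.19 to 1.51 ± 0.32 log2 CPM between 6 and 27 months (mean and standard deviation), with a log2 fold change of 1.07 (standard error 0.17; adjusted p = 5.99e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was late-logistic in tibialis anterior too (0.63, adjusted p = 0.0150), and had log2 fold changes of 0.68 in soleus (0.0447) and -0.17 in diaphragm (0.721), by the same edgeR test with Benjamini-Hochberg adjustment. The gastrocnemius result passed 0.05 under every setting, up to 0.00207 with the Bonferroni adjustment; those of tibialis anterior and soleus became 1 with it. The soleus value was also above 0.05 with limma-voom (0.0718) and with the replicate block (0.0722). Without any 1 of 12 libraries (replicates 0, 2, 3, 4 and 7 of 27 months and all of 6 months but replicate 3) the soleus value was above 0.05, up to 0.108. In tibialis anterior Chrnd was not age-related without any 1 of 6 libraries (replicates 0, 4, 5 and 7 of 27 months and 2 and 6 of 6 months), with adjusted p values up to 0.0442. An interaction of muscle and age between diaphragm and gastrocnemius had a log2 difference of -1.22 (adjusted p = 0.00430 among 17005 genes, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and those of soleus and tibialis anterior against gastrocnemius had adjusted p values of 0.908 and 1. In females it rose by 1.25 in gastrocnemius (mid-logistic, adjusted p = 1.18e-10) and by 1.29 in tibialis anterior (linear, 1.12e-04), by the same test. In female soleus Chrnd was not age-related (adjusted p = 0.0198), and in female diaphragm its adjusted p was 0.939 (same test). The soleus value was 0.0689 without replicate 7 of 27 months and 0.0567 without replicate 1 of 6 months. The female classes became late-logistic without replicate 3 or 6 of 27 months in gastrocnemius, and without replicate 1, 3, 6 or 9 of 27 months or 5 or 6 of 6 months in tibialis anterior.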

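In male gastrocnemius Trim63 (chr4:134315120-134329629) had a log2 fold change at 27 months of 0.75 (standard error 0.22), Mt1 of 2.03 (0.54), Mt2 of 2.52 (0.70) and Hdac4 of 0.33 (0.0857), with adjusted p values of 0.00800, 0.00398, 0.00639 and 0.00346 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Only Mt2 was age-related there, in the linear class, and it was not without any 1 of 9 libraries (replicates 1, 2 and 3 of 27 months and all of 6 months but 0 and 2). Without replicate 8 of 27 months, the highest, the log2 fold change of Trim63 was 0.31 (adjusted p = 0.0624). Its adjusted p was 0.0884 with the replicate number as a block and ran from 0.00301 to 1 over the settings. Limma-voom gave adjusted p values of 0.0618 for Mt1 and 0.0901 for Mt2 with Benjamini-Hochberg adjustment, and over the settings these ran from 0.000465 to 1 and from 0.000550 to 1. Hdac4 (chr1:91928779-92195702) was linear in soleus, from 4.48 ± 0.31 to 5.32 ± 0.47 log2 CPM (mean and standard deviation; log2 fold change 0.89, adjusted p = 0.000175, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its adjusted p there was 0.00507 under the Bonferroni adjustment. Trim63 in tibialis anterior (0.99, adjusted p = 0.00619), Mt2 in diaphragm (3.40, 0.0131) and Mt1 in diaphragm (1.97, 0.0475) changed without a trend over age (same edgeR test with Benjamini-Hochberg adjustment). With the run of sample numbers in the model, the adjusted p of Mt2 in diaphragm was 0.895, within a range of 0.000347 to 1 over the settings. It was 0.113 without replicate 8 of 27 months. The adjusted p of Mt1 in diaphragm was above 0.05, up to 0.594, without any 1 of 9 libraries (replicate 8 of 27 months and all of 6 months).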

There was a statistically significant upregulation of MuRF1/Trim63 (Muscle RING-finger protein-1), Hdac4 (Histone deacetylase 4), Mt1/Mt1A, and Mt2/Mt2A (Metallothionein 1 and 2) transcripts in old rat muscles but not mouse muscles (Fig. 5B). This observation is consistent with much more pronounced muscle atrophy in the rat compared with the mouse (Fig. S2). MAFbx/Atrogin1/Fbxo32 was not upregulated during sarcopenia in the mouse or the rat, which is in agreement with our earlier observations [6].

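Fbxo32 (chr15:58175879-58214892) had log2 fold changes at 27 months of -0.02, 0.46, 0.24 and 0.56 in male diaphragm, gastrocnemius, soleus and tibialis anterior, with adjusted p values of 0.971, 0.0934, 0.357 and 0.0720 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). None fell below 0.05 under any setting, but without 1 library some did: in gastrocnemius, down to 0.0376, without replicate 0, 4 or 9 of 27 months or 6 of 6 months. In tibialis anterior the same replicates did so, down to 0.0259. A list of 5 atrophy genes that holds it had medians of 0.17, 0.52, 0.67 and 0.70 in these muscles, with camera adjusted p values of 0.663, 0.0217, 0.00217 and 0.0958. The exact permutation gave adjusted p values of 0.545, 0.0279, 0.0860 and 0.112. Only the gastrocnemius passed 0.05 in both tests.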

**Fig. 5:**
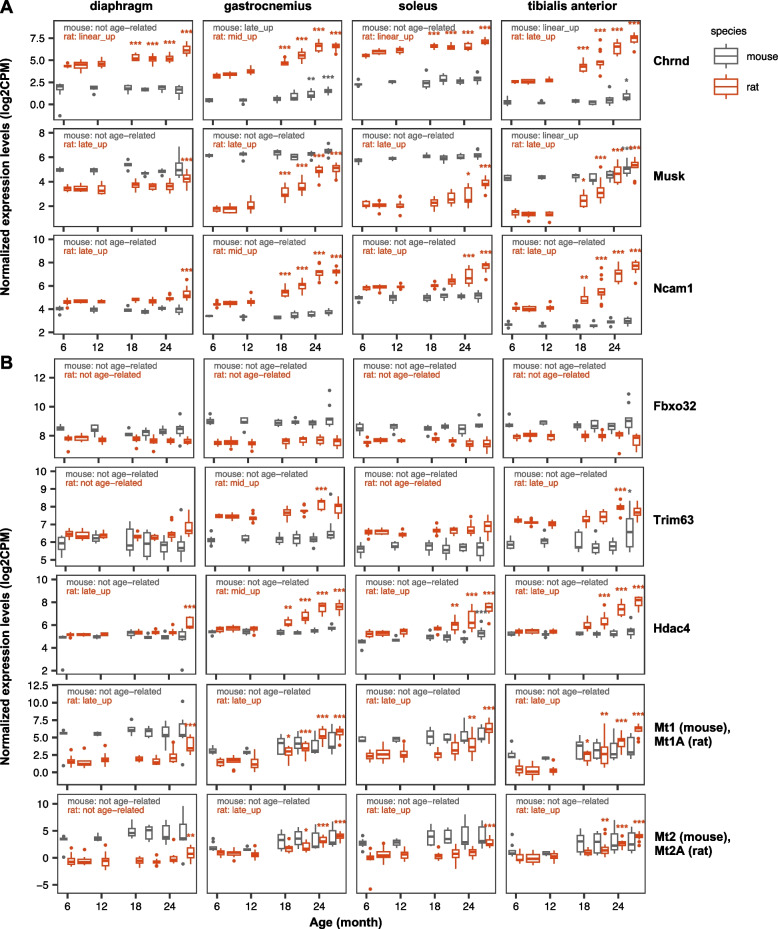
Expression levels of selected genes in the muscles of male mice and rats. **A** Common marker genes of myofiber denervation. **B** Common marker gene of skeletal muscle atrophy. Boxplots show normalized expression levels of these genes from 6 to 27 months, with “outliers” marked as dots. Asterisks indicate significant difference compared to 6 months. Bonferroni adjusted *p* value * < 0.05, ** < 0.01, and *** < 0.001. See Table S2 for the exact fold changes and *p* values for these genes. Genes that are not differentially expressed at any age compared with 6 months or do not have linear or logistic trends are labeled as “not age-related”. For age-related genes, the behavior patterns are indicated: e.g., “late-up”

## Discussion

We previously published an aging gene signature from rats which surveyed one skeletal muscle, gastrocnemius, in addition to three other tissues: liver, kidney, and the hippocampus [7]. Here, we sought to survey rodent skeletal muscle more deeply, to ask more granular questions:

1. Are there consistent mRNA expression changes between rats and mice—as one might expect, since they are both rodents?
2. Are there differences in age-related gene expression in the rat *versus* the mouse, which might suggest one might be a “better” or more representative model for what happens in the human—if, for example, one of the rodent species underwent changes which are also found in the human?
3. Are there any changes specific to the mouse or the rat muscle—i.e., not seen in the other species?
4. Do the various muscles within a species demonstrate similar or different age-related gene expression changes?
5. Might any of the age-related gene expression changes in mice or rats explain their loss of muscle mass, or the decline in the patency of the neuromuscular junction which accelerates age-related weakness, since the skeletal muscle becomes functionally denervated [25–28]?

In addition to studying multiple limb muscles, we added the diaphragm to this study, since this muscle is contracting constantly throughout life, to get an idea as to whether constant use distinguishes that muscle from any of the aging changes found in the limbs. We surveyed these gene expression changes in conjunction with age-related changes in skeletal muscle mass, which have previously been associated with declines in muscle function [6]; indeed, while some have debated whether muscle hypertrophy causes an improvement in muscle function, no one argues against the notion that decreases in muscle mass induce muscle weakness—since there are fewer sarcomeres to contract.

Before undertaking to answer these questions, we did some quality control work. First, we compared our data with publicly available gene expression datasets for rodent skeletal muscle aging from SarcoAtlas (https://sarcoatlas.scicore.unibas.ch) [29–31]). SarcoAtlas is a valuable resource that includes time course transcriptomic data from mice (*N* = 8–9 per group) and from rats (*N* = 9–10 per group). Specifically, data from Wistar rat gastrocnemius muscles in SarcoAtlas includes five ages, with 24-month-old rats being the oldest group [30, 32]. Eighty-eight percent of age-related upregulated genes and 81% of downregulated genes identified in the Wistar rat gastrocnemius are consistent with upregulated and downregulated genes, respectively, in our study (SD rat gastrocnemius).

The mouse aging time course in SarcoAltas includes samples from the gastrocnemius muscle of six different ages, ranging from 8 to 28 months [29]. Age-related genes from SarcoAtlas overlap with our data: 24% for upregulated genes and 8% for downregulated genes are consistent with our upregulated and downregulated genes, respectively. We note that SarcoAtlas defines age-related genes differently than us: they use principal component analyses to identify genes that align well with the age of the animal [29]. While it was reassuring to see consistency between our data and prior-published studies, we should note this current study is unique in that it combines multiple elements which allow for novel findings: the multiplicity of time points studied, the number of muscles analyzed, the *N* of animals in each group analyzed to better assure data accuracy, and the number of species analyzed—which uniquely allows for mouse versus rat comparisons. Also, we analyzed both, males and females in mice.

Having gone through the relevant literature comparisons, we were ready to address the questions asked. As to the question: Are there differences between age-related changes in rat muscle versus mouse muscle, the answer is clearly “yes”, and these differences are quite striking. The rat but not the mouse showed a decrease in mitochondrial gene expression as a result of age, a finding which has been reported in human sarcopenia [33]. Also, the rat showed a more dramatic increase in innate immune and inflammatory signaling, compared with the mouse, including an increase in interferon signaling, that may be a marker for DNA damage in old muscles [34–36]. We had previously reported upregulation of interferon response genes in the gastrocnemius and the non-muscle tissues (liver, kidney, and hippocampus) in the rat [7]. 

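In male mice a list of 48 interferon-response genes had median log2 fold changes at 27 months of 0.61 in diaphragm, 0.19 in gastrocnemius, 0.14 in tibialis anterior and -0.01 in soleus, with camera adjusted p values of 2.08e-15, 0.0236, 0.119 and 0.391. Outside the diaphragm the exact permutation gave adjusted p values of 0.131, 0.115 and 0.682. In the diaphragm 48 of 48 genes rose (exact permutation adjusted p = 0.00114, 10 of 10 mice above the 6-month mean). The female medians were 0.68, 0.40, 0.46 and 0.33 in the same order. The exact permutation of per-mouse means gave adjusted p values of 0.0265 in diaphragm, 0.0339 in gastrocnemius, 0.0495 in tibialis anterior and 0.0679 in soleus, the last above 0.05.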

Age-related increase in the innate immune and inflammatory signaling was also seen in mouse skeletal muscles; however, this response was more modest compared with rat and was primarily localized to the fast limb muscles (gastrocnemius and tibias anterior). Age-related downregulation of the extracellular matrix genes was another commonality between mouse and rat muscles, albeit this downregulation was more prevalent in mouse muscles. At least in mice, downregulation of the ECM theme occurs in multiple tissues throughout the lifespan [37]. Extracellular matrix changes have been reported to occur during aging and sarcopenia, resulting in decreased muscle function [38]; the extracellular matrix in muscle is critical for anchoring the muscle fibers, and thus the sarcomere, to allow for muscle contraction [39–41].

As to the question as to whether one rodent model be superior over the other when it comes to modelling the human, both species may be useful; however, differences need to be taken into account as these will influence what therapeutic targets are being investigated.

Overall, we found that the rat has a wider range of age-related transcriptional changes. Modeling muscle aging in the mouse may leave out some of the age-related changes that have been found to be relevant to the human sarcopenia, e.g., decline in signatures of mitochondrial function and oxidative phosphorylation [33]. We note that the lack of reduced mitochondrial function in our mouse muscle data is consistent with the findings of Ham et al. [30], while Borsch et al. [29] reported reduced mitochondrial function in the muscles of mouse, rat, and human. These discrepancies may reflect a difference in how the gene pathway enrichment tests were performed: Ham et al. 2020 and our study used Fisher’s exact test while Borsch et al. 2021 used GESA [29]. Thus, changes in mitochondrial function in mouse muscles might be relatively subtle and subjected to interpretation depending on the method used in analysis. Indeed, when we analyzed the rodent time course data from SarcoAltas, we found more genes related to mitochondrial function are reduced in rat muscles compared with mouse muscles.

In addition, it should be noted that our oldest groups of male and female mice were 27 months. Other laboratories have found more pronounced age-related muscle wasting and more robust molecular changes in mice if they are allowed to age even more, resulting in “geriatric mice” [30, 42–44]. We find it challenging to age C57Bl6J mice (purchased from the Jackson laboratory, USA) beyond 27 months, since there is a high attrition rate (> 50%) and many surviving mice develop various types of malignancies (tumors). With the high tumor burden, it is challenging to differentiate whether skeletal muscles are responding to natural aging or cachectic environment.

Substantial differences in the sarcopenic phenotype between mice and rats are intriguing. We found that lower limb muscles in rats are more impacted by aging compared to the same muscles in mice. One possibility for more pronounced sarcopenia in the lower limbs of rats compared with mice, is more severe age-related deterioration of muscle innervation. Even though myofiber denervation occurs in both mice [45, 46] and rats [32], more severe loss of innervation may be a significant contributor to the more severe sarcopenia seen in rats. To this end, we observed a more robust dysregulation of the NMJ stability markers in the lower limb muscles of rats, compared with mice, pointing to more severe functional denervation of myofibers in rats.

Interestingly, the diaphragm muscle was relatively spared, and we saw milder changes in the aging transcriptome in the rat diaphragm compared with the lower limb muscle. Similar to our findings, Pannérec et al. reported more severe sarcopenia in the lower limb muscles of old Wistar rats, compared with the triceps muscle [32]. These differences were attributed to more severe age-associated changes in the lumbar-region of the spinal cord that innervates lower limbs, compared with the cervical region that innervates the diaphragm [32]. In rats, diaphragm motor units are innervated by phrenic motoneurons located at C3–C5 levels of the cervical spinal cord [47]. Thus, it is possible that similar to sparing of the triceps muscle in old rats [32], the diaphragm muscle is also spared due to relatively robust motoneurons in the upper region of the spinal cord.

Deterioration of NMJs and myofiber denervation is also a feature of human sarcopenia [25, 27, 48]. Moreover, loss of motoneuron numbers in old human spinal cords may be a contributing factor for severe cases of sarcopenia encountered in geriatric population [25].

Thus, the presence of a more severe denervation-driven phenotype in rats, combined with the significant downregulation of mitochondrial function, should be taken into account when choosing the mouse or the rat to model human sarcopenia. The rat is likely to be a more useful model to discover targets related to loss of innervation and mitochondrial disfunction in settings of sarcopenia.

As to the key question about whether there are consistent changes, which might point to evolutionary conserved mechanisms of aging, the main alteration which is consistent is the increase in innate immune and inflammatory signaling, with a particular focus on interferon signaling. Interestingly, there was a striking overlap between the age-related pathways identified in our study in both species with the pathways upregulated in cultured senescent cells [49]. For instance, pathways enriched by genes responsive to interferon alpha and gamma, TNF-alpha, and other pro-inflammatory cytokines that are induced in old rodent muscles, are also induced in senescent cells [49]. Increase in interferon responsive genes and pro-inflammatory pathways may suggest accumulation of senescent cells and DNA damage events in old rodent muscles. DNA damage itself is capable of inducing interferon response genes and driving innate immune response [34, 35]. Age-related increase in innate immune response may also be due to the change in heterochromatin which causes the exposure and activation of repetitive elements, including retrotransposons that has previously been observed [36]. Since we conducted bulk tissue transcriptomic analyses, we did not determine cell types that contribute to innate immune and inflammatory signaling in aging rodent skeletal muscles. Further studies aimed at identification of RNA and protein localization in tissue sections are warranted to reveal these cell types.

One might ask about mechanism: how are these genes perturbed? We found that alterations in several transcription factors could explain many of the changes observed: e.g., Runx3, Cebpa, Ikzf1, Nef2, Stat3, Esrra, and Nfyb. We did not directly query these factors in this study. We merely performed RT-qPCR amplification of selected transcription factors in all examined muscles of mice (Fig. S12) and rats (Fig. S13). These data showed that while a few transcription factors are regulated at the gene expression level, expression of others is not impacted by age (Figs. S12 and S13). Ideally, protein dynamics for these factors need to be determined. Indeed, once one does that, the next question would be how those factors might be activated, or whether the changes in transcription are epigenetically induced, making particular genes more accessible to these transcription factors. These questions will require extensive additional research and are thus left for future studies.

As to the question, “are various muscles different, similar or the same, within a species, when it comes to age-related changes?” we did see fairly similar changes across muscle types, but one could not say the changes were “the same”. For example, the diaphragm, which is constantly contracting throughout life, in order for the animal to breathe, showed the least number of age-related gene changes. This is consistent with the notion that exercise is helpful to avoid the effects of age. The changes which were seen in the diaphragm were upregulation of several inflammation pathways, including cytokine signaling and “innate immunity”, again suggestive of the idea that the muscle is undergoing a loss of heterochromatin, resulting in DNA damage [36].

Having a gene expression time course from rodents is indispensable to studying aging, but is difficult to prepare due to the cost in time and resources. Previous collections of rodent gene expression time courses made tradeoffs among the coverages of time points, tissues, sexes, and species, as well as the sample sizes for each condition [29, 30, 37]. Some of these limitations are now overcome by our data set.

After conducting this unbiased study, we next went back to the data to enquire about particular genes which have been previously shown to be upregulated in settings of skeletal muscle atrophy [21–24] (Fig. 5). We divided the figure into two sections, Fig. 5A surveys three select genes that increase coincident with denervation: Chrnd, MuSK, and Ncam1. Figure 5B surveys five genes that are associated with skeletal muscle atrophy [21]: Fboxo32, more commonly known as MAFbx or Atrogin-1; Trim63, more commonly known as MuRF1; Hdac4; Mt1, also known as Metallothionein 1—the gene is called Mt1A in the rat; Mt2 also known as Metallothionein 2 the gene is called Mt2A in the rat. The data show that markers of muscle atrophy are much more pronounced in the rat than in the mouse—there we saw a statistically significant upregulation of MuRF1, Hdac4, Mt1/Mt1A, and MT2/MT2A in the rat. None of these genes showed age-related transcriptional regulation in the mouse. Interestingly, MAFbx/Atrogin1/FbxO32 was not upregulated during sarcopenia in the mouse or the rat, distinguishing sarcopenia from more acute settings of atrophy. We had similar findings when we surveyed rat sarcopenia proteomically in the past [6], thus repeating the finding that MAFbx is not upregulated during sarcopenia in the rat, even though there is a significant loss of the skeletal muscle. As for the denervation marker genes, MuSK and acetylcholine receptor delta subunit (Chrnd) and Ncam1 are all significantly upregulated in the rat but not the mouse, indicating that the rat is functionally denervated. Prior studies do show that mice too experience NMJ changes with age [44, 46, 50], but this study shows that molecularly, there are much clearer signs of functional denervation in the rat than the mouse with age.

Sarcopenia is clearly distinct from simple acute muscle atrophy. We find signs of functional denervation, loss of mitochondrial gene expression, and significant increases in inflammation in the rat model, where the onset of age-related decline in muscle mass was evident at 21 months and further progressed by 27 months. In the mouse, age-related decline in muscle mass was less dramatic compared with the rat, and there were much fewer signs of age-related gene alterations. Although, similar to rat, mouse also displayed age-related increases in the immune and inflammatory signaling and downregulation of the ECM-related genes.

After comparing mice to rats in order to find conserved differences throughout evolution, and taking into account the prior reports on geriatric mice, one is left with the strong impression that sarcopenia is primarily a disease of inflammation, with perhaps consequent inputs due to changes in the extracellular matrix and loss of mitochondrial activity, and with an additional component contributed by the motoneuron, resulting in functional denervation—all contributing to and finally resulting in weakness, frailty, and then death. It remains to be seen if any of these processes can be pharmacologically perturbed so as to preserve muscle function in old age—we and others have already shown one instance where this was found, by using a rapalog to block some of the age-related inflammatory changes seen [51, 52]—this treatment also improved aged muscle phenotypes [51, 52]. This work needs to be followed up, asking if any of the sarcopenia-associated pathways can be counter-regulated, as this was done with pharmacological inhibition of mTORC1 signaling [30, 53], so as to continue to discover a robust set of interventions that might keep the elderly strong, healthy, and active.

## Supplementary Information

**Additional file 1: Table S1.** Number of samples for individual muscles in male rats and male and female mice. Number of samples corresponds to the number of animals. E.g. 12 muscles are collected from 12 animals. **Table S2.** Fold change and adjusted *p* values of age-related genes in skeletal muscles of rats and mice. **Table S3.** Probe and primer sequences used for RT-qPCR in mice. Highlighted genes were used as reference genes. **Table S4.** Probe and primer sequences used for RT-qPCR in rats. Highlighted genes were used as reference genes. **Figure S1.** Numbers of age-related genes under a stringent cutoff. **Figure S2.** Gastrocnemius, tibialis anterior and soleus muscle weights in male and female C57Bl6J mice (A, B) and male Sprague Dawley rats (C). **Figure S3.** Numbers of age-related genes in rat muscles, using lower animal numbers. **Figure S4.** Numbers of linear and logistic age-related genes in diaphragm, gastrocnemius, soleus and tibialis anterior muscles from female mice. **Figure S5.** Under stricter examination, rat muscles still enrich for more age-related up-regulated pathways. **Figure S6.** Age-related genes in male rats and male mice that are associated with immune (A) and mitochondrial (B) pathways. **Figure S7.** Pathways enriched by age-related genes that were shared between male and female mice. **Figure S8.** Under stricter examination, rat muscles still enrich for more age-related down-regulated pathways. **Figure S9.** Transcription factors (TFs) associated with pathways enriched by age-related genes. **Figure S10.** RT-qPCR validation of top five up- and down-regulated genes in skeletal muscles from male (A and B) and female (C and D) mice. **Figure S11.** RT-qPCR validation of top five up- and down-regulated genes in skeletal muscles from rats. **Figure S12.** RT-qPCR validation of transcription factors identified in mice (selected from Figure S9A). **Figure S13.** RT-qPCR validation of transcription factors identified in rats (selected from Figure S9B).

## Data Availability

All fastqs are available at GEO under accession number GSE226117 and GSE226118.

# Supplementary material for: Age-related gene expression signatures from limb skeletal muscles and the diaphragm in mice and rats reveal common and species-specific changes
**Source:** Skelet Muscle. 2023 Jul 12;13:11. doi: 10.1186/s13395-023-00321-3

Supplemental Figure 10

A) **Gastrocnemius Male Mouse Top Upregulated Genes**

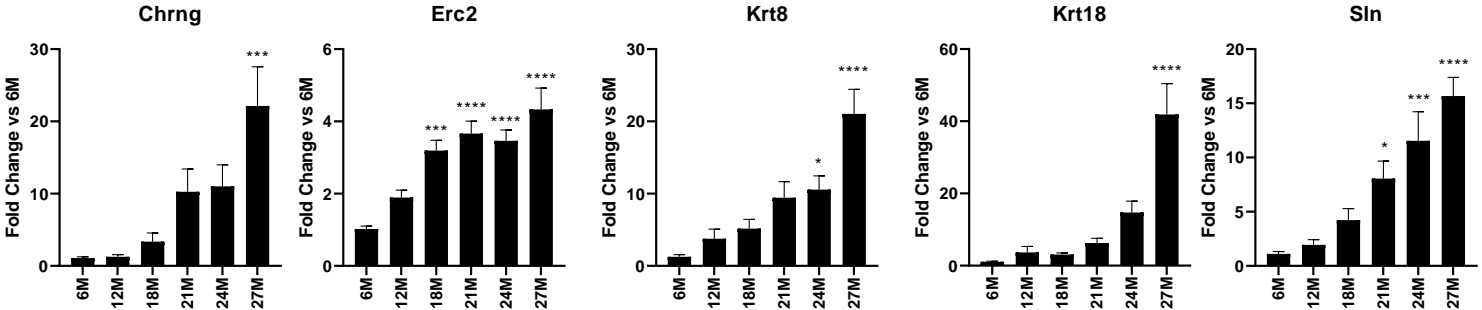

**Gastrocnemius Male Mouse Top Downregulated Genes**

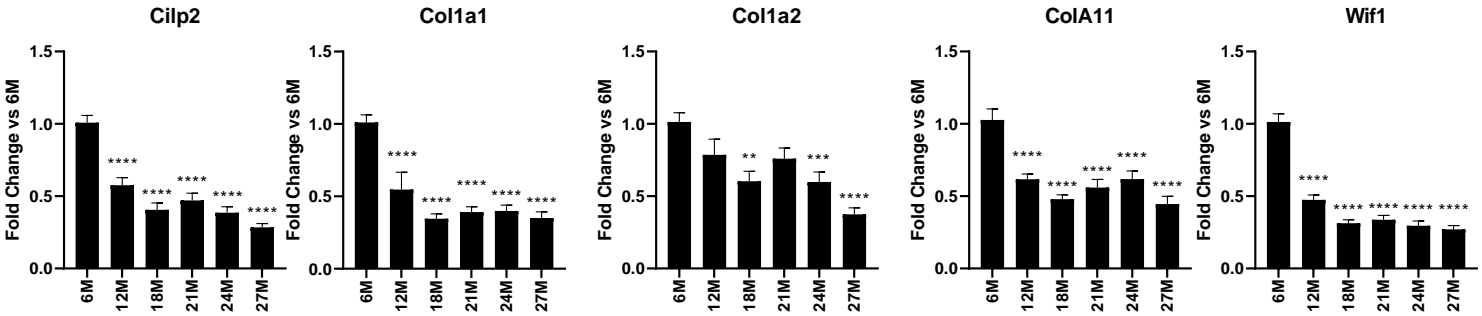

**Tibialis Anterior Male Mouse Top Upregulated Genes**

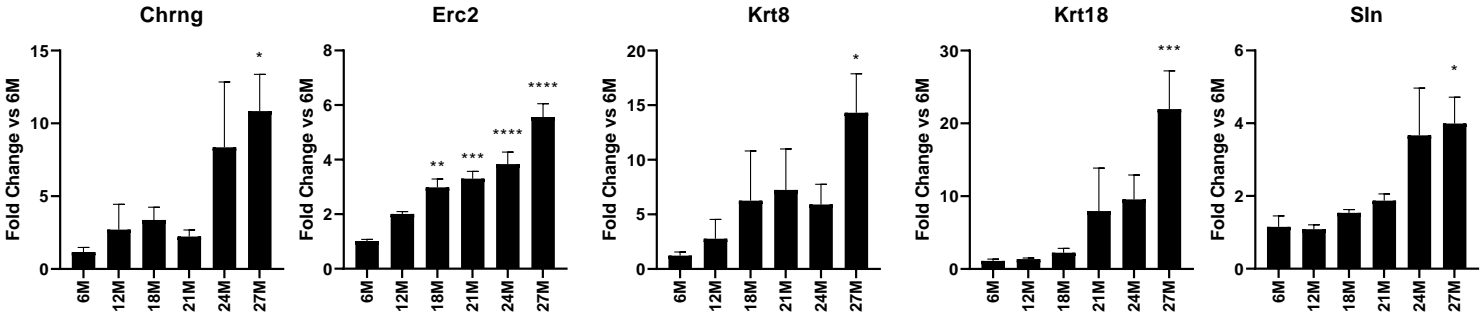

**Tibialis Anterior Male Mouse Top Downregulated Genes**

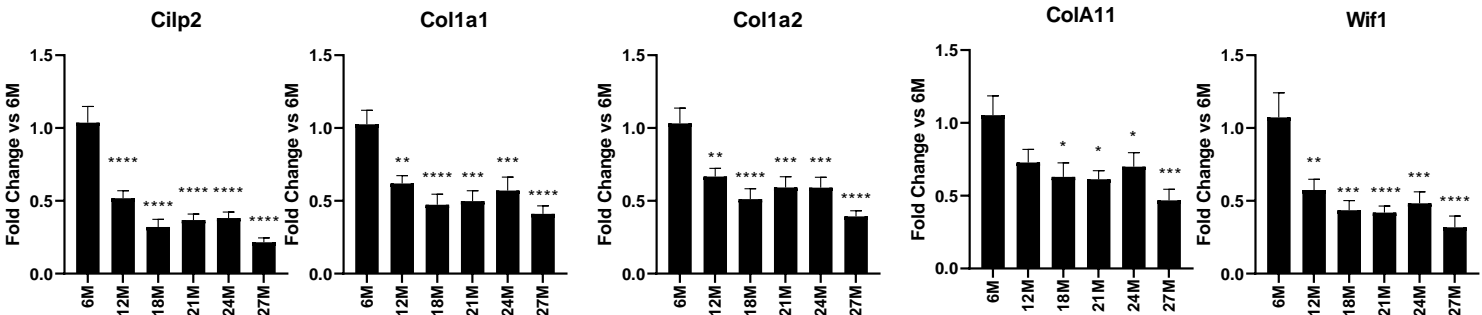

Supplemental Figure 10

B) Soleus Male Mouse Top Upregulated Genes

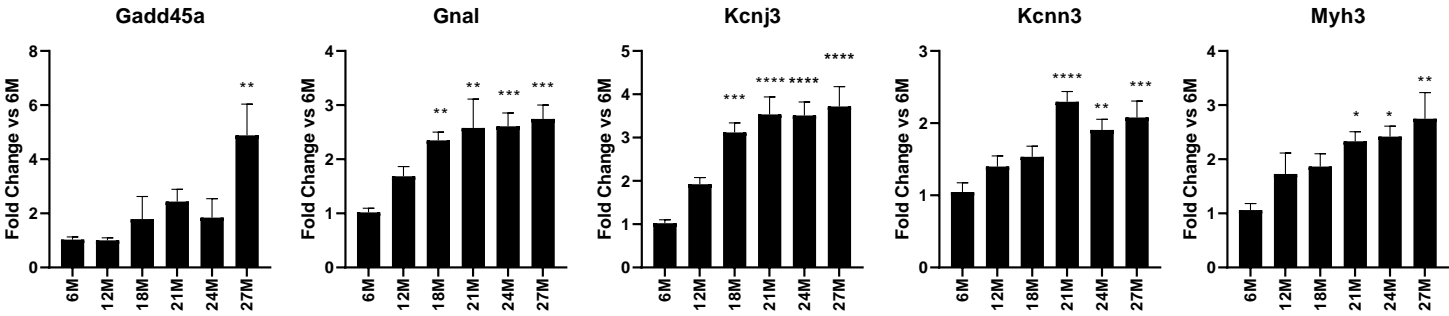

Soleus Male Mouse Top Downregulated Genes

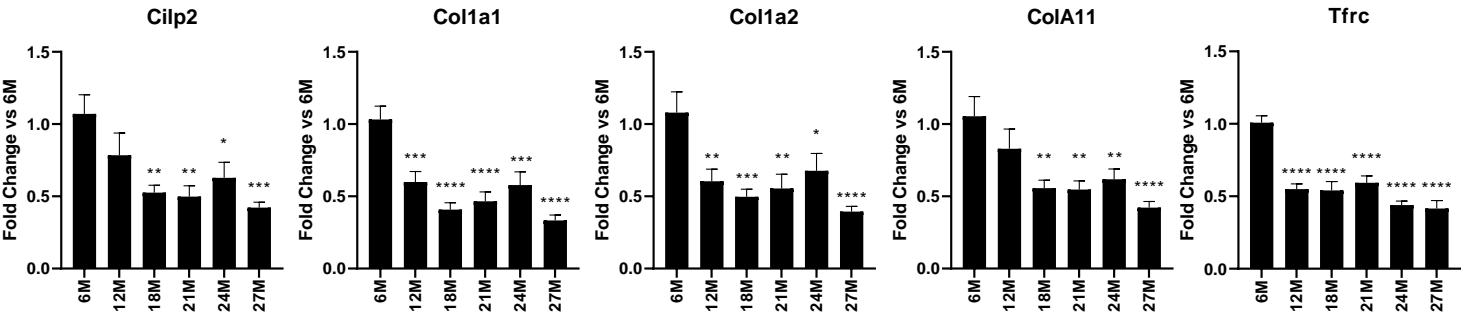

Diaphragm Male Mouse Top Upregulated Genes

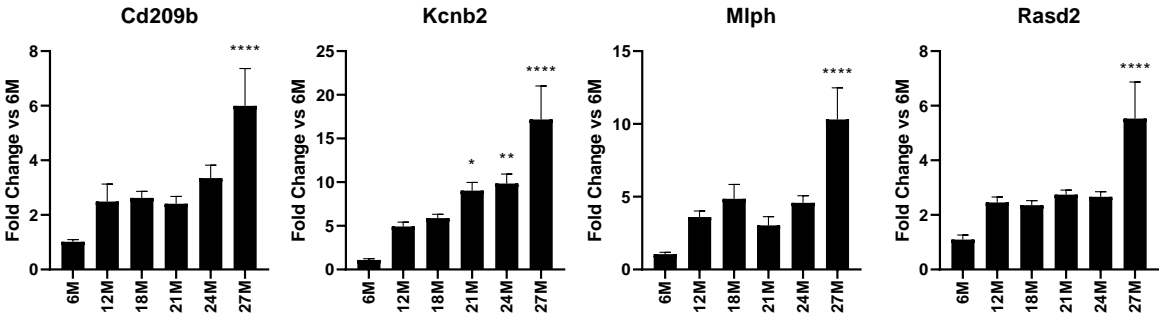

Diaphragm Male Mouse Top Downregulated Genes

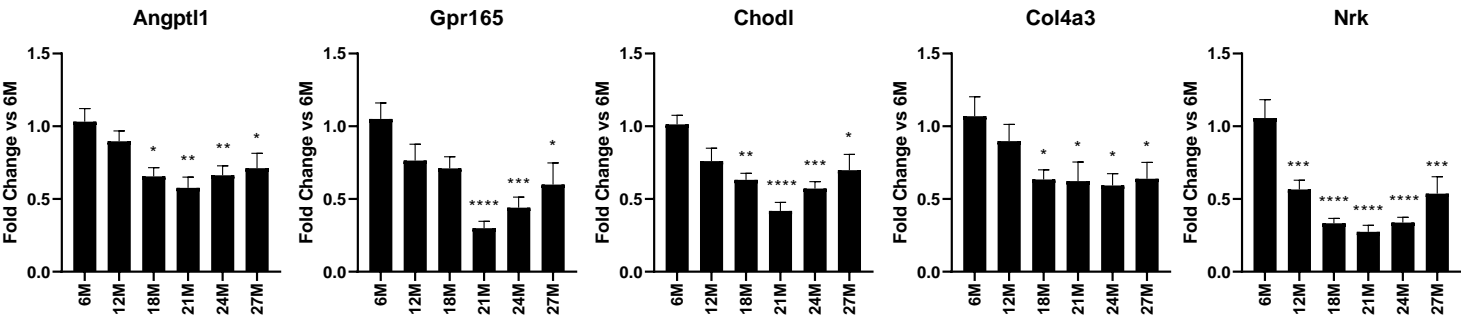

# Supplemental Figure 10

## C) Gastrocnemius Female Mouse Top Upregulated Genes

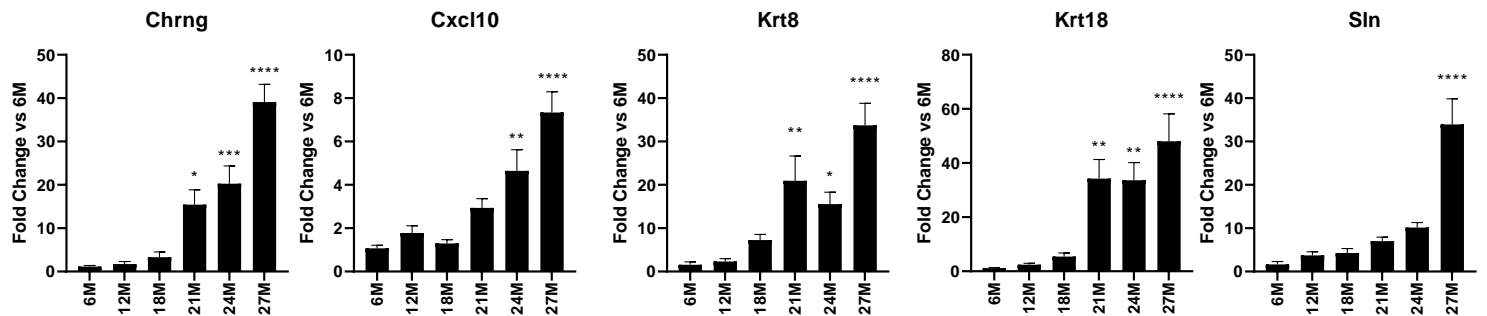

## Gastrocnemius Female Mouse Top Downregulated Genes

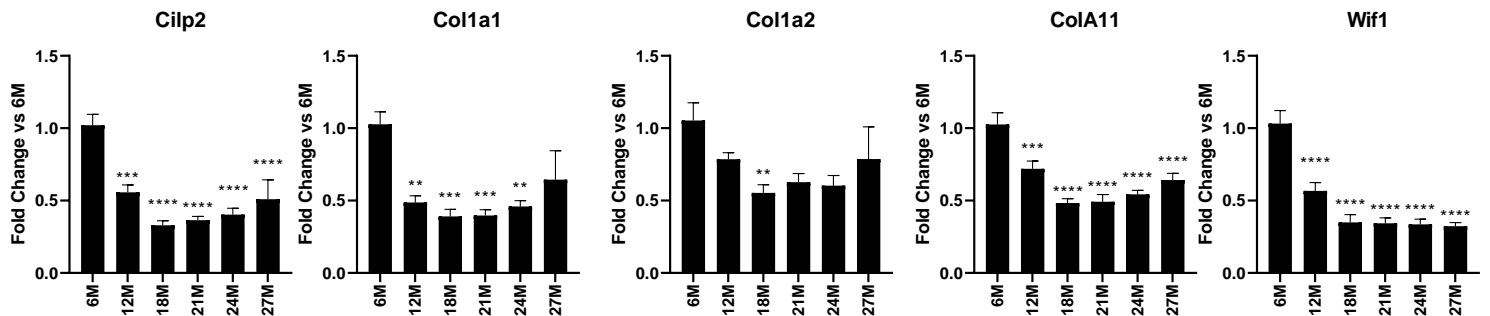

## Tibialis Anterior Female Mouse Top Upregulated Genes

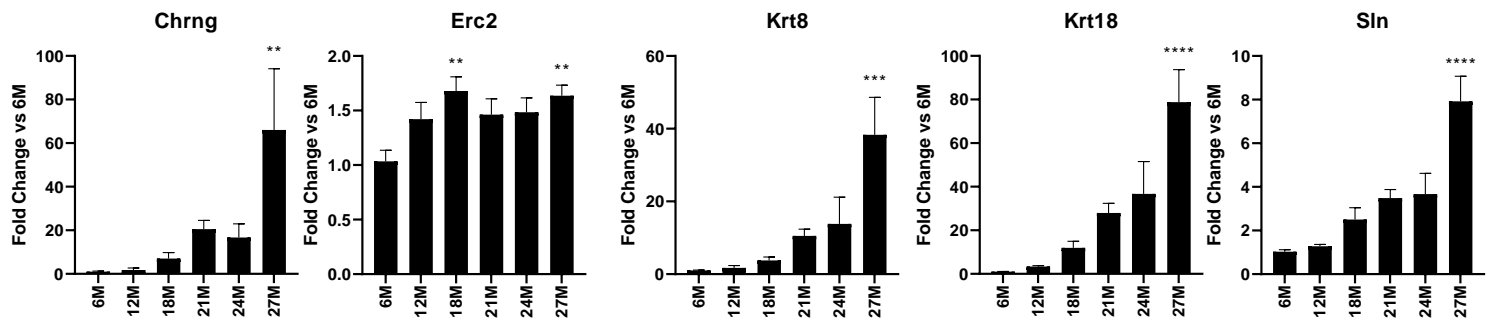

## Tibialis Anterior Female Mouse Top Downregulated Genes

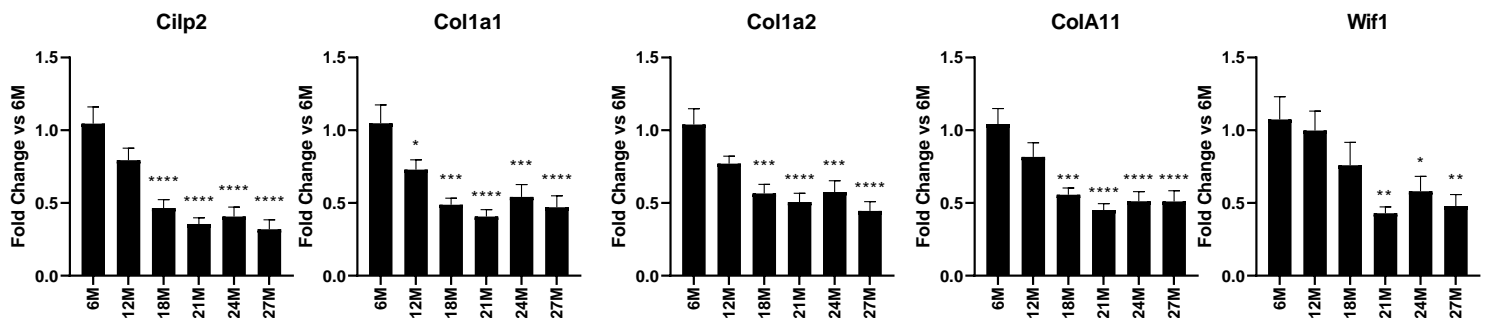

Supplemental Figure 10

D) Soleus Female Mouse Top Upregulated Genes

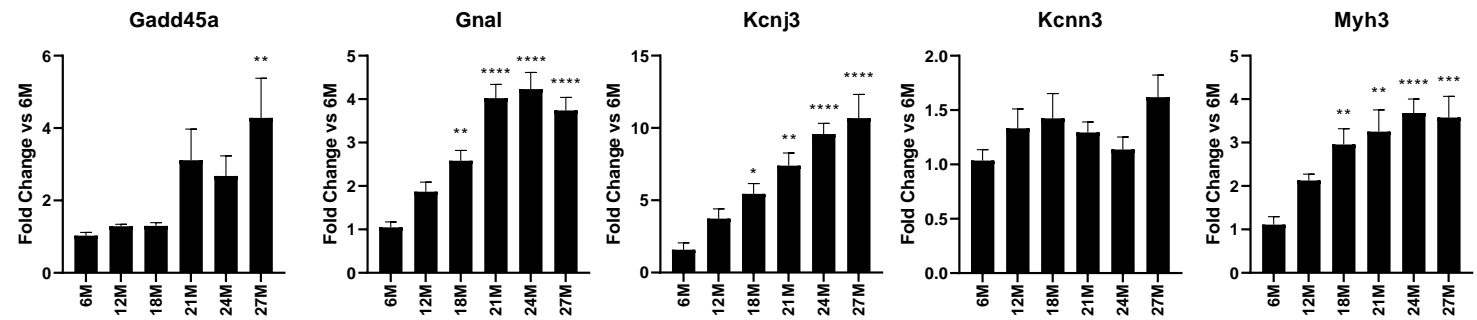

Soleus Female Mouse Top Downregulated Genes

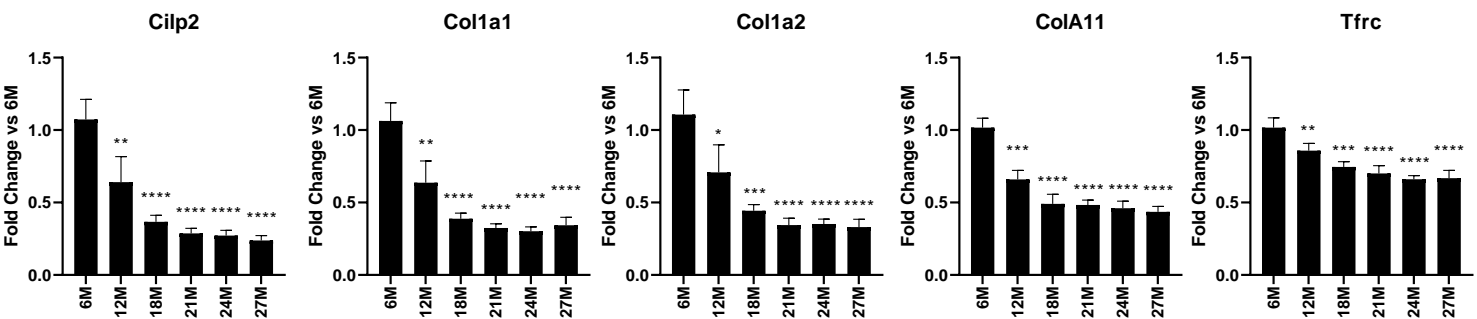

Diaphragm Female Mouse Top Upregulated Genes

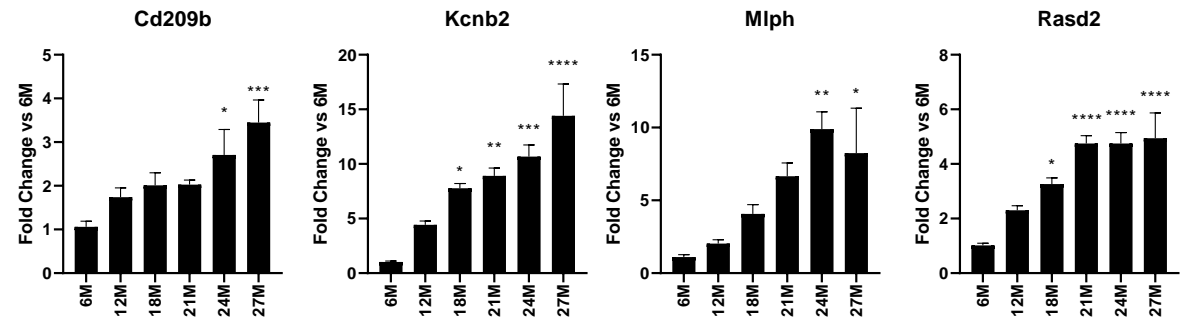

Diaphragm Female Mouse Top Downregulated Genes

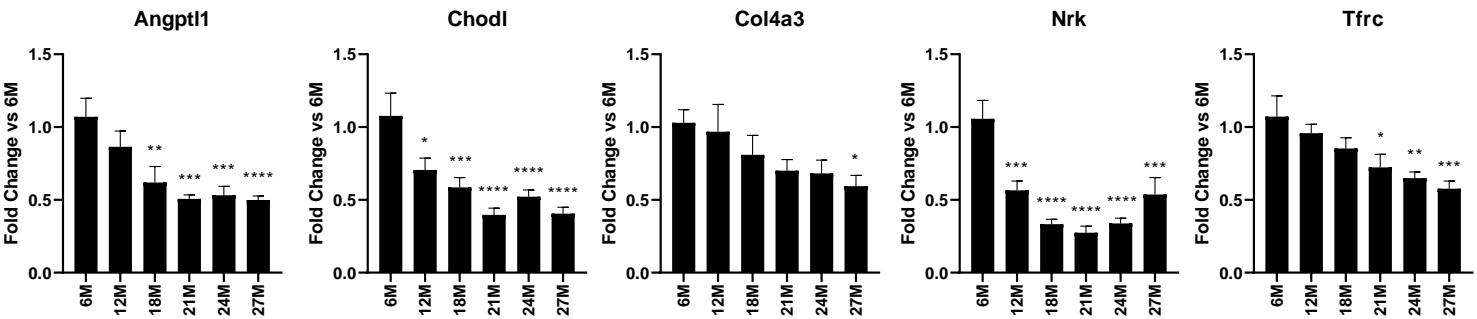

Supplemental Figure 11

A) **Gastronemius Male Rat Top Upregulated Genes**

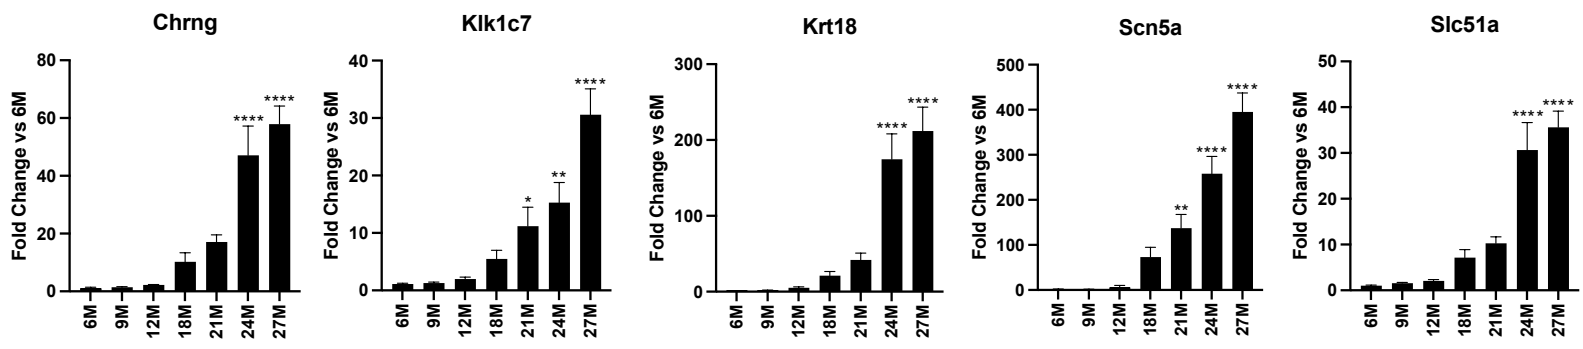

**Gastronemius Male Rat Top Downregulated Genes**

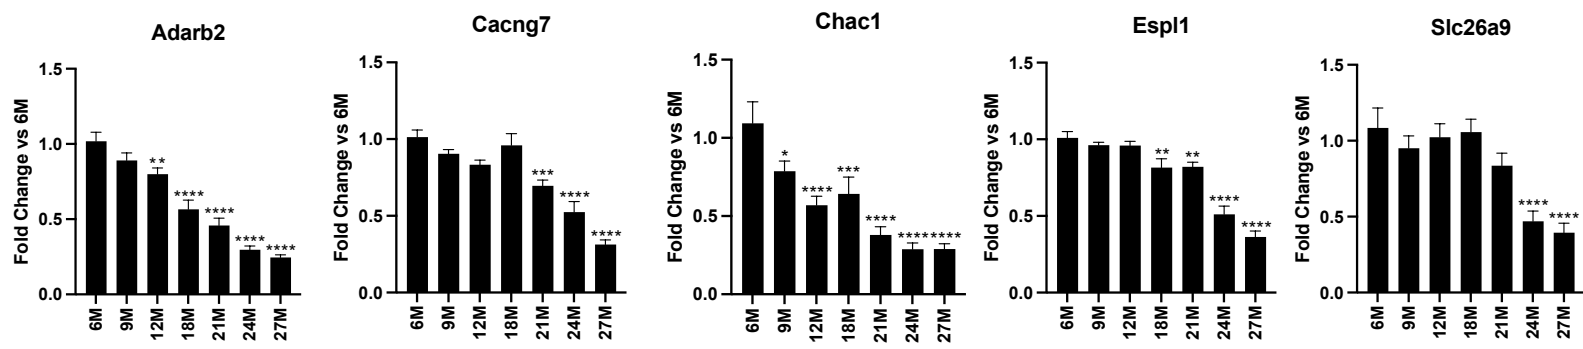

**Tibialis Anterior Male Rat Top Upregulated Genes**

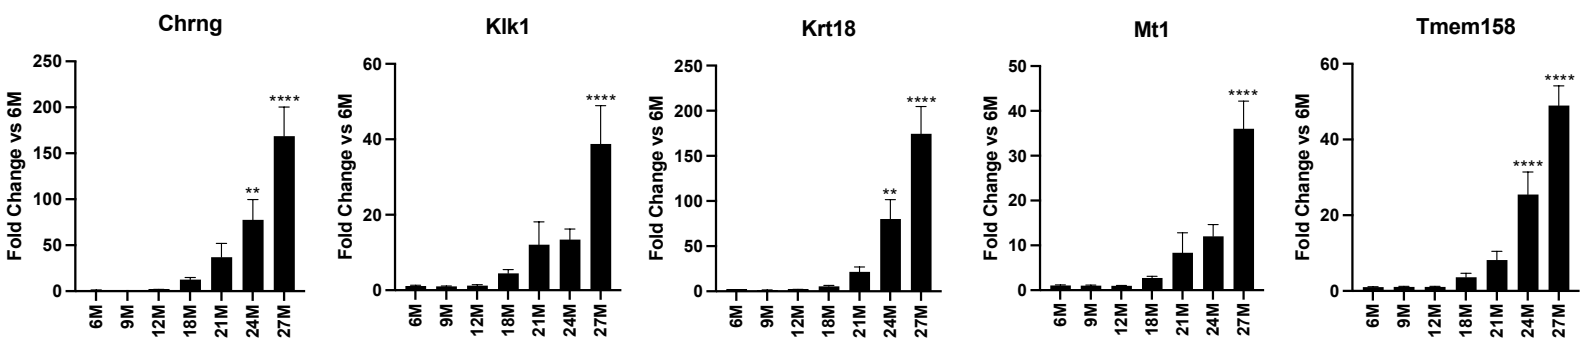

**Tibialis Anterior Male Rat Top Downregulated Genes**

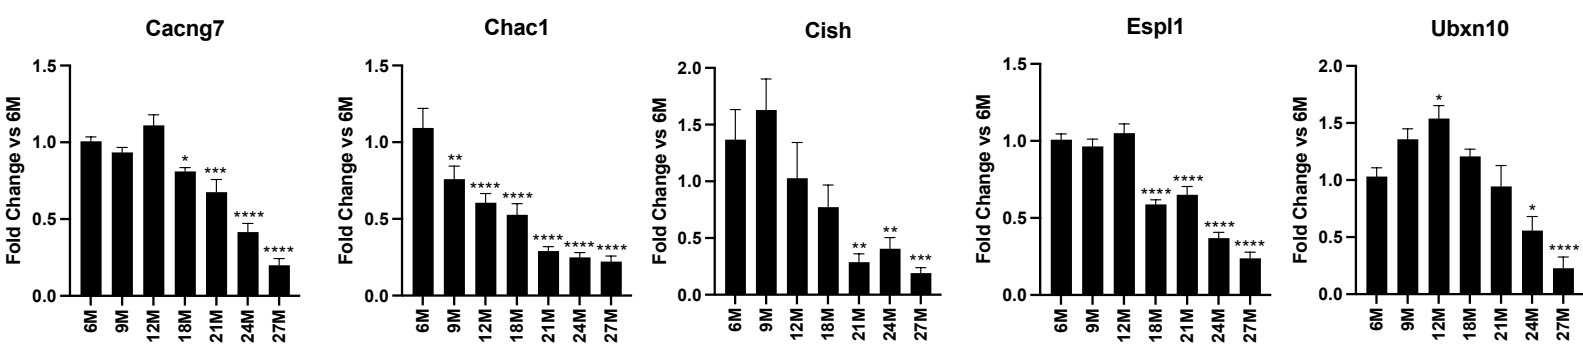

Supplemental Figure 11

B)

Soleus Male Rat Top Upregulated Genes

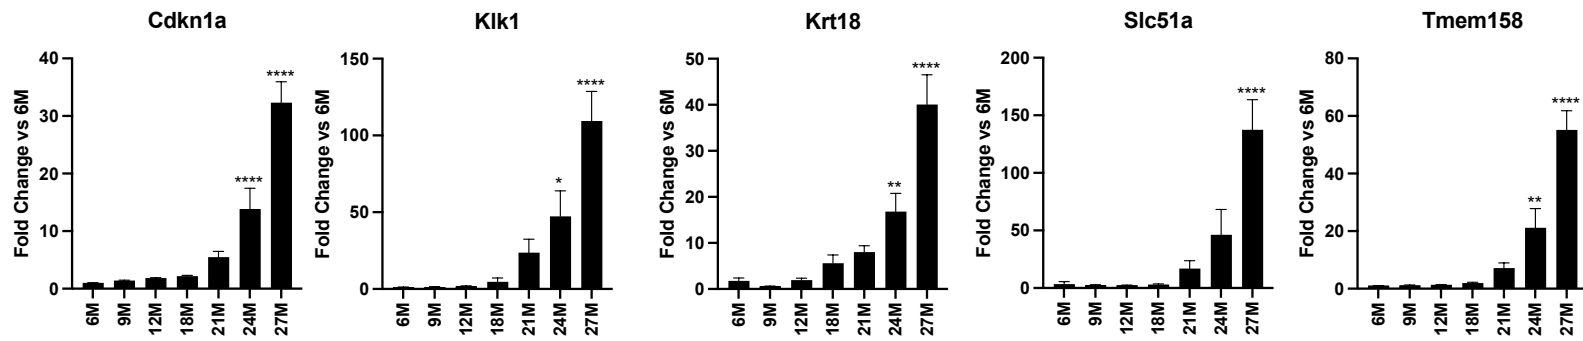

Soleus Male Rat Top Downregulated Genes

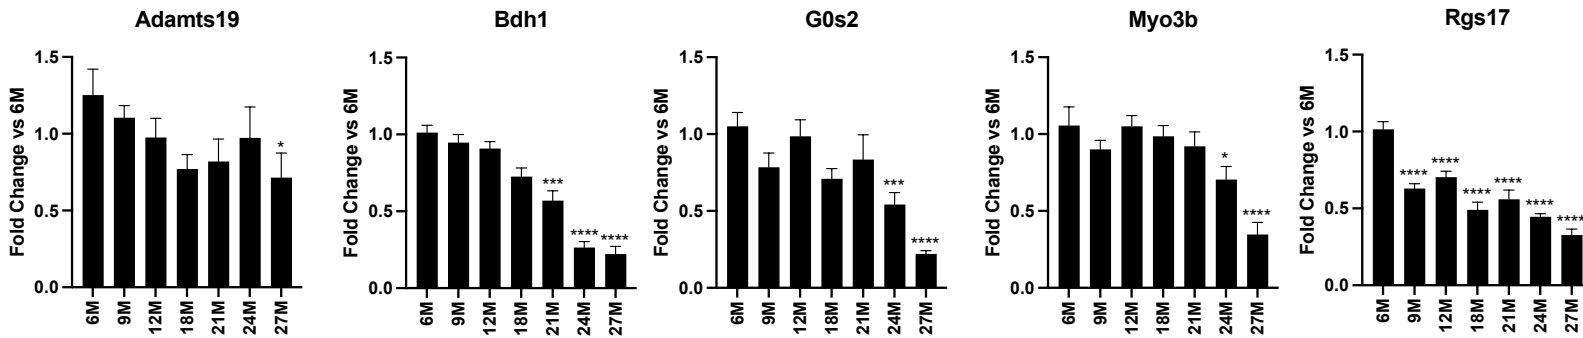

Diaphragm Male Rat Top Upregulated Genes

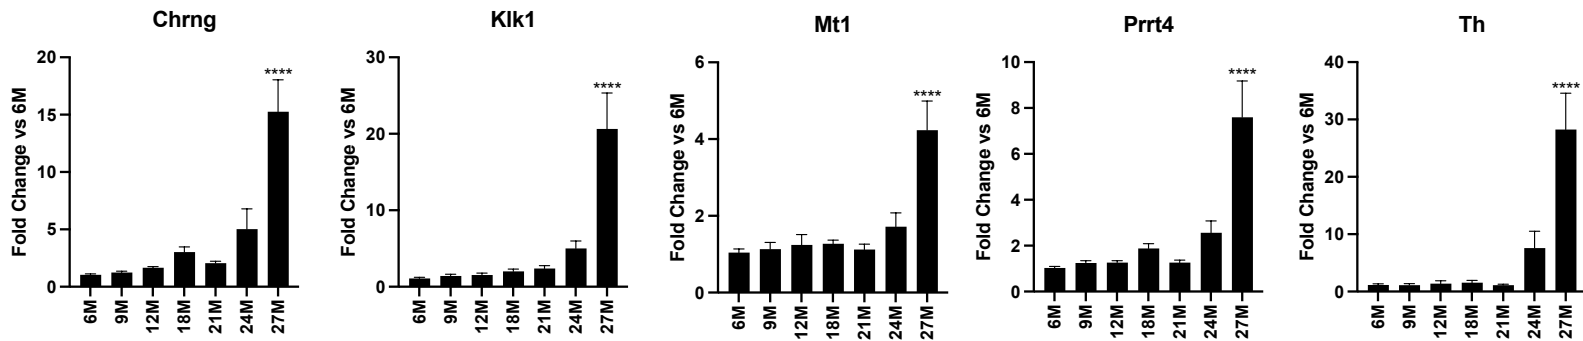

Diaphragm Male Rat Top Downregulated Genes

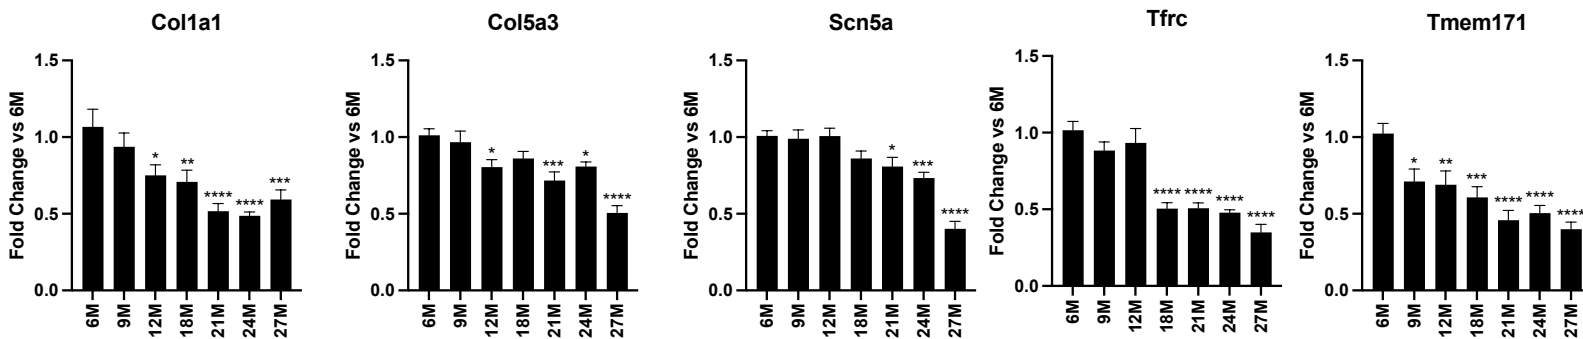

Supplemental Figure 12

A) **Gastrocnemius Male Mouse Transcription Factors**

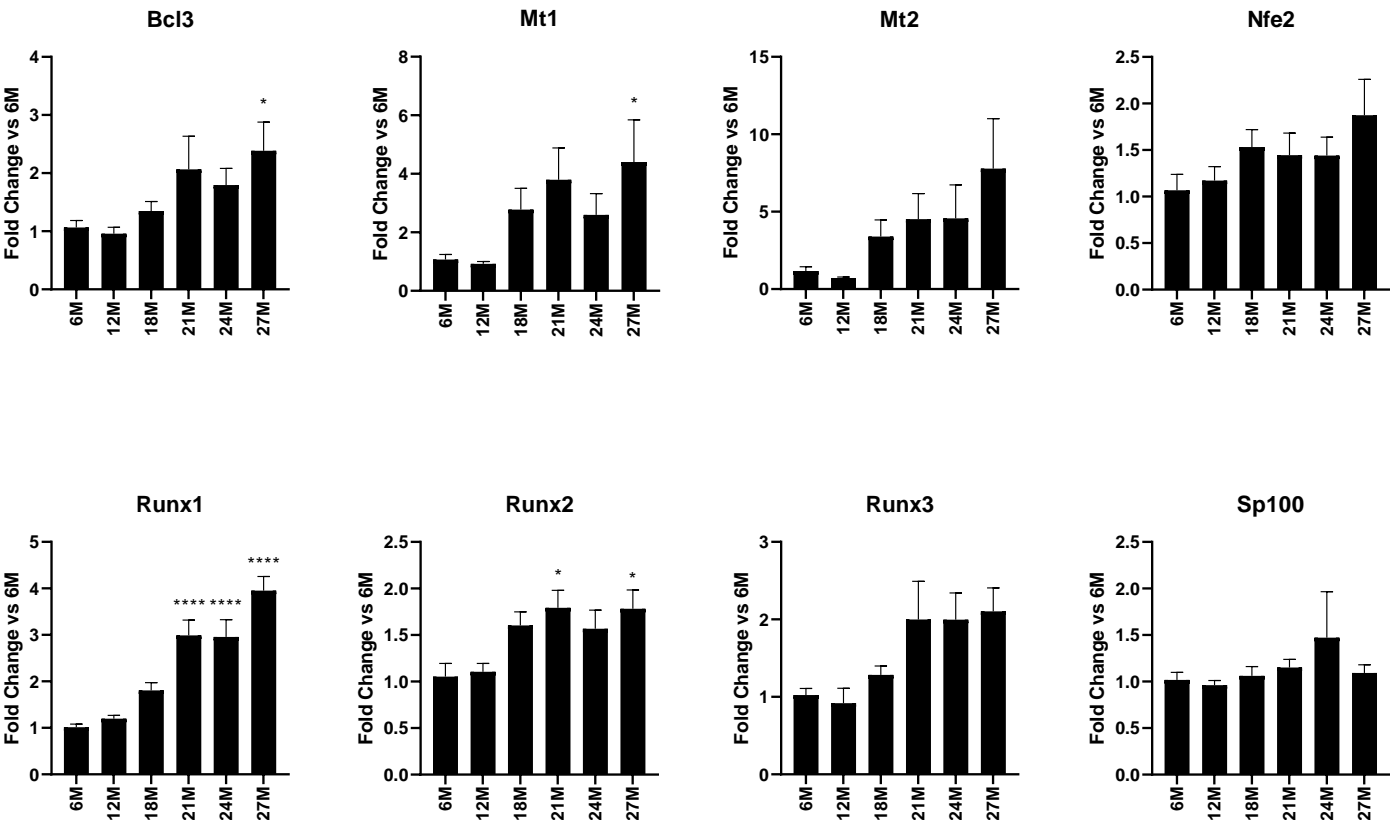

**Tibialis Anterior Male Mouse Transcription Factors**

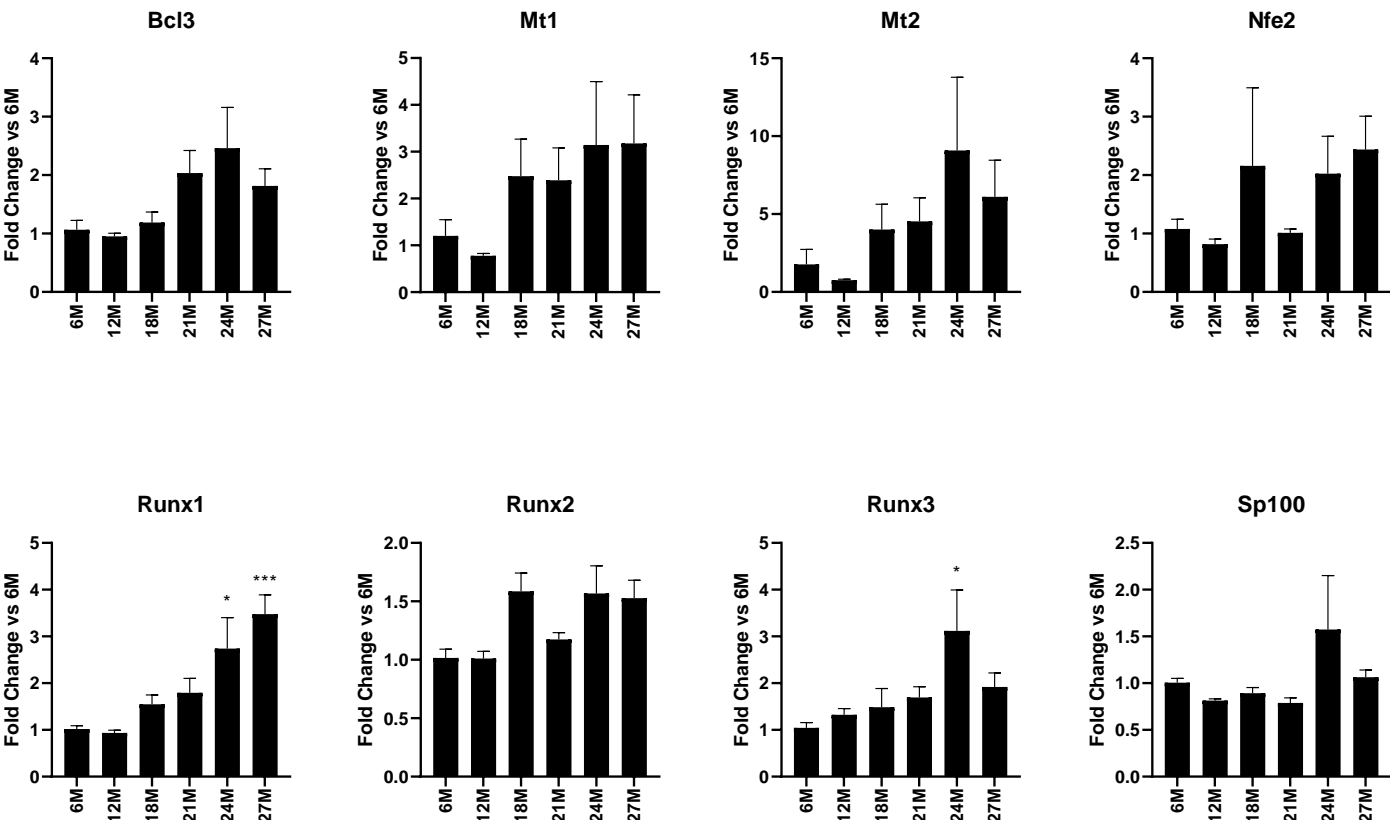

Supplemental Figure 12

B) Soleus Male Mouse Transcription Factors

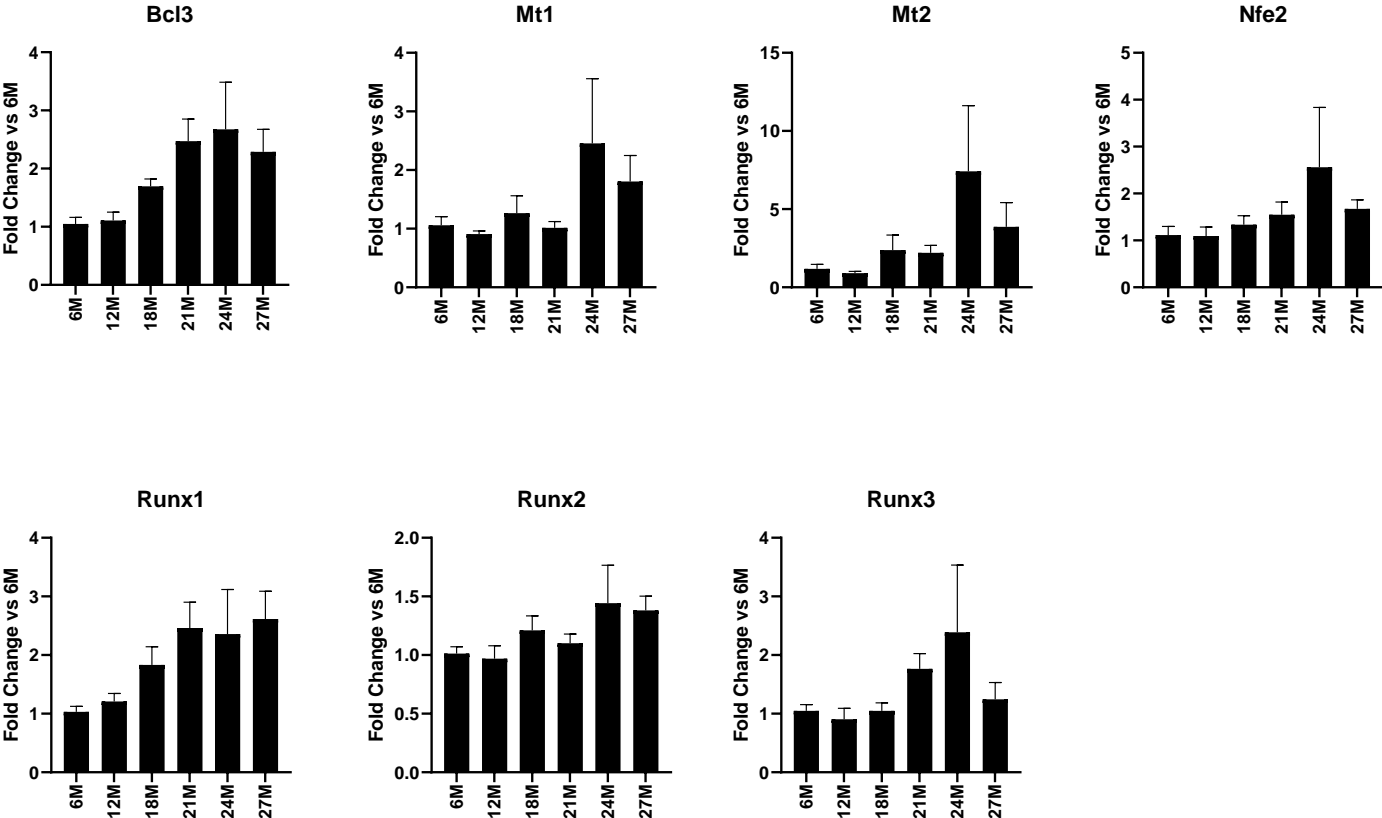

Diaphragm Male Mouse Transcription Factors

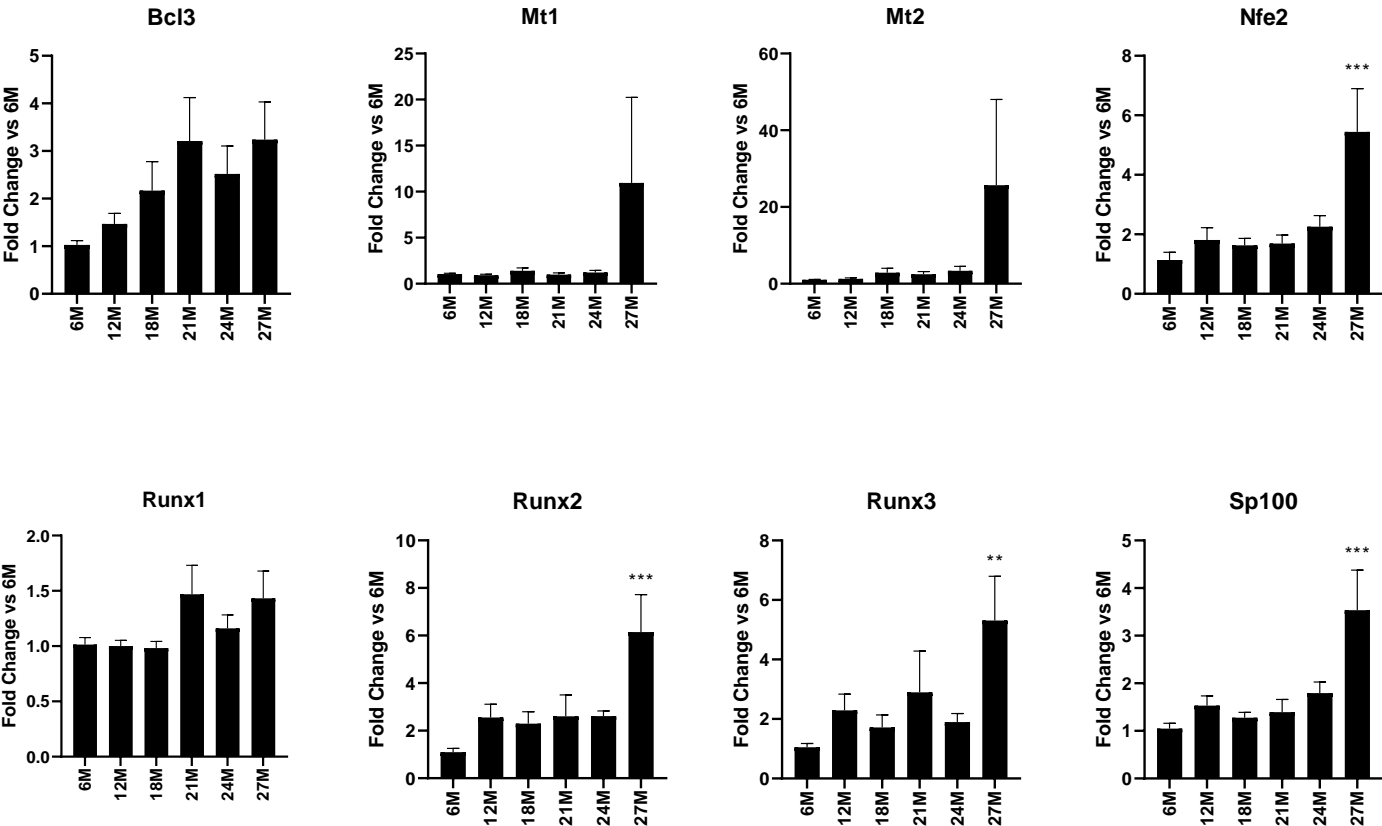

Supplemental Figure 12

C) Gastrocnemius Female Mouse Transcription Factors

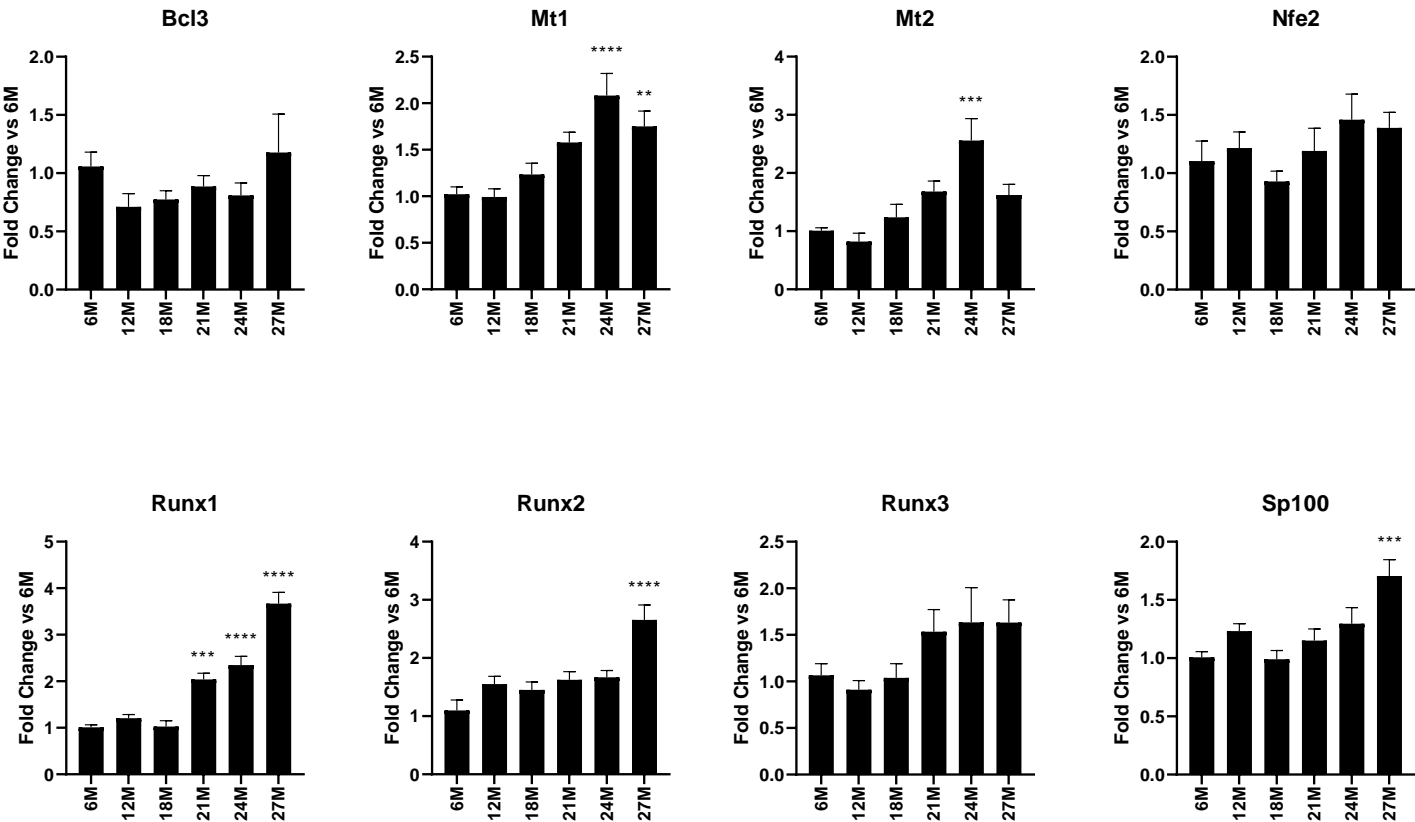

Tibialis Anterior Female Mouse Transcription Factors

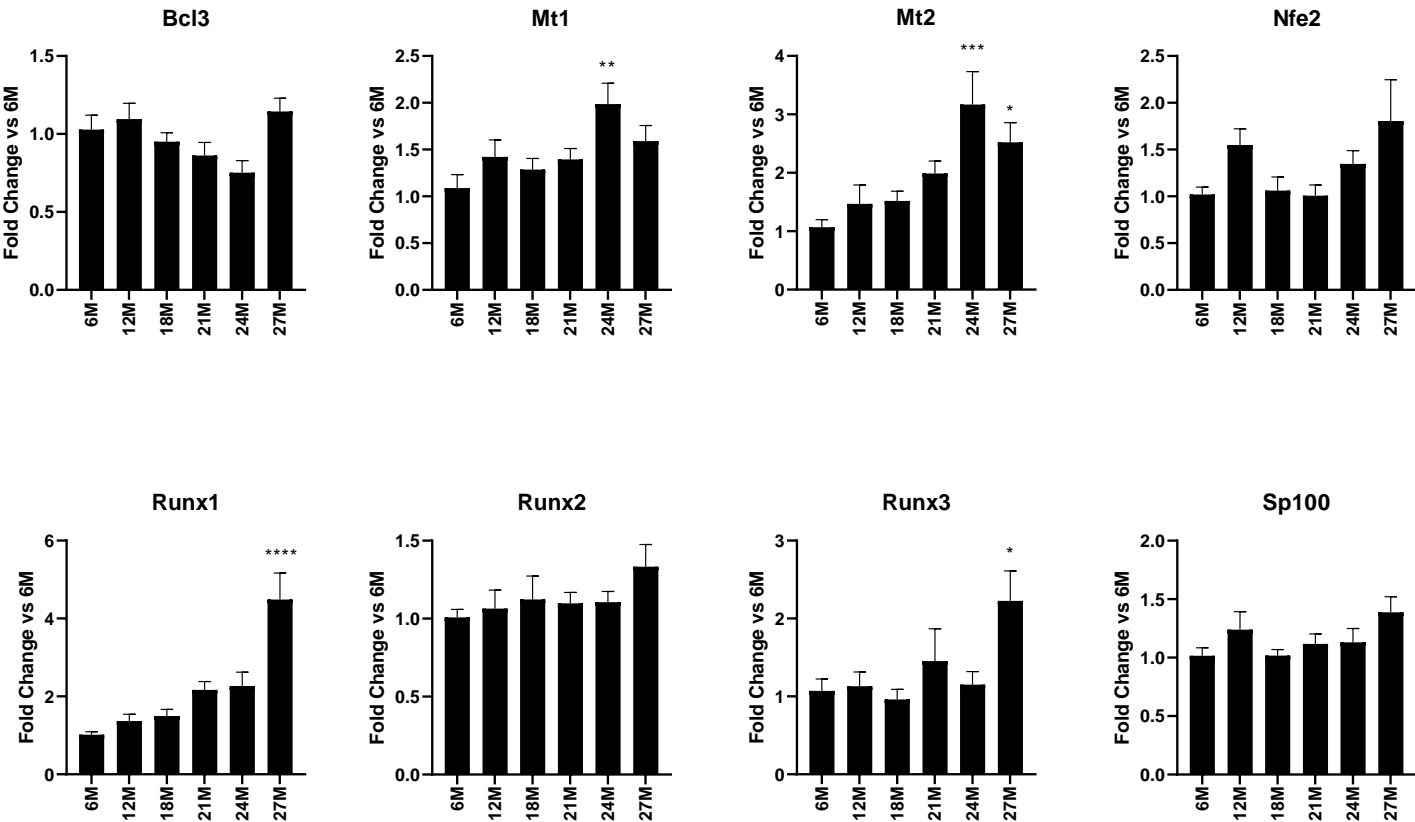

Supplemental Figure 12

D) Soleus Female Mouse Transcription Factors

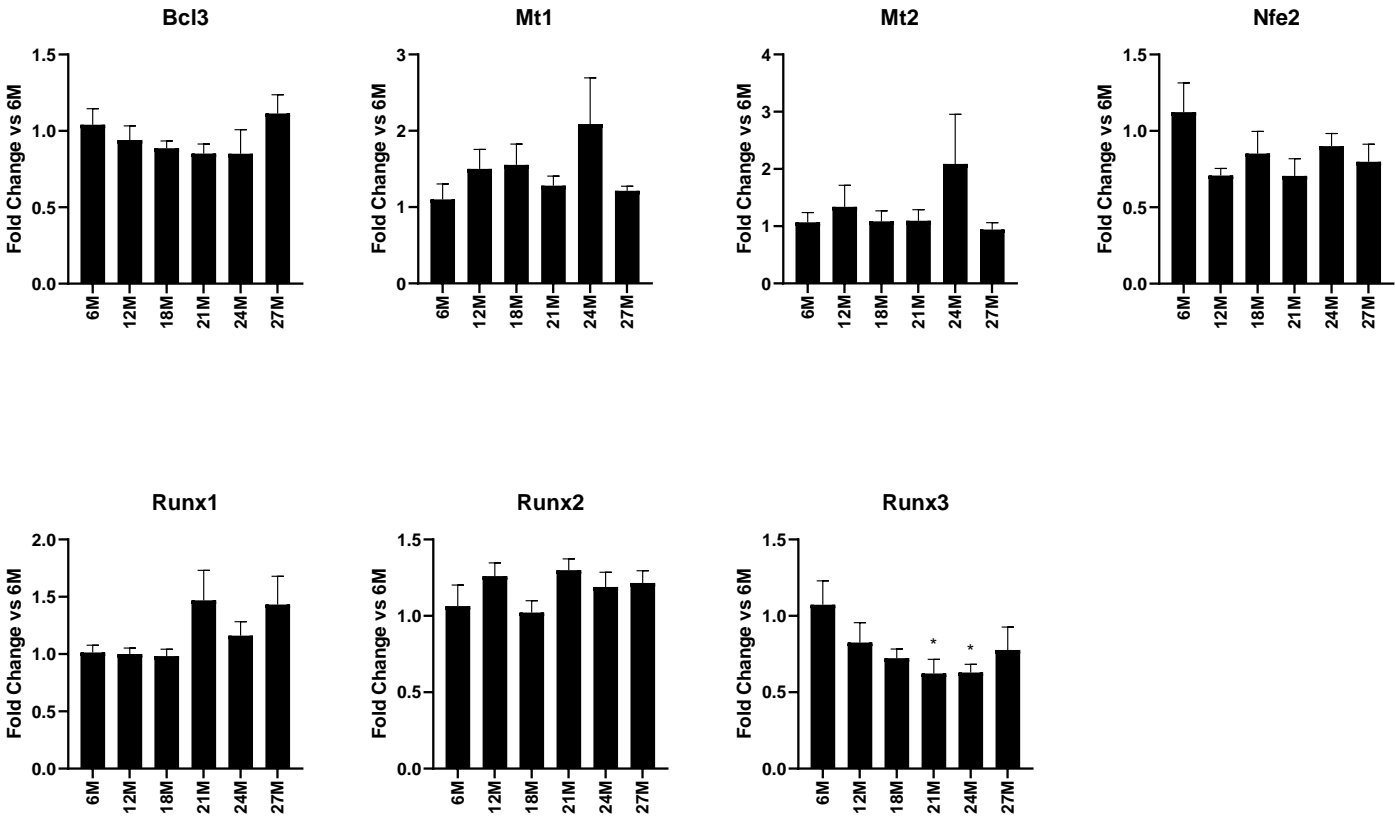

Diaphragm Female Mouse Transcription Factors

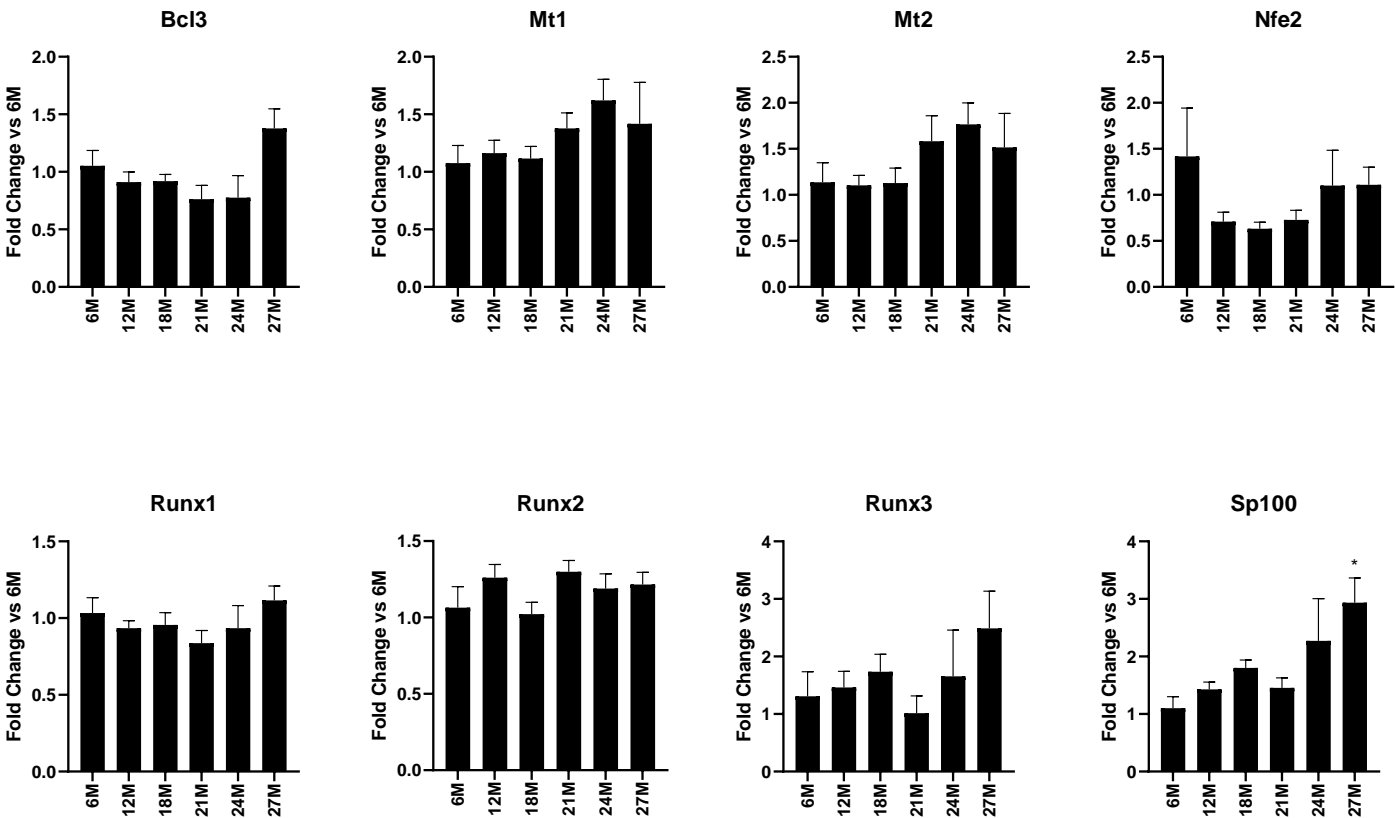

Supplemental Figure 13

A)

Gastrocnemius Male Rat Transcription Factors

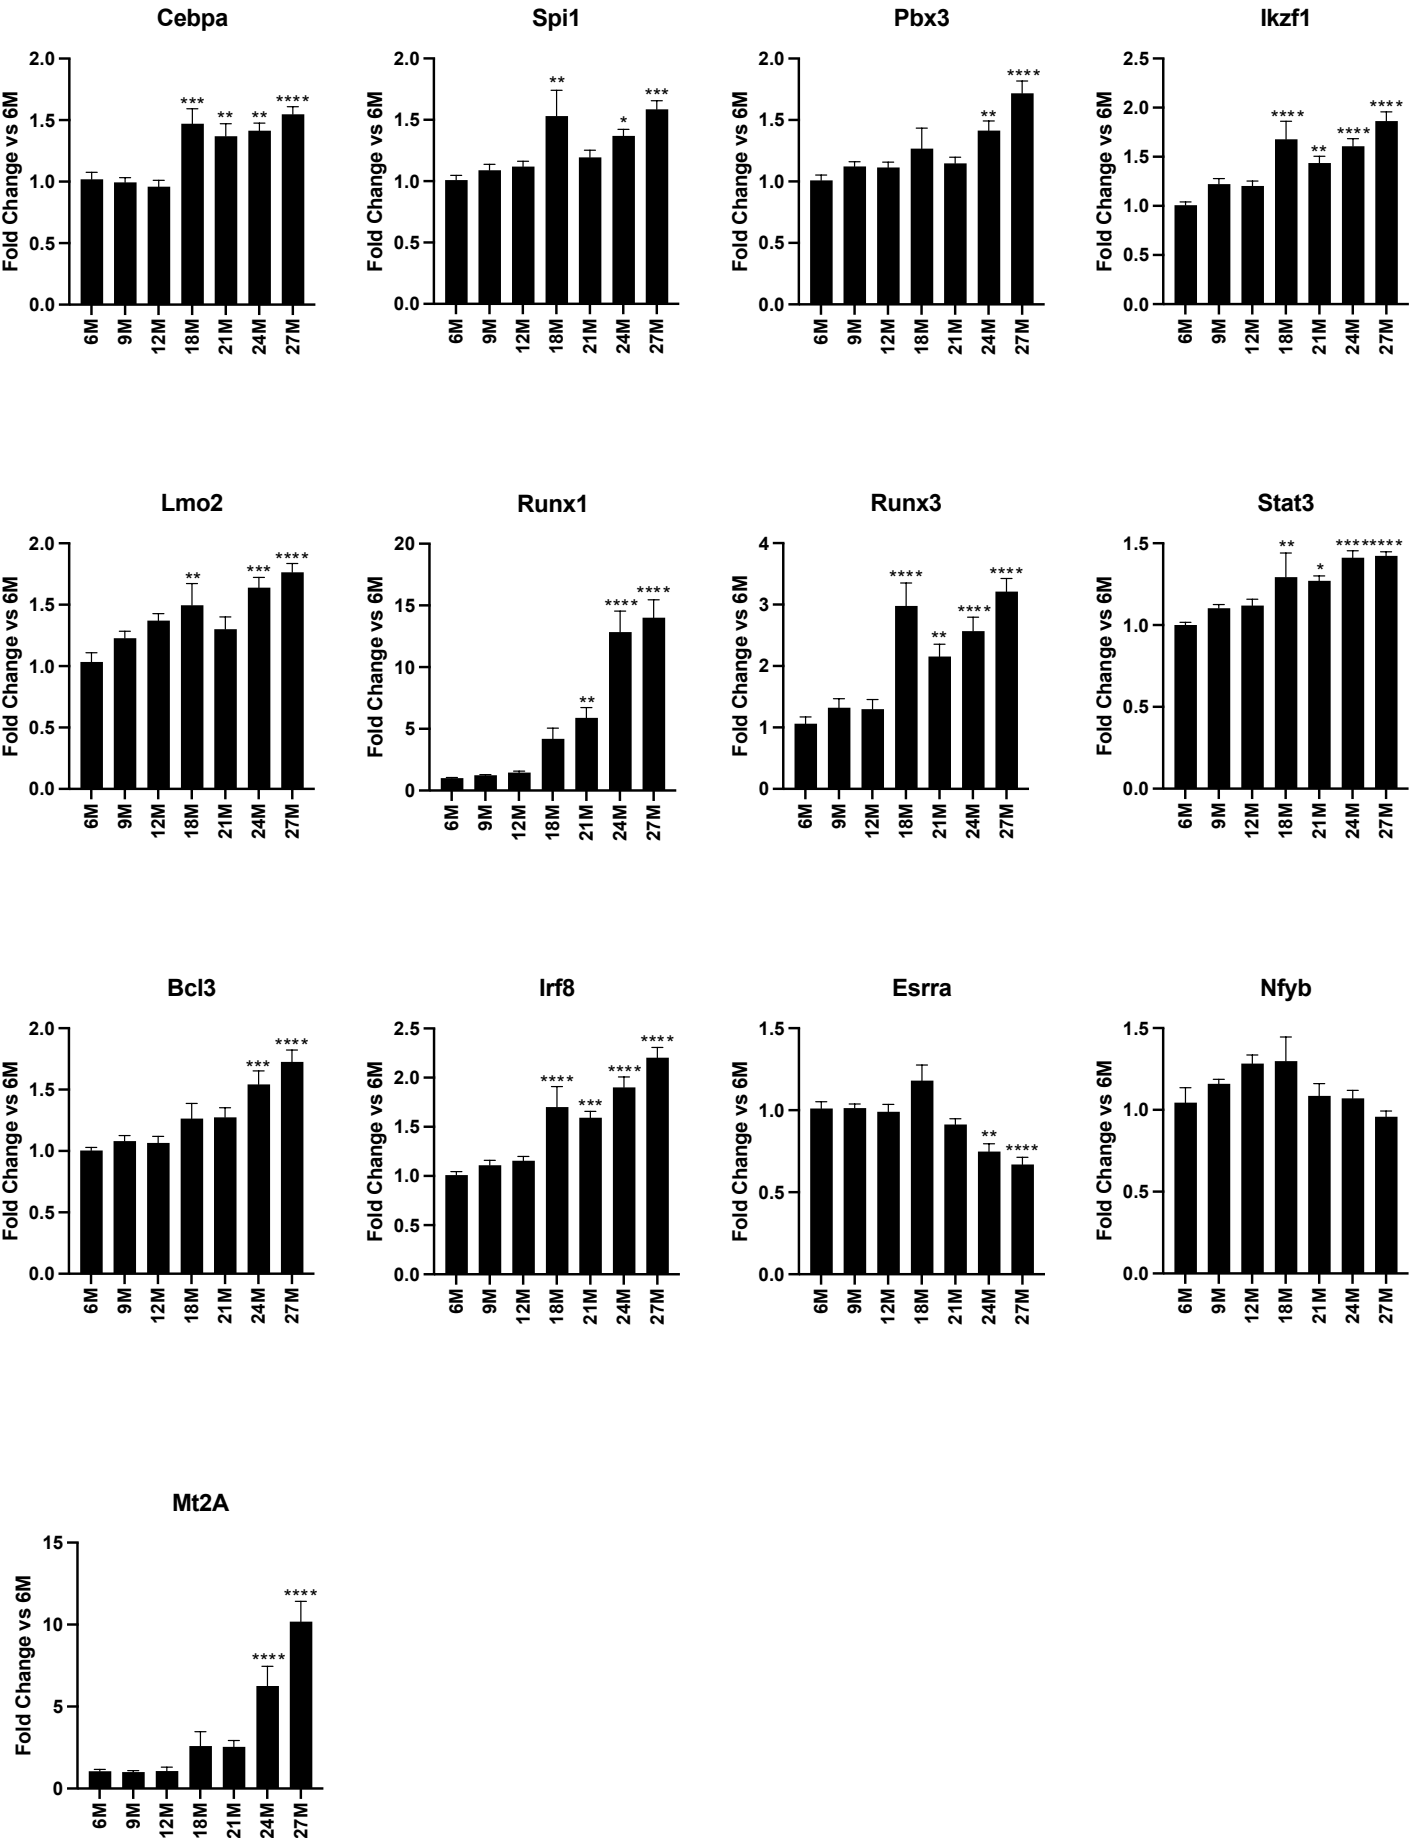

Supplemental Figure 13

B)

Tibialis Anterior Male Rat Transcription Factors

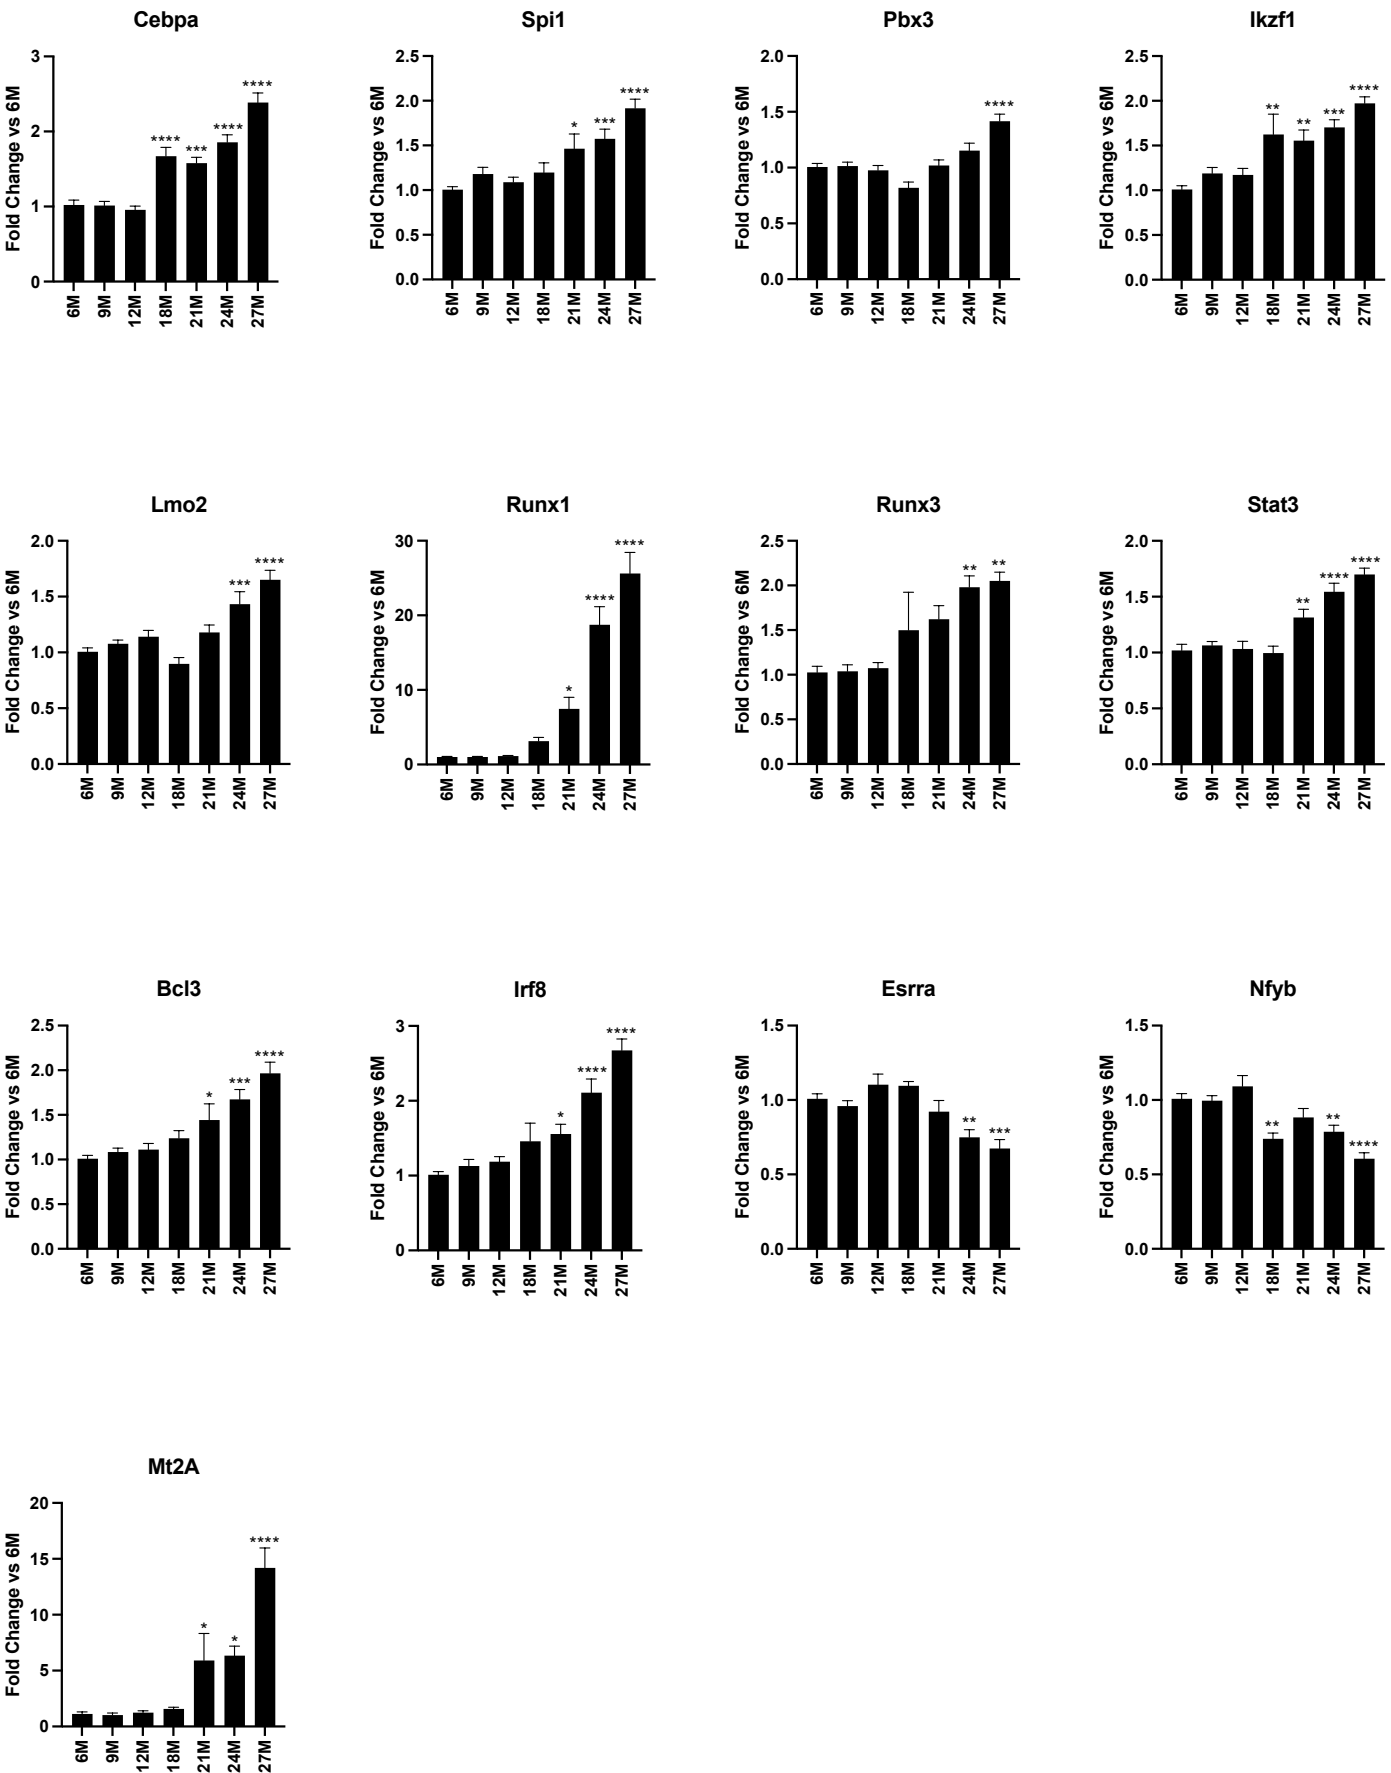

Supplemental Figure 13

C)

Soleus Male Rat Transcription Factors

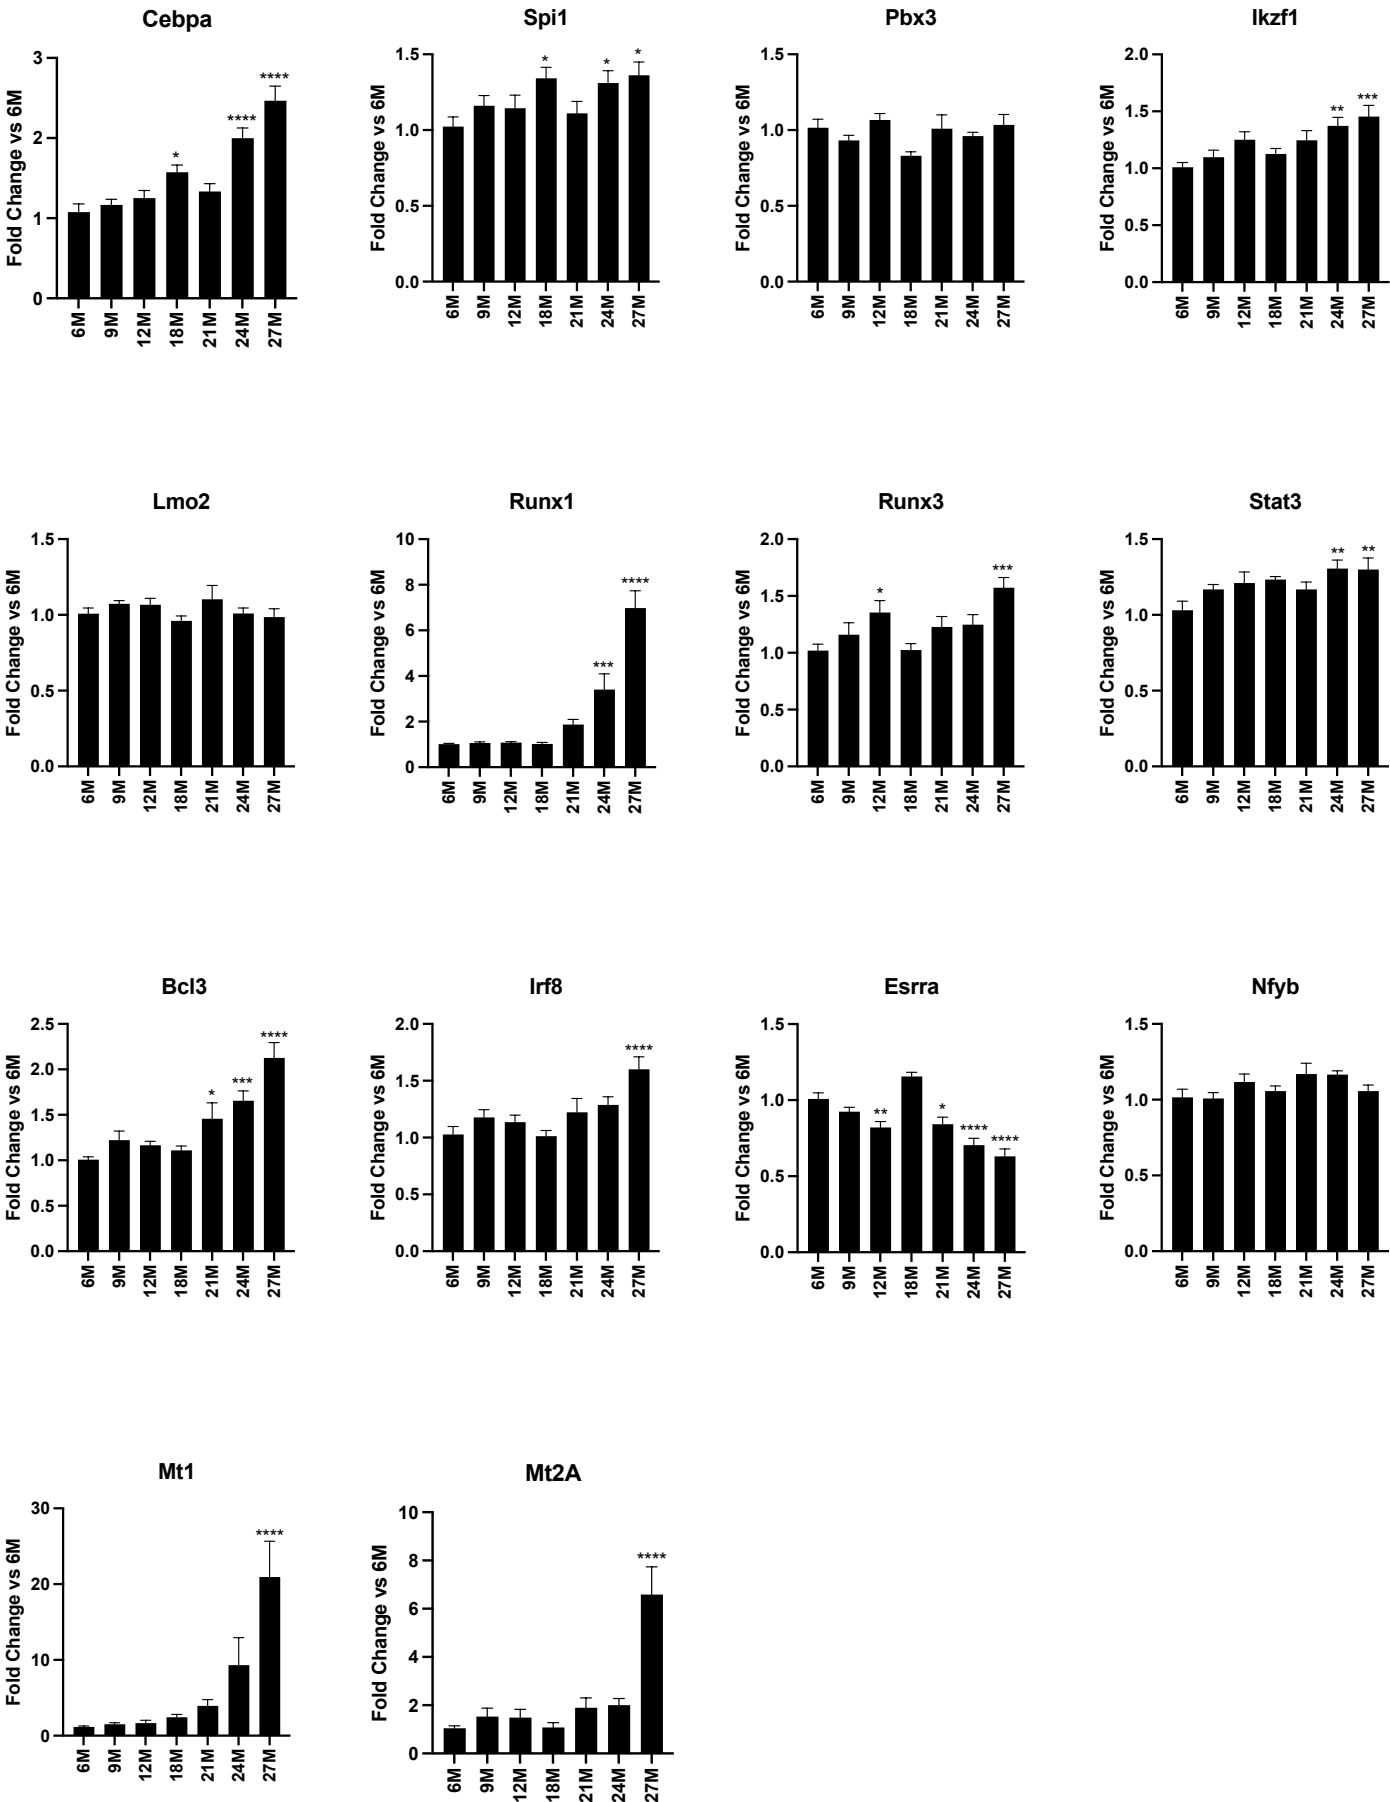

Supplemental Figure 13

D)

Diaphragm Male Rat Transcription Factors

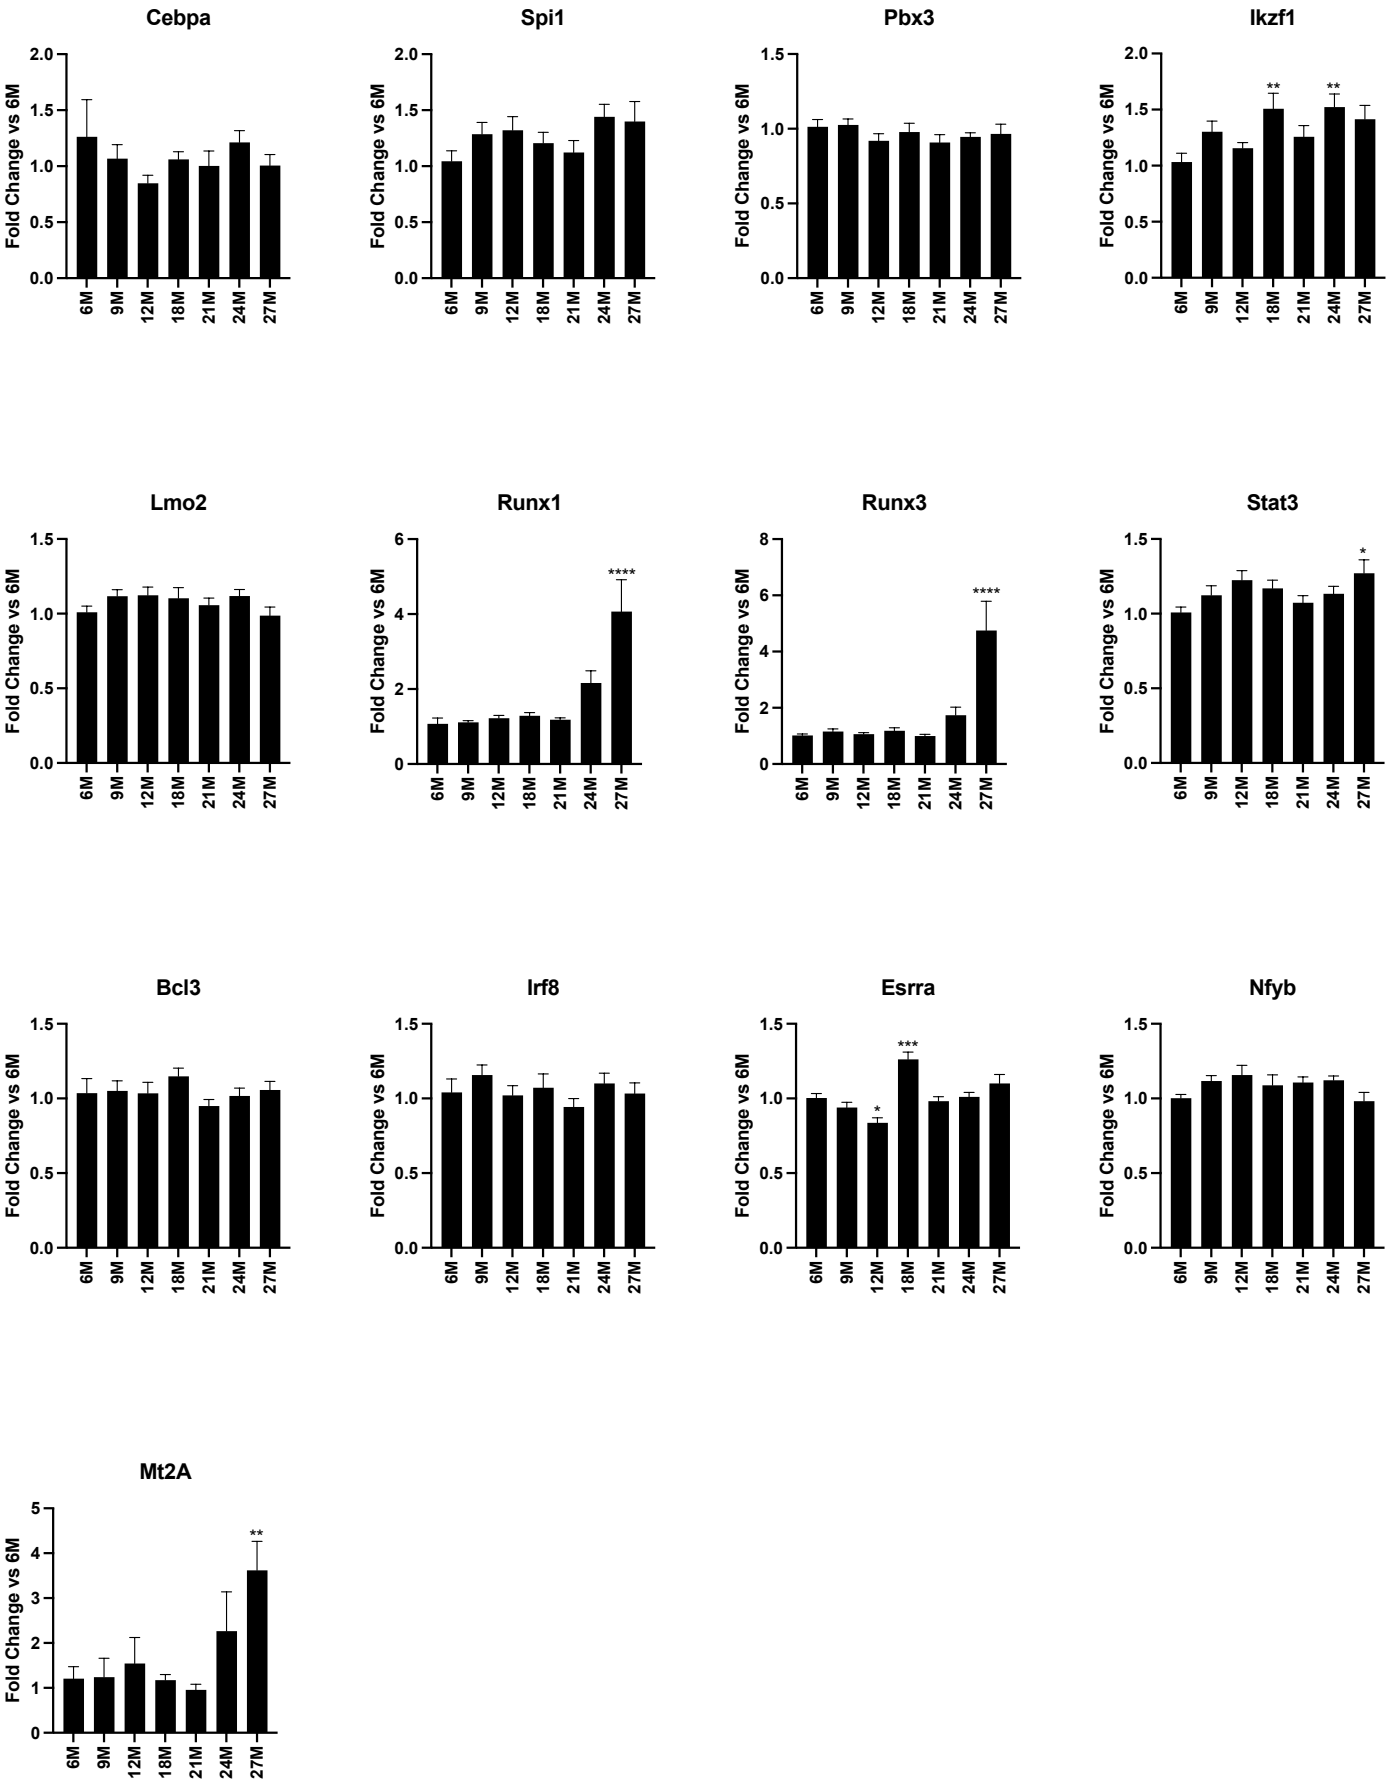

**Supplement:** Supplementary file 1 — Additional file 1: Table S1. Number of samples for individual muscles in male rats and male and female mice. Number of samples corresponds to the number of animals. E.g. 12 muscles are collected from 12 animals. Table S2. Fold change and adjusted p values of age-related genes in skeletal muscles of rats and mice. Table S3. Probe and primer sequences used for RT-qPCR in mice. Highlighted genes were used as reference genes. Table S4. Probe and primer sequences used for RT-qPCR in rats. Highlighted genes were used as reference genes. Figure S1. Numbers of age-related genes under a stringent cutoff. Figure S2. Gastrocnemius, tibialis anterior and soleus muscle weights in male and female C57Bl6J mice (A, B) and male Sprague Dawley rats (C). Figure S3. Numbers of age-related genes in rat muscles, using lower animal numbers. Figure S4. Numbers of linear and logistic age-related genes in diaphragm, gastrocnemius, soleus and tibialis anterior muscles from female mice. Figure S5. Under stricter examination, rat muscles still enrich for more age-related up-regulated pathways. Figure S6. Age-related genes in male rats and male mice that are associated with immune (A) and mitochondrial (B) pathways. Figure S7. Pathways enriched by age-related genes that were shared between male and female mice. Figure S8. Under stricter examination, rat muscles still enrich for more age-related down-regulated pathways. Figure S9. Transcription factors (TFs) associated with pathways enriched by age-related genes. Figure S10. RT-qPCR validation of top five up- and down-regulated genes in skeletal muscles from male (A and B) and female (C and D) mice. Figure S11. RT-qPCR validation of top five up- and down-regulated genes in skeletal muscles from rats. Figure S12. RT-qPCR validation of transcription factors identified in mice (selected from Figure S9A). Figure S13. RT-qPCR validation of transcription factors identified in rats (selected from Figure S9B).

# Supplementary material for: Age-related gene expression signatures from limb skeletal muscles and the diaphragm in mice and rats reveal common and species-specific changes
**Source:** Skelet Muscle. 2023 Jul 12;13:11. doi: 10.1186/s13395-023-00321-3
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. Number of samples for individual muscles in male rats and male and female mice. Number of samples corresponds to the number of animals. E.g. 12 muscles are collected from 12 animals. Table S2. Fold change and adjusted p values of age-related genes in skeletal muscles of rats and mice. Table S3. Probe and primer sequences used for RT-qPCR in mice. Highlighted genes were used as reference genes. Table S4. Probe and primer sequences used for RT-qPCR in rats. Highlighted genes were used as reference genes. Figure S1. Numbers of age-related genes under a stringent cutoff. Figure S2. Gastrocnemius, tibialis anterior and soleus muscle weights in male and female C57Bl6J mice (A, B) and male Sprague Dawley rats (C). Figure S3. Numbers of age-related genes in rat muscles, using lower animal numbers. Figure S4. Numbers of linear and logistic age-related genes in diaphragm, gastrocnemius, soleus and tibialis anterior muscles from female mice. Figure S5. Under stricter examination, rat muscles still enrich for more age-related up-regulated pathways. Figure S6. Age-related genes in male rats and male mice that are associated with immune (A) and mitochondrial (B) pathways. Figure S7. Pathways enriched by age-related genes that were shared between male and female mice. Figure S8. Under stricter examination, rat muscles still enrich for more age-related down-regulated pathways. Figure S9. Transcription factors (TFs) associated with pathways enriched by age-related genes. Figure S10. RT-qPCR validation of top five up- and down-regulated genes in skeletal muscles from male (A and B) and female (C and D) mice. Figure S11. RT-qPCR validation of top five up- and down-regulated genes in skeletal muscles from rats. Figure S12. RT-qPCR validation of transcription factors identified in mice (selected from Figure S9A). Figure S13. RT-qPCR validation of transcription factors identified in rats (selected from Figure S9B).

**Supplemental table1 and Supplementary figure legends**

**Table S1.** Number of samples for individual muscles in male rats and male and female mice. Number of samples corresponds to the number of animals. E.g. 12 muscles are collected from 12 animals.

**Number of samples**

|  | 6 months | 9 months | 12 months | 18 months | 21 months | 24 months | 27 months |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Rat diaphragm, male | 12 | 11 | 12 | 12 | 12 | 12 | 12 |  |
| Rat gastrocnemius, male | 10 | 12 | 11 | 11 | 9 | 9 | 11 |  |
| Rat soleus, male | 12 | 12 | 12 | 12 | 12 | 12 | 12 |  |
| Rat tibialis anterior, male | 12 | 12 | 12 | 12 | 13 | 12 | 12 |  |
| Mouse diaphragm, male | 8 | 0 | 7 | 6 | 6 | 10 | 10 |  |
| Mouse gastrocnemius, male | 8 | 0 | 8 | 8 | 8 | 10 | 10 |  |
| Mouse soleus, male | 8 | 0 | 8 | 8 | 8 | 10 | 10 |  |
| Mouse tibialis anterior, male | 8 | 0 | 8 | 8 | 8 | 10 | 10 |  |
| Mouse diaphragm, female | 8 | 0 | 7 | 7 | 8 | 10 | 10 |  |
| Mouse gastrocnemius, female | 8 | 0 | 8 | 8 | 8 | 10 | 10 |  |
| Mouse soleus, female | 8 | 0 | 8 | 8 | 8 | 9 | 10 |  |
| Mouse tibialis anterior, female | 8 | 0 | 8 | 7 | 8 | 10 | 10 |  |

**Table S2.** Fold change and adjusted p values of age-related genes in skeletal muscles of rats and mice*.*

**Table S3.** Probe and primer sequences used for RT-qPCR in mice. Highlighted genes were used as reference genes.

**Table S4.** Probe and primer sequences used for RT-qPCR in rats. Highlighted genes were used as reference genes.

**Figure S1. Numbers of age-related genes under a stringent cutoff.** Age-related genes identified in the main manuscript (**Figure 2B**) were derived using a “default cutoff”, whereby we required the BIC score of age-related genes to be smaller than the BIC score of the null model by more than 6. In addition, we required that the BIC score of logistic genes was smaller than that of linear genes by more than 2. Here we employed a more “stringent cutoff”, where we increased the two aforementioned numbers to 10 and 4 respectively.

**Figure S2. Gastrocnemius, tibialis anterior and soleus muscle weights in male and female C57Bl6J mice (A,B) and male Sprague Dawley rats (C).** The X axes show the age of animals (months) and the Y axes show muscle weights (grams). For mice, each value represents the average of two muscle weights from the left and the right leg. For rats, each value represents the absolute muscles weight from the left leg. Data are mean ± standard deviation. Statistical significance was determined by a one-way ANOVA followed by Tukey’s multiple comparison tests. The black lines over the data bars show comparisons between 24 month and all other ages. In addition, the red lines in C show pairwise comparisons between two closest ages (e.g. 6 to 9; 9 to 12; 12 to 18 etc.) using unpaired t-tests. Asterisks denote significance as follows: * p<0.5; ** p<0.01; ** p<0.001; *** p<0.0001

**Figure S3. Numbers of age-related genes in rat muscles, using lower animal numbers.** For each rat skeletal muscle, we randomly picked 8 animals from each age group and searched for age-related genes. This strategy was used to match animal numbers used in rats with those in mice. After down sizing the groups, each muscle carries 2,016 age-related genes on average.

**Figure S4. Numbers of linear and logistic age-related genes in diaphragm, gastrocnemius, soleus and tibialis anterior muscles from female mice. (A)** Numbers of age-related genes in each skeletal muscle. Red boxes represent up-regulated genes and green boxes represent down-regulated genes**. (B)** Venn diagrams showing overlaps (shared genes) between age-related genes in male and female muscles. P values are based on Fisher’s exact test and show that the overlap is significant. Venn diagrams in the top panel represent up-regulated genes, and in the bottom panel, down-regulated genes. Blue circles represent males and pink circles, females.

**Figure S5. Under stricter examination, rat muscles still enrich for more age-related up-regulated pathways.** We repeated the analysis in Figure 3, relaxing the criterion for age-related genes and removing potential confounding factors in gene and/or pathway annotations between the two species. We relaxed the criterion for the age-related gene discovery by reducing the minimal fold change requirement from 1.5 to 1.25 when comparing 6 month to any older age. To make a common annotation of genes between rat and mouse, we identified ~14k genes that have the same names in rat and mouse. Age-related genes that are not present in these 14k genes were excluded. To make a common pathway set, we took the mouse pathways and removed genes that were absent in the 14k genes. Following the same approach, we could have also used the rat pathways to generate a common pathway set. However, we did not do this because either choice yields unbiased results.

**Figure S6. Age-related genes in male rats and male mice that are associated with immune (A) and mitochondrial (B) pathways. (A)** A subset of linear-up genes (30 of 259 shared by ≥ 2 tissues) enriched to “immune system” theme shown in Figure 3. Each column for each muscle corresponds to the animals age increasing from left to right. Each row is a gene and shows the log2 fold change of the average expression between animals of the given age compared with 6 months. Genes that do not satisfy criteria for “linear-up” genes in a given tissue are marked as gray. **(B)** Late-down genes (30 of 30 shared by ≥ 2 tissues) enriched to the “mitochondrial function” theme shown in Figure 4. Each column for each muscle corresponds the animal age increasing from left to right.

**Figure S7. Pathways enriched by age-related genes that were shared between male and female mice.** Similar to Figure 3, we identified pathways enriched by each class of age-related genes. We analyzed 6, 12, 18, 21, 24 and 27 month old male and female mice. Pathways enriched by linear-up, late-up, linear-down and early-down genes are depicted graphically as circles. Each column of circles, for each muscle, corresponds to the comparison between 6 month and the older age (12, 18, 21, 24 and 27 months for mice and 9, 12, 18, 21, 24 and 27 months for rats). The circle size represents the number of age-related genes enriched to each pathway: small circles denote enrichment of the pathway by 0-5 genes; medium circles, enrichment by 6-15 genes and large circles, enrichment by >15 genes. The circle color key indicates the average fold-change in the expression levels of these genes versus 6 months. Dark squares on the right-hand side of the graphical heatmap indicate that enrichment for a specific pathway was statistically significant.

**Figure S8. Under stricter examination, rat muscles still enrich for more age-related down-regulated pathways.** We repeat the analysis in Figure 4 using a lenient set of age-related genes and removing confounding factors in gene and pathway annotations. We relaxed the criterion for the age-related gene discovery by reducing the minimal fold change requirement from 1.5 to 1.25 when comparing 6 month to any older age. To make a common annotation of genes between rat and mouse, we identified ~14k genes that have the same names in rat and mouse. Age-related genes that are not present in these 14k genes were excluded. To make a common pathway set, we took the mouse pathways and removed genes that were absent in the 14k genes.

**Figure S9**. **Transcription factors (TFs) associated with pathways enriched by age-related genes. (A)** TFs associated with age-related pathways enriched in two or more rat skeletal muscles. **(B)** TFs associated with pathways shared by any skeletal muscle from male and female mice. Color represents the average Spearman correlation in expression between the TF and age-related genes that enrich to the pathway. Gray indicates that either the correlation is not significant or that none of the genes in the pathway is a known target of the given TF.

**Figure S10. RT-qPCR validation of top five up- and down-regulated genes in skeletal muscles from male (A and B) and female (C and D) mice.** Data are mean ± SEM (standard error of the mean). Data were analyzed using a one-way ANOVA followed by Dunnett’s multiple comparison tests. *p ≤ .05; **p ≤ .01; ***p ≤ .001; ****p ≤ .0001 versus 6 months, respectively.

**Figure S11. RT-qPCR validation of top five up- and down-regulated genes in skeletal muscles from rats.** Data are mean ± SEM (standard error of the mean). Data were analyzed using a one-way ANOVA followed by Dunnett’s multiple comparison tests. *p ≤ .05; **p ≤ .01; ***p ≤ .001; ****p ≤ .0001 versus 6 months, respectively.

**Figure S12. RT-qPCR validation of transcription factors identified in mice (selected from Figure S9A).** Data are mean ± SEM (standard error of the mean). Data were analyzed using a one-way ANOVA followed by Dunnett’s multiple comparison tests. *p ≤ .05; **p ≤ .01; ***p ≤ .001; ****p ≤ .0001 versus 6 months, respectively.

**Figure S13. RT-qPCR validation of transcription factors identified in rats (selected from Figure S9B).** Data are mean ± SEM (standard error of the mean). Data were analyzed using a one-way ANOVA followed by Dunnett’s multiple comparison tests. *p ≤ .05; **p ≤ .01; ***p ≤ .001; ****p ≤ .0001 versus 6 months, respectively.

How the deposited data were processed for this re-analysis (not part of the article)

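RNA of the diaphragm, gastrocnemius, soleus and tibialis anterior of male and female mice at 6 ages was sequenced, and 407 libraries were analysed here, each from 1 muscle of 1 mouse. The authors deposited 1 table per library with the raw read count of each gene. According to the paper, these counts were made in ArrayStudio from strand-specific total RNA libraries read in pairs of 76 bases, with the mm10 genome and an in-house gene model based on RefSeq; the version of the software is not given in the sources used here. The values are whole numbers, without normalization. Each library was assigned to muscle, sex and age by its label. The labels give 7 male diaphragm libraries at 21 months and 7 male tibialis anterior libraries at 18 months, where Table S1 of the paper lists 6 and 8; the labels were used.

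The tables list 24458 gene symbols on 25091 rows. Of these symbols, 329 stand on more than 1 row (962 rows), and 173 of the 329 have the same counts on all their rows in every library. For such a symbol the row with the largest total was used, which left out 633 rows with 0.0336% of all counts. Counts on genes per library ranged from 38600228 to 300391760 (median 72791276), and the number of genes with at least 1 count from 13270 to 18302 (median 16555). At these depths the spread between mice, not the counting error, sets the precision of a gene with more than a few counts per library. Sex labels were checked with Xist, which had 497.3 to 3281.8 CPM in female libraries and up to 155.7 in male ones, and with Y-linked genes, which summed to at least 65.9 CPM in male libraries and up to 6.56 in female ones.

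Each muscle and sex was fitted on its own with all 6 ages, which share an estimate of the spread. Genes with enough counts by the filterByExpr function of edgeR 4.0.16 were tested: 16193, 15376, 15358 and 14601 in female diaphragm, gastrocnemius, soleus and tibialis anterior and 16075, 15227, 15351 and 14487 in male. Library sizes were scaled by the trimmed mean of M values (TMM), and each older age was compared with 6 months by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The standard errors printed with log2 fold changes were worked back from that test. Each is the absolute log2 fold change divided by the square root of the F statistic. A gene was differentially expressed with a fold change above 1.5 in either direction and an adjusted p below 0.05 at any older age. The paper's methods give this threshold with a Bonferroni adjustment and its results text gives 0.01; these are alternatives here. For differentially expressed genes, a constant, a line and a 4-parameter logistic curve were fitted to log2 CPM (prior count 0.5) on the logarithm of age. The logistic curve was searched over 85 inflection ages from 6 to 27 months and 30 Hill coefficients from 1 to 50. A gene was age-related if the better curve had a BIC more than 6 below that of the constant, and logistic if its BIC was more than 2 below that of the line; logistic genes were early below 12 months, mid from 12 to 21 months and late above 21 months.

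The rest of the comparisons rest on these calls and fits. The share of genes that rose or were linear has a Wilson interval. A combination of gene, direction and class was shared if it was found in at least 2 muscles of a sex, and the share is over all such combinations. Overlap of the sexes was tested by Fisher's exact test, and different changes at 27 months by the interaction of sex and age in an edgeR fit of both sexes of a muscle. In male mice the genes of Fig. 5 were tested for the interaction of muscle and age, each muscle against the gastrocnemius, and their p values were adjusted over all genes and over the list alone. Reactome pathways (the mouse set in fgsea 1.28.0, 1457 pathways) were tested with a one-sided Fisher's exact test among the genes tested; pathways sharing fewer than 5 genes were left out before the test, as in the paper, and the Bonferroni adjusted p had to be below 0.01. Of the 7111 gene identifiers in the pathways, 6847 matched a gene of the tables; 23239 symbols matched by name and 1067 by a synonym. Hallmark gene sets, which the paper also used, were not used here, and rat libraries were not analysed here. The mouse sheets of Table S2 were not used here.

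Gene lists fixed by symbol were tested at 27 against 6 months with camera (limma 3.58.1, preset correlation 0.01) on voom values, with fry beside it, and by the permutation of the per-mouse list means (exact; all splits of the mice). There were 20 lists: adipocyte, atrophy, B and plasma cell, blood, circadian, collagen and matrix, denervation, fast fibre, slow fibre, fibroblast, immediate early, interferon, macrophage, metallothionein, oxidative phosphorylation, citric acid cycle, senescence, T cell, X inactivation and Y-linked genes. Camera p values were adjusted over the lists of a muscle and sex, and the permutation p values over all 149 tests. Gene positions are those of assembly GRCm38.p6 (mm10).

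The tests above, the lists and the alternatives were fixed before the data were examined. The alternatives, each changing a single choice, were limma-voom, DESeq2 1.42.0, upper quartile normalization, no filter and a stricter filter (at least 1 CPM in as many libraries as the smallest age group), an adjusted p limit of 0.01, the Bonferroni adjustment, a fold change limit of 1.25, BIC margins of 10 and 4, age in months, an inflection range of 4 to 40 months, a prior count of 2, the replicate number as a block, the run of sample numbers as a covariate, and 6 mice per age drawn at random (10 draws, median). A run is a block of sample numbers in the labels of a muscle. The numbers in a block are not all consecutive, and numbers of another muscle can lie between them. Pathways were also tested with all genes of the tables as background and with Benjamini-Hochberg adjustment, and lists with an estimated correlation and at 24 months.

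Further alternatives were chosen after the data were seen: the rows of a symbol added up, libraries with transcripts of the other sex left out, genes of a liver signature left out, libraries of the same sex, age and replicate number taken as 1 mouse, and a Bonferroni adjustment over all pathways with 5 members. The pathway results were for a time reported with that last adjustment and were then set back to the planned one. Among 200 random gene lists of the size of the linear rising genes in male gastrocnemius (430), the linear falling genes in female soleus (443) and the linear rising genes in female diaphragm (99), a pathway was called for 4, 12 and 12 lists with the planned adjustment and for 0, 1 and 0 over all pathways.

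Every age was also shuffled among the libraries of a muscle and sex (50 splits, the real one included) and the sexes within the ages of a muscle (40 splits), and each library was left out in turn. For the genes of Fig. 1B and Fig. 5 and the transcription factors, the change at 27 months was also recomputed without each library of 6 and 27 months, chosen after the data were seen. The steps were tested on simulated data. Ages and lists had the means and library sizes of male gastrocnemius, the interaction of sex and age those of gastrocnemius of both sexes, and that of muscle and age those of the male muscles. EdgeR called 99.0% of the planted genes among 15095, and 21 unchanged genes were called differentially expressed and 4 age-related; 97.5% of planted linear, 97.5% of early, 100% of mid and 100% of late genes were put in their class. The interaction of sex and age recovered 98.5% of planted genes with 11 false calls among 15376, and that of muscle and age 96.5% with 10 among 17005. Camera and fry called 5 of 5 planted lists and 0 of 95 others, and Fisher's test, with a planted list of 60 genes among 5000, called 1 of 1 planted pathway and 0 of 199 others. Genes were drawn independently, so these counts do not measure false calls among correlated genes. The Fisher simulation had no limit of 5 shared genes and adjusted over all its pathways, unlike the planned rule. Planted changes of single genes were above the fold change limit and followed clean curves, so weaker changes were not tried. Computations ran in R 4.3.3 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1; plots were drawn with matplotlib 3.10.9.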

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

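The tests of explanations in this part were all chosen after the results they bear on had been seen; the sex and muscle interactions and the gene lists were planned. Within groups of 6 to 10 libraries of a muscle, sex and age, the highest or lowest library was compared with its nearest neighbour by Dixon's ratio, for library totals, genes detected, mitochondrial share and liver markers, and for the 8 genes of Fig. 5 in males at 27 months only. In 32 of 224 such comparisons a library stood apart, where chance gives about 1 in 20. Liver markers were tested on the log2 scale, a choice made after the values were seen; as CPM, 22 groups instead of 5 had such a library.

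Total counts stood apart in female diaphragm at 27 months (replicate 0, 104896311), female gastrocnemius at 27 months (replicate 8, 63674469), female soleus at 6 months (replicate 6, 55091781), male diaphragm at 21 months (replicate 3, 300391760), and male soleus at 21 months (replicate 0, 102750320) and 24 months (replicate 8, 42587398). Genes detected stood apart in replicate 2 of male diaphragm at 6 months (15256) and of male gastrocnemius at 6 months (17275). Depth enters the fits as the library size, and no biological explanation was tested.

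The share of counts on mitochondrial genes was high in female diaphragm at 21 and 27 months (replicate 0 of each, 40.8% and 40.2%), female soleus at 12 months (replicate 6, 26.4%), male diaphragm at 6 months (replicate 2, 45.5%) and male tibialis anterior at 27 months (replicate 8, 37.5%). It was low in female gastrocnemius at 18 and 21 months (replicate 0, 18.1% and 15.8%), female tibialis anterior at 6, 18 and 21 months (replicate 0, 24.9%, 24.7% and 23.7%), male gastrocnemius at 12 months (replicate 7, 15.0%) and 24 months (replicate 0, 17.0%), male soleus at 24 months (replicate 8, 20.5%) and male tibialis anterior at 12 months (replicate 0, 27.8%). Replicate 0 had the lowest share in 19 of 36 limb muscle groups where chance gives 4.19, and chance is excluded as the explanation (one-sided p = 1e-05, the smallest that 100000 resamples can give, with 1 number drawn per sex and age for all its limb muscles, because libraries of 1 number deviate together). Whatever was done differently with the mouse numbered first in each group stays open; no other technical explanation and no biological explanation was tested.

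Liver markers (20 genes, listed after this library was seen) reached 52468 CPM in replicate 3 of male diaphragm at 21 months, and 16726 and 651 CPM in replicate 6 of male diaphragm at 27 and 24 months. They were low in female diaphragm at 21 months (replicate 7, 80.6 CPM) and at 6 months (replicate 3, 30.4 CPM). Without replicate 3, 297 genes changed in male diaphragm at 21 months against 1186, so most of that count goes with this library. The liver lies against the diaphragm, and liver tissue taken with the muscle may be the source of these reads, a hypothesis that the labels cannot decide.

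A signature of 412 genes, those at least 16 times the group median in replicate 3 of male diaphragm at 21 months with at least 10 CPM, was then followed in all groups. It took up 13.2% of the counts of that library against a median of 0.0769% in the rest of its group, a contrast that its choice from that library favours. At least 30 of its genes, a limit chosen after the values were seen, rose against 6 months in female gastrocnemius at 18 and 21 months (290 and 65), female soleus at 18 months (39), female tibialis anterior at 27 months (208) and male diaphragm at 21 months (285). The excess of a signature gene followed its level in the male diaphragm library, with a Spearman correlation of 0.758 in female gastrocnemius at 18 months and 0.726 in female tibialis anterior at 27 months. The median ratio of Mup3 to Alb is 0.00971 in female libraries and 0.0790 in male ones with these transcripts. That argues against reads carried over from male libraries as the common source in females. The ranges overlap, with 0.00378 to 0.0360 in female and 0.0272 to 0.134 in male libraries. Carry-over in single female libraries is therefore not excluded. Outside the signature, 325 and 814 genes changed in these groups, and whether liver RNA moved them too cannot be told apart from other causes. With the liver level of each library as a covariate, signature genes changed fell from 291 to 17 and from 209 to 38, and 279 and 649 genes outside it changed; but in male diaphragm at 21 months 750 such genes changed with the covariate against 901 without it, where leaving out the liver-rich library removed most of the changes, so it may not take up all that goes with liver RNA. The median of the markers was 461 CPM in female gastrocnemius at 18 months against 23.7 CPM at 6 months (Alb alone 226 against 5.43 CPM), and 87.1 against 14.3 CPM in female tibialis anterior at 27 months. In female soleus at 18 months it was 11.6 CPM against 29.5 CPM at 6 months, with 3321 CPM in the highest library. The markers were thus not raised in that soleus group as a whole. Liver RNA that entered libraries by way of a shared step in tissue collection or preparation is a candidate source; an expression of these genes in aged muscle was not tested.

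Among genes of Fig. 5, Fbxo32 stood apart in male soleus at 27 months (replicate 8, log2 CPM 9.45), Trim63 in male diaphragm (7.85) and gastrocnemius (8.69) at 27 months (replicate 8 of each), and Hdac4 in male diaphragm (2.06) and tibialis anterior (6.68) at 27 months (replicate 6 of each). In males the libraries of 1 number and age in limb muscles deviate together, with a mean correlation of 0.415 between gastrocnemius and tibialis anterior against -0.0492 for other numbers, so that a number may mark 1 mouse and replicate 8 of 27 months may be a mouse with high atrophy genes. No explanation of the Hdac4 values was tested.

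The change from 6 to 27 months differed between the sexes for 251 genes in gastrocnemius, 136 in soleus and 259 in tibialis anterior (edgeR's quasi-likelihood test of the interaction, Benjamini-Hochberg adjusted p below 0.05). In gastrocnemius 110 of them were more positive in males, in soleus 73 and in tibialis anterior 155. With the sexes shuffled within each age, the real labels gave the largest count in each of these muscles (1 of 40 splits). Such shuffles also remove the difference of the sexes that is common to all ages. They therefore cannot exclude chance for the interaction alone. In diaphragm, with 0 genes, each split is as large (40 of 40). The shuffled counts there had a median of 10 and a maximum of 2537, so shuffled labels can give many calls. Of the interaction genes 247, 134 and 245 lie outside the liver signature, and with the liver level as a covariate 216, 138 and 155 such genes were called. A part of liver RNA in them cannot be told apart, because the covariate did not lower the number of signature genes in gastrocnemius (4 to 8) and soleus (2 to 5), and in tibialis anterior it moved the others by more than 1.5 times. Collection days of the sexes are not given in the sources used here, so a difference in handling and a biological difference of the sexes both stay open and untested.

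In male mice, Chrnd changed less in diaphragm than in gastrocnemius, by -1.22 log2 units at 27 months (adjusted p = 0.00430, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the alternatives the adjusted p ran from 0.00515 with the replicate number as a block to 0.0439 with limma-voom. Its technical explanations were not tested apart from these; a difference of the muscles stays open.

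Of gene lists that the paper does not test, some were past 0.05 in both camera and the exact permutation of per-mouse means. T cell genes rose in male diaphragm (median log2 fold change 2.40, 9 of 10 mice above the 6-month mean), female gastrocnemius (1.06, 9 of 10) and female tibialis anterior (1.44, 9 of 10), and B and plasma cell genes in female gastrocnemius (1.30, 10 of 10) and tibialis anterior (1.15, 9 of 10). Senescence genes, of a theme that the paper's discussion takes up, rose in female diaphragm (0.26, 9 of 10), female gastrocnemius (0.21, 10 of 10) and male diaphragm (0.50, 9 of 10). Fibroblast genes fell in female soleus (-0.48, 10 of 10 below the mean), male gastrocnemius (-0.23, 9 of 10) and male tibialis anterior (-0.43, 9 of 10). Blood genes rose in female gastrocnemius (0.45, 9 of 10). Lymphoid tissue taken with the male diaphragm cannot be told apart from T cells in the muscle, since B and plasma cell genes rose by 1.98 there too but without passing the exact permutation (adjusted p = 0.0577).

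In gastrocnemius, fast fibre genes fell (median log2 fold changes of -0.31 in females and -0.23 in males, 10 of 10 mice below the 6-month mean in each) and in females slow fibre genes rose (0.59, 10 of 10). In males slow fibre genes were above the 6-month mean in 6 of 10 mice (exact permutation adjusted p = 0.194). Soleus tissue taken with the gastrocnemius is excluded as the whole cause of the fall in fast fibre genes: the slow fibre genes of each mouse need a median of 4.01% soleus in females and 1.67% in males, by soleus levels of the same sex and age, which would change fast fibre genes by a median of -0.05 and -0.02 in the CPM of the mice, where -0.19 and -0.16 were seen, and 9 of 10 mice of each sex lay below the value expected. For the rise in slow fibre genes, of 0.59 in females, soleus tissue cannot be told apart from a change of fibres in the muscle, because either would give it.

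Transcripts of the other sex made up 3.16% (replicate 4, 12 months), 3.26% and 1.03% (replicates 0 and 1, 18 months) of sex-linked transcripts in female soleus, scaled to libraries of the other sex, and 17.4% (replicate 1, 18 months) and 2.68% (replicate 4, 21 months) in male soleus. In the other libraries they were below 1%. A wrong sex label is excluded, because the highest share is 17.4%. A mixture of RNA or reads between soleus libraries may be the source; leaving out these libraries moved no count of age-related genes by 1.5 times.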

How the results depend on the processing

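Results were recomputed with each alternative; those counting every pathway as a test, adding up the rows of a symbol, leaving out libraries or liver genes, or taking limb muscles as 1 mouse were chosen only after the data had been seen. As reported, age-related genes number 355, 788, 729 and 726 in female diaphragm, gastrocnemius, soleus and tibialis anterior and 609, 773, 214 and 561 in male, and genes changed at 27 months 200, 765, 634 and 1023 and 900, 824, 182 and 594. The share rising is 58.7% in females and 66.2% in males, the linear share 86.5% and 86.0%, the share found in more than 1 muscle 22.6% and 24.5%, and the surplus of age-related genes in females 441. Of the counts, shares and differences that answer the comparisons, 291 values under the alternatives set in advance stayed within 1.5 times or the interval of the value reported and 100 moved; of those under alternatives chosen later, 65 stayed and 2 moved. For single genes, lists, pathways and muscle shares, 2487 stayed the same, 240 were no longer past their threshold, 47 newly passed it, 179 moved and 4 changed direction under the alternatives set in advance, and 362 stayed, 2 moved and 1 no longer passed under the later ones. Where a value moved, the cause was not tested unless given in the other parts.

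The Bonferroni adjustment gave 62, 366, 243 and 266 age-related genes in female diaphragm, gastrocnemius, soleus and tibialis anterior and 51, 309, 54 and 194 in male, and 25, 263, 117 and 205 and 44, 264, 39 and 150 genes changed at 27 months. Of the age-related genes it left, 67.1% rose in females, and in female soleus the direction of the majority was reversed, at 57.2% against 37.4%. Linear genes made up 78.1% in females and 75.8% in males, and genes found in more than 1 muscle 17.1% and 20.0%.

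With an adjusted p limit of 0.01, age-related genes numbered 171 in female diaphragm, 279 in male diaphragm and 138 in male soleus, and genes changed at 27 months 83 and 417 in female diaphragm and soleus and 193, 104 and 387 in male diaphragm, soleus and tibialis anterior. The rising share was 60.6% in females, the linear share 85.1% in females and 83.3% in males, and the share found in more than 1 muscle 20.3% in females. Linear rising pathways called in at least 2 muscles numbered 1 in females and 0 in males, against 7 and 2 as reported.

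A fold change limit of 1.25 gave 1655, 1723 and 1239 age-related genes in female gastrocnemius, soleus and tibialis anterior and 1491, 379 and 1037 in male, and 1729, 1452 and 1549 and 1742, 322 and 1180 genes changed at 27 months. The rising shares were 55.3% and 56.3% in females and males, the linear share in males 84.1%, the surplus in females 1317, and the linear rising pathways in at least 2 muscles 1 in females and 0 in males. A stricter filter gave 461 and 422 age-related genes in female gastrocnemius and tibialis anterior and 506 and 370 in male, with 398, 441, 477 and 360 changed at 27 months in the same order, a rising share of 51.3% and a linear share of 84.9% in females, and a surplus in females of 203. Without a filter, 978 genes changed at 27 months in female soleus.

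DESeq2 gave 384 genes changed at 27 months in female diaphragm and 1407 in male diaphragm, and 11 and 297 genes with an interaction of sex and age in diaphragm and soleus, against 0 and 136 in edgeR; in the diaphragm 993 genes had an unadjusted p below 0.05 in edgeR and limma-voom called 0. Limma-voom gave 483 genes changed at 27 months in male diaphragm, a rising share of 61.4% in males, 172 interaction genes in tibialis anterior against 259, and 0 linear rising pathways in at least 2 male muscles.

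Same-numbered libraries of different ages deviated together little, with mean correlations from -0.00694 to 0.0544 within a muscle and sex. In female gastrocnemius and tibialis anterior they were 0.0544 and 0.0513, against -0.000809 and -0.00613 for other numbers. In female diaphragm and male gastrocnemius they were below those of other numbers. Values this low give no sign that the number pairs samples across ages. A weak deviation shared by number, as in the mitochondrial share of replicate 0, is not excluded. With the replicate block, 278 genes changed at 27 months in male diaphragm, where 48.9% of age-related genes rose against 59.3%, a reversed majority. The block also gave a rising share of 63.5% in males, linear shares of 82.2% and 81.4% in females and males, a share found in more than 1 muscle of 19.7% in females, and a surplus in females of 775. Across muscles, libraries of the same sex, age and number did deviate together in limb muscles (mean correlations of 0.415, 0.284 and 0.301 for gastrocnemius and tibialis anterior, gastrocnemius and soleus, and soleus and tibialis anterior in males, and 0.270, 0.186 and 0.181 in females) and not between limb muscles and diaphragm (0.0139 to 0.0512). Taking same-numbered libraries as 1 mouse left the difference of Chrnd between male diaphragm and gastrocnemius past 0.05 (limma-voom with duplicateCorrelation, Benjamini-Hochberg adjusted p = 0.0317; range over the alternatives 0.00515 to 0.0439).

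With the run of sample numbers as a covariate, male diaphragm had 264 age-related genes and 60 genes changed at 27 months, the linear shares were 84.7% and 84.3% in females and males, and the surplus in females was 930. With 6 mice per age, age-related genes numbered 210 in female diaphragm and 112 in male soleus, and genes changed at 27 months 122 and 90 there. The rising share was 62.0% in males and 44.7% in male diaphragm, again reversed, and the share found in more than 1 muscle was 18.3% in females and 18.5% in males. BIC margins of 10 and 4 gave 301 age-related genes in male diaphragm and a linear share of 87.9% in females. On age in months, 68.3% of male age-related genes rose and 88.9% were linear, and 1 early falling pathway was called in at least 2 female muscles. Sharing by direction only gave 29.2% in females and 29.6% in males.

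With all genes of the tables as background, 0 linear rising and 1 late rising pathway were called in at least 2 male muscles. Counting every pathway with 5 members as a test left 1 linear rising pathway in at least 2 female muscles and 0 in male. Oxidative phosphorylation genes in male diaphragm had a median log2 fold change of 0.11 at 24 months, reversed from -0.08 at 27 months. Under upper quartile normalization the denervation list in female diaphragm had a median of -0.01 against 0.01.

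Leaving out 1 library moved age-related counts by less than 1.5 times in all muscles, but genes changed at single ages by more. In male diaphragm the counts were 297 against 1186 at 21 months without replicate 3 of that age, 512 or 1321 against 900 at 27 months without replicate 8 or 6, 71 or 220 against 129 at 24 months without replicate 4 or without replicate 8 of 27 months, and 8 or 68 against 27 at 18 months without replicate 1 or 2. In male tibialis anterior they were 377 against 774 at 24 months without replicate 8 and 65 against 114 at 18 months without replicate 5, and in male soleus 165 against 307 at 24 months without replicate 8 and 63 against 118 at 21 months without replicate 5. In female diaphragm they were 133 or 375 against 200 at 27 months without replicate 7 or 0, 133 against 206 at 21 months without replicate 4 of 6 months, and 20 or 102 against 35 at 18 months without replicate 3 or 4. In female soleus they were 149 or 387 against 255 at 18 months without replicate 0 or 6 of 6 months. At 12 months they moved from 48 to 28 in male gastrocnemius without replicate 4 of 6 months, from 30 to 51 in female gastrocnemius without replicate 0 of 27 months, from 10 to 5 in male diaphragm without replicate 0, from 7 to 17 in male soleus without replicate 8 of 24 months, and from 18 to 32 and 21 to 39 in female soleus and tibialis anterior without replicate 6 of 6 months. The libraries named are those that moved each count most.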

Differences from the paper's values

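The paper gives about 300 age-related genes per mouse muscle, and the mean over the 4 male muscles is 539.25 here. Of the alternatives set before the data were examined, BIC margins of 10 and 4 (348.5), an adjusted p limit of 0.01 (386), the run of sample numbers (444), a stricter filter (411.5) and 6 mice per age (420.5) bring it within 1.5 times of the paper's value. The Bonferroni adjustment (152), DESeq2 (570.5), age in months (538.5), a fold change limit of 1.25 (943.25), the wider inflection range (539), limma-voom (504), no filter (565.25), a prior count of 2 (537.25), the replicate block (526.5) and upper quartile normalization (537.75) do not. The paper's surplus of age-related genes in females is 231, and here it is 441; the Bonferroni adjustment (329) and a stricter filter (203) bring it within 1.5 times, and the other 13 alternatives, from 385 to 1317, do not.

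The differentially expressed genes of male gastrocnemius number about 1900 in Fig. 1A, read by eye, and 1227 here; DESeq2 (1344), a fold change limit of 1.25 (2364) and no filter (1400) come within 1.5 times and the other 12 alternatives do not. The rest of the numbers are for male muscles, with the paper's read by eye in Fig. 2B. Linear rising genes in diaphragm number about 110 in Fig. 2B, read by eye, and 355 here, with BIC margins of 10 and 4 (160), a limit of 0.01 (140) and the run of sample numbers (132) within 1.5 times and the others not. In soleus they number about 77 in Fig. 2B, read by eye, and 137 here, with the same BIC margins (98), a limit of 0.01 (85), limma-voom (100) and 6 mice per age (66.5) within 1.5 times and the others not. Linear falling genes in gastrocnemius number about 110 in Fig. 2B, read by eye, and 176 here, with those BIC margins (140), the Bonferroni adjustment (75), DESeq2 (160), a limit of 0.01 (157), a stricter filter (108) and 6 mice per age (157.5) within 1.5 times and the others not.

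Early-logistic genes number about 26, about 40, about 12 and about 17 in diaphragm, gastrocnemius, soleus and tibialis anterior in Fig. 2B, read by eye, and 1, 9, 4 and 6 here. Age in months brings the first 3 within 1.5 times (18, 28 and 17) and gives 28 in tibialis anterior, which no alternative brings within 1.5 times; no other alternative does so in any of the 4 muscles. Mid-logistic genes number about 3, about 0 and about 1 in diaphragm, soleus and tibialis anterior in Fig. 2B, read by eye, and 5, 1 and 16 here. In diaphragm a limit of 0.01 (2), age in months (3) and the run of sample numbers (2) come within 1.5 times, in soleus BIC margins of 10 and 4, the Bonferroni adjustment, a limit of 0.01 and age in months give 0, in tibialis anterior the Bonferroni adjustment gives 1, and the others differ. Late-logistic genes number about 2, about 58, about 0 and about 25 in diaphragm, gastrocnemius, soleus and tibialis anterior in Fig. 2B, read by eye, and 9, 118, 8 and 86 here. In gastrocnemius BIC margins of 10 and 4 (80), the Bonferroni adjustment (69), age in months (56) and 6 mice per age (85) come within 1.5 times, in tibialis anterior the Bonferroni adjustment (34) does, no alternative does in diaphragm or soleus, and the others differ in all.

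The paper states that a stricter BIC margin reduces the number of age-related genes little. Here the mean per male muscle goes from 539.25 to 348.5. The settings are not alike, because the genes here were called with the Benjamini-Hochberg adjustment. The stricter margins were not combined with the Bonferroni adjustment or the limit of 0.01 that the paper gives. The paper puts the male diaphragm below the tibialis anterior in age-related genes, and here it has 609 against 561; 8 of the 15 alternatives set before the data were examined give the paper's order: BIC margins of 10 and 4 (301 and 379), a limit of 0.01 (279 and 475), the Bonferroni adjustment (51 and 194), a fold change limit of 1.25 (866 and 1037), limma-voom (526 and 550), the replicate block (423 and 640), the run of sample numbers (264 and 539) and 6 mice per age (462 and 470). So does leaving out replicate 2 (546), 5 (505), 6 (560) or 7 (535) of 6 months or replicate 5 (556) or 8 (545) of 27 months in male diaphragm. As in the paper, the gastrocnemius (773) and the tibialis anterior are above the soleus (214) in males. The paper's discussion gives the fewest age-related changes to the diaphragm; here the soleus has the fewest in males, except under the Bonferroni adjustment (51 in diaphragm and 54 in soleus), and the diaphragm has the fewest in females (355). The paper states that most age-related genes of female muscles rise linearly; here 1248 of 2598 over the 4 muscles do (48.0%), while 58.7% rise in any class. Age in months gives 51.0% and the other 14 alternatives set in advance stay below 50%. By muscle, a majority rises in any class in gastrocnemius (77.3%) and tibialis anterior (74.1%) and not in diaphragm (29.9%) and soleus (37.4%), although the Bonferroni adjustment gives 57.2% in soleus.

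Fig. 1B of the paper draws Krt19 as a linear gene and Mpeg1 as a mid-logistic gene of male gastrocnemius; here Krt19 is not called (log2 fold change 0.28) and Mpeg1 is linear (0.97), while Syt9 and Rb1 have the paper's classes. The paper finds immune pathways among linear rising genes of most mouse muscles, foremost of the fast limb muscles; here the innate immune system is called in male diaphragm only (adjusted p = 7.77e-10, Fisher's exact test with Bonferroni adjustment) and has an adjusted p of 1 in male gastrocnemius and tibialis anterior. Pathways were not tested with the run of sample numbers in the model, on which the counts of male diaphragm depend. The chemokine receptor pathway is called in male gastrocnemius (adjusted p = 0.00297, Fisher's exact test with Bonferroni adjustment). Of linear rising pathways the paper has more in gastrocnemius and tibialis anterior than in diaphragm; here they number 4, 0 and 19. These counts are not alike, because the paper keeps pathways found in at least 2 muscles and has Hallmark sets among them, and neither holds here; in at least 2 male muscles 2 linear rising pathways were called. Of late rising pathways the paper has some in male gastrocnemius and none in the other mouse muscles; here 0 are called in gastrocnemius and 1 in tibialis anterior, and with all genes of the tables as background 1 in gastrocnemius and 1 in tibialis anterior. Early falling matrix pathways, which Fig. 4 shows in diaphragm and gastrocnemius of male mice, are not called here in males under any setting, and age in months gives 7 and 1 early falling pathways in female gastrocnemius and diaphragm. Fig. 4 has no late falling pathway in mice; here extracellular matrix organization is called among late falling genes of male tibialis anterior (adjusted p = 7.06e-06, Fisher's exact test with Bonferroni adjustment), and under every alternative run for pathways but age in months. A fold change limit of 1.25, also the lenient limit of the paper's Fig. S8, gives 9 late falling pathways in male tibialis anterior and 4 in male gastrocnemius, and limma-voom gives 4 in tibialis anterior.

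The paper states that Musk, Hdac4, Mt2, Mt1, Trim63 and Ncam1 did not rise in old mouse muscles and that Chrnd rose late in gastrocnemius only. Here Chrnd is age-related in male gastrocnemius and also in tibialis anterior (log2 fold changes of 1.07 and 0.63), Musk in tibialis anterior (0.77), Hdac4 in soleus (0.89) and Mt2 in gastrocnemius (2.52). Chrnd in tibialis anterior and Mt2 in gastrocnemius are no longer age-related without any 1 of 6 and of 9 libraries; Fig. 5 marks Musk in tibialis anterior as rising linearly. The Bonferroni adjustment leaves only Chrnd in gastrocnemius and Hdac4 in soleus past 0.05 (adjusted p = 0.00207 and 0.00507, edgeR's quasi-likelihood test with Bonferroni adjustment). As in the paper, Fbxo32 is not called in any male muscle. Fig. 5 and the values above are of males. In female gastrocnemius at 27 months the adjusted p was 5.29e-09 for Musk, 1.25e-05 for Hdac4 and 3.28e-06 for Ncam1 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 0.00061 for Mt2, 0.00785 for Mt1 and 0.146 for Trim63. The lowest adjusted p of these genes in female diaphragm was 0.143, for Trim63 (same test). Directions of these female changes are not given here. The paper lists Ikzf1 among transcription factors of linear rising pathways; here it is age-related in female gastrocnemius and tibialis anterior (0.49 and 1.09 at 27 months, the first past the limits at 24 months only; not without any 1 of 10 and of 9 libraries) and in no male muscle.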

Other observations

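The tests of explanations in this part, and the genes named for an interaction of sex and age, were chosen after the results were seen; the gene lists, their tests and the interaction were planned. Ages were shuffled among the libraries of a muscle and sex. For age-related genes and genes changed at 27 months, the real split gave the largest count in all 8 datasets. For genes changed at any age it did so in 7 of them (1 of 50 splits as large, itself). Some shuffles still called many genes. In male diaphragm they gave a median of 326 and up to 886 at any age, against 1769. At 27 months the shuffled median was 0, but single splits reached 566 there against 900, and 296 against 824 in male gastrocnemius. Counts of changed genes may thus hold more false calls than the adjusted p limit states. For genes changed at any age in female diaphragm chance cannot be excluded, with 3 of 50 splits as large.

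In male tibialis anterior and soleus, 774 and 307 genes changed at 24 months against 594 and 182 at 27 months. Without replicate 8 of 24 months the counts at 24 months were 377 and 165, so that 1 library in each, and by its number perhaps 1 mouse, carries a large part of them. That mouse's state is the open biological explanation and was not tested.

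In male diaphragm the genes changed against 6 months went from 1186 at 21 months to 129 at 24 and 900 at 27 months. At 27 months the run of sample numbers as a covariate left 60 genes. An effect of the run cannot be told apart from that of age, because most libraries of 6 months are of the first run in that muscle and most of 27 months of later ones.

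Collagen and matrix genes had lower list means at 27 than at 6 months in all 8 datasets, by camera in each (largest adjusted p 4.97e-04 in female gastrocnemius, where 9 of 10 mice were below the 6-month mean). By the exact permutation adjusted p values were 0.00580, 0.00114 and 0.00136 in male gastrocnemius, soleus and tibialis anterior and 0.00219 in female soleus, and 0.384, 0.0651, 0.277 and 0.0502 in male diaphragm and female diaphragm, gastrocnemius and tibialis anterior. Upper quartile normalization gave the same directions. Denervation genes rose in the limb muscles of both sexes and passed 0.05 in camera, fry and the exact permutation, with medians of 0.88, 0.55 and 1.15 in female gastrocnemius, soleus and tibialis anterior (10 of 10 mice in each) and of 0.01 in female diaphragm (8 of 10 mice above the 6-month mean, list mean higher by 0.20). Whether limb muscles differ from diaphragm in these lists was not tested.

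Oxidative phosphorylation genes had medians below 0 at 27 months in all 8 datasets, from -0.02 to -0.16, under TMM and under upper quartile normalization. Of these only female tibialis anterior passed the exact permutation (adjusted p = 0.0159, 10 of 10 mice below the 6-month mean), and the median in male diaphragm was 0.11 at 24 months.

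The other lists were less even. Adipocyte genes had medians from -0.49 in male diaphragm to 0.60 in female diaphragm, circadian genes from -0.11 to 0.13, immediate early genes from -0.32 to 0.30 and metallothioneins from -0.15 in female soleus to 1.54 in male tibialis anterior. List means of metallothioneins were higher at 27 months in female gastrocnemius (exact permutation adjusted p = 0.00170, 10 of 10 mice above the 6-month mean). The same held in male gastrocnemius (0.0264, 10 of 10) and female tibialis anterior (0.0312, 9 of 10). In the other datasets metallothioneins did not pass 0.05 in that test. Blood genes fell by 0.63 in male soleus (camera adjusted p = 0.00300, exact permutation adjusted p = 0.0621, 9 of 10 mice). X inactivation transcripts had a median of 0.54 in female diaphragm (camera adjusted p = 0.386, 7 of 10 mice), and Y-linked genes medians from -0.16 to 0.22 in male muscles. Y-linked genes passed the exact permutation in male tibialis anterior (adjusted p = 0.0161, 9 of 10 mice above the 6-month mean) and in no other male muscle. For 10 list and dataset pairs the median, the mean and the camera direction differ in sign, none of them past 0.05: the citric acid cycle list in female diaphragm, immediate early genes in female gastrocnemius, blood, circadian and T cell genes in female soleus, circadian genes in female and male tibialis anterior and male diaphragm, and interferon and T cell genes in male soleus.

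Genes with the smallest adjusted p for an interaction of sex and age in each muscle, chosen after the values were seen, were Tmem132b (difference of log2 fold changes, male minus female, -2.35, adjusted p = 5.89e-13), Actr3b (-1.71, 1.17e-10) and Slc24a2 (1.91, 8.07e-09) in tibialis anterior and Pfkfb1 (-0.71), Actr3b (-1.21) and Kcnab1 (1.49) in gastrocnemius, each of the latter with an adjusted p of 1.78e-06, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In soleus 5 genes had an adjusted p of 0.00964 by the same test: Utp14b (0.93), Luc7l3 (0.36), Clec2d (1.27), 1700029J07Rik (1.24) and Mrgprg, for which no difference is given because its counts are 0 in all 8 males at 6 months. The number of mice that show each direction was not counted.

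Among the age-related genes with the largest changes, several are liver transcripts: Mup15 (log2 fold change 8.88), Sult2a1 (6.50) and A1bg (6.45) rose in female tibialis anterior, and Cyp2b13 (-5.32), Cyp3a11 (-4.80) and Cyp2c54 (-4.73) fell in female diaphragm. They follow the levels of liver RNA in these libraries, which by the correlation of 0.726 in female tibialis anterior at 27 months may come from liver tissue. Krt18 had the largest rise in female gastrocnemius (5.71, adjusted p = 7.00e-13), by the same edgeR test with Benjamini-Hochberg adjustment. Without the liver signature, 337, 768, 721 and 692 age-related genes were left in female diaphragm, gastrocnemius, soleus and tibialis anterior and 609, 753, 211 and 551 in male.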
